# Division of Labor: Roles of Groucho and CtBP in Notch-Mediated Lateral Inhibition that Controls Intestinal Stem Cell Differentiation in *Drosophila*

**DOI:** 10.1016/j.stemcr.2019.03.005

**Published:** 2019-04-11

**Authors:** Xingting Guo, Huanwei Huang, Ziqing Yang, Tao Cai, Rongwen Xi

**Keywords:** intestinal stem cell, enteroblast, Groucho, CtBP, Notch, E(spl)-C, lateral inhibition, *Drosophila*

## Abstract

Intestinal stem cell (ISC) differentiation in the *Drosophila* midgut requires Delta/Notch-mediated lateral inhibition, which separates the fate of ISCs from differentiating enteroblasts (EBs). Although a canonical Notch signaling cascade is involved in the lateral inhibition, its regulation at the transcriptional level is still unclear. Here we show that the establishment of lateral inhibition between ISC-EB requires two evolutionarily conserved transcriptional co-repressors Groucho (Gro) and C-terminal binding protein (CtBP) that act differently. Gro functions in EBs with E(spl)-C proteins to suppress Delta expression, inhibit cell-cycle re-entry, and promote cell differentiation, whereas CtBP functions specifically in ISCs to mediate transcriptional repression of Su(H) targets and maintain ISC fate. Interestingly, several *E(spl)-C* genes are also expressed in ISCs that cooperate with Gro to inhibit cell proliferation. Collectively, our study demonstrates separable and cell-type-specific functions of Gro and CtBP in a lateral inhibition process that controls the proliferation and differentiation of tissue stem cells.

## Highlights

• Gro and CtBP are required for lateral inhibition between ISC and EB in fly midgut
• Gro cooperates with E(spl)-C factors in EBs to promote differentiation
• CtBP cooperates with Hairless in ISCs to maintain stem cell fate
• Gro and E(spl)-C mediate baseline Notch activity and thereby restrict ISC division

## Introduction

Lateral inhibition, a term that originates from the field of neuroscience to describe the repression of an excited neuron toward activity of neighbors, has been used as a major mechanism to specify cell fates from initially equivalent cells during the formation of morphological patterns in advanced organisms (Gierer and Meinhardt, 1972). Lateral inhibition-mediated cell fate specification turns out to be an evolutionarily conserved mechanism, mediated primarily by Delta (Dl)-Notch signaling (Artavanis-Tsakonas et al., 1999, Lai, 2004), which regulates cell fate decisions and pattern formation in a variety of tissues throughout the animal kingdom. Well-characterized examples of lateral inhibition include its role in specifying between secretory cells and absorptive cells in the intestine, between neuronal and non-neuronal cells in the mammalian neural crest, and between bristle precursor cells and epithelial cells in *Drosophila* (Sancho et al., 2015, Simpson, 1990, Wakamatsu et al., 2000).

The transduction of Dl-Notch signaling from the cell surface to the nucleus requires the participation of a cascade of canonical signaling components as well as regulators that participate in Notch receptor glycosylation, cleavage, and transcriptional repression or activation at Notch target loci, etc. (Bray, 2006, Kopan and Ilagan, 2009). At the chromatin level, the CSL protein (also known as RBPJ, or Suppressor of Hairless [Su(H)] in *Drosophila*) acts as a bifunctional transcription factor that binds to Notch target genes. In *Drosophila*, Su(H) recruits a co-repressor Hairless, which then recruits two more global co-repressors to carry out the default repression: the C-terminal binding protein (CtBP) and Groucho (Gro). Upon Notch activation, Hairless is replaced by the intracellular domain of Notch (Nicd), which then recruits the co-activator Mastermind to promote transcriptional activation of Notch target genes (Barolo et al., 2002, Lecourtois and Schweisguth, 1995, Paroush et al., 1994, Poortinga et al., 1998, Wu et al., 2000).

The PLDLS motif-containing protein CtBP and the WD40 domain containing protein Gro belong to two distinct families of global co-repressors and are recruited to two separate motifs of the Hairless protein: CtBP is recruited to its PLDLS motif and Gro is recruited to its eh1 motif (Barolo et al., 2002, Morel et al., 2001). The combination of CtBP and Gro is required for the repressive function of Hairless in many biological processes, such as dorsoventral patterning, wing development, and peripheral nervous system development (Barolo et al., 2002, Nagel et al., 2005, Nagel et al., 2007). However, CtBP and Gro occasionally interact independently with Hairless to regulate discrete biological processes. During certain phases of eye development, CtBP, but not Gro, is required for Hairless-mediated transcriptional repression (Nagel and Preiss, 2011). CtBP is typically thought of as a short-range co-repressor and Gro is thought of as a long-range co-repressor, so perhaps the separate or combinatory use of these two co-repressors allows for considerable flexibility to control transcriptional activity (Courey and Jia, 2001). In addition, it is known that Gro, but not CtBP, functions as a co-repressor of the major Notch transcriptional targets, the Enhancer of (spl)-complex (E(spl)-C) proteins (Paroush et al., 1994). These observations from previous studies collectively show that Gro and CtBP can function together or separately with different co-factors to regulate gene transcription.

In the *Drosophila* midgut, lateral inhibition mediated by Dl-Notch signaling controls the fate of intestinal stem cell (ISC) and its immediate daughter enteroblast (EB) (Figure 1A) (Bardin et al., 2010, de Navascues et al., 2012, Micchelli and Perrimon, 2006, Ohlstein and Spradling, 2006, Ohlstein and Spradling, 2007). Dl is specifically expressed in ISCs, and typically, after each ISC division, one of the two daughters retains Dl expression and remains as an ISC, while the other daughter loses Dl expression, through the process of lateral inhibition. The Dl signal from this new ISC then triggers the activation of Notch of its sibling EB (Ohlstein and Spradling, 2007). This Notch-activated EB will eventually adopt an enterocyte fate. At a lower frequency, ISCs also divide to produce enteroendocrine cell (EE) progenitors, as a result of transient activation of a fate inducer Scute (Chen et al., 2018, Zeng and Hou, 2015). Scute then induces the expression of transcription factor Prospero (Pros), the EE fate determination factor (Bardin et al., 2010, Biteau and Jasper, 2014, Wang et al., 2015, Zeng and Hou, 2015). Although the canonical Notch signaling cascade is used in the lateral inhibition that separates ISCs from EBs, the potential engagement of co-repressors Gro and CtBP in the process has not been defined.

**Figure 1:**
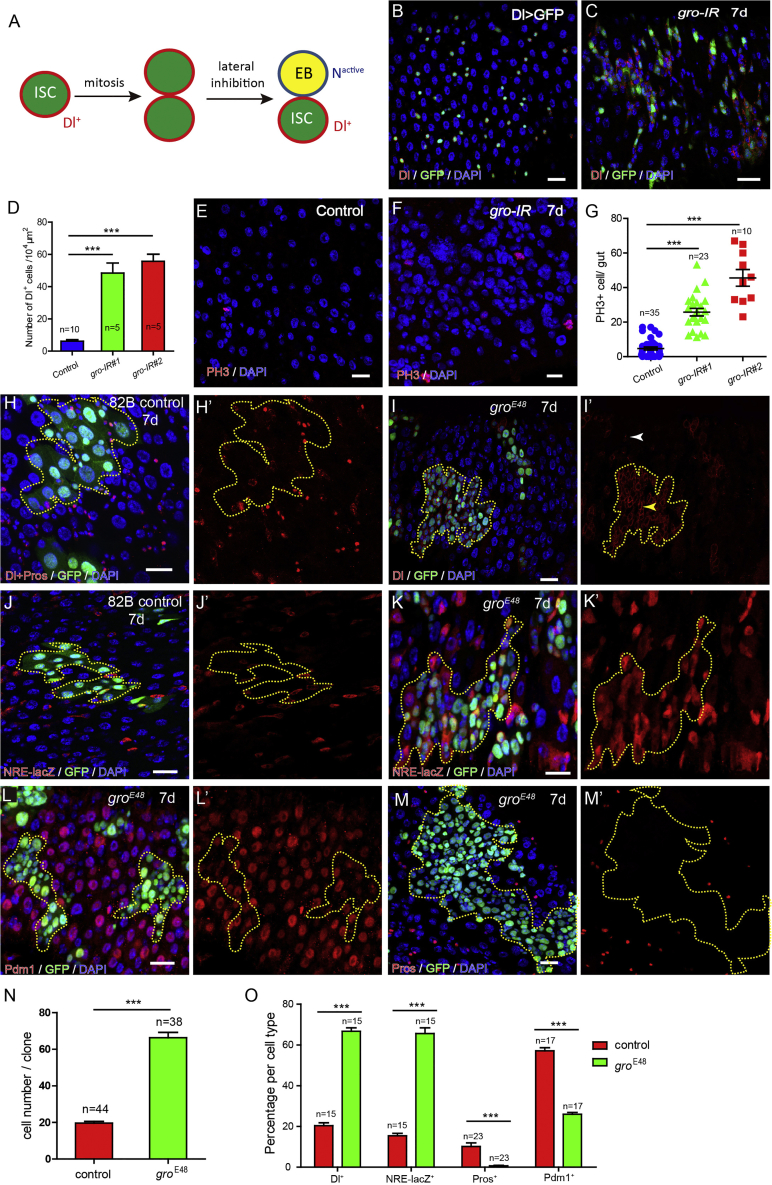
*Gro* Is Required for ISC Proliferation and Differentiation (A) An illustration of lateral inhibition-mediated asymmetric cell division of *Drosophila* ISCs. ISC, intestinal stem cell; EB, enteroblast. (B and C) Compared with control guts (B and B′), knocking down *gro* (UAS-gro-IR no. 1) in ISCs using *Tub-gal80*^*ts*^*; Dl-Gal4, u-GFP* for 7 days (C and C′) leads to significant accumulation of Dl^+^ cells. (D) Quantification of the Dl^+^ cell density in control and *gro*-depleted posterior midgut. (E and F) Mitotic cells in control (E) and *gro-IR* guts (F) labeled by PH3 staining. (G) Quantification of the number of PH3^+^ cells per gut. (H–O) MARCM system is used to generate GFP-labeled wide type and *gro*^E48^ mutant clones (H–I′). Compared with wild-type (H) *gro* depletion leads to rapid clone expansion (I and N) and Dl^+^ cell accumulation (I and O). Dl expression level is significantly higher in *gro*^E48^ mutant clones (yellow arrow) than ISCs outside the clones (white arrow) (I). The percentage of NRE-lacZ^+^ cells is significantly increased in *gro*^E48^ mutant clones (J–K′ and O). (L and O) The percentage of ECs in total epithelial cells is reduced in *gro* mutant clones. (M and O) Pros^+^ EE cells are rarely observed in *gro*^*E48*^ mutant clones. Error bars indicate mean ± SEM. Numbers of guts/clones been calculated were labeled on the columns. ^∗∗∗^p < 0.001 (Student's t test). Scale bars, 20 μm.

Here we report that depletion of Gro in ISCs in the *Drosophila* midgut causes accumulation of ISC-like cells as a result of disrupted lateral inhibition, whereas depletion of CtBP causes ISC loss because of differentiation. Our further genetic analyses have established separable functions of Gro and CtBP in lateral inhibition: CtBP specifically participates in Hairless-mediated default repression of Notch activity to maintain ISC fate, whereas Gro cooperates with E(spl)-C proteins in EBs to promote differentiation. In addition, we identified a novel role for E(spl)-C proteins in ISCs, in which they cooperate with Gro to restrict stem cell proliferation.

## Results

### Depletion of *gro* in ISCs Causes Accumulation of Dl^+^ ISC-like Cells

We performed an RNAi screen to identify new ISC regulators using fly stocks from Vienna *Drosophila* RNAi Center (VDRC) and Transgenic RNAi Project (TriP) libraries (Dietzl et al., 2007, Ni et al., 2011). These RNAi lines were crossed with flies genotyped as *Tub-Gal80*^*ts*^*; Dl-Gal4, UAS-GFP* (for simplicity, hereafter as *Dl-Gal4*^*ts*^) to perform conditional gene knockdown specifically in ISCs. ISCs, which are marked by membrane-located Dl expression, are normally sparsely distributed in the gut epithelium (Figure 1B). We found that depletion of *gro* (by VDRC line KK108953) by shifting flies to restrictive temperature for 7 days led to the formation of Dl^+^ diploid cell clusters along the anterior-posterior axis of the midgut (Figures 1C and 1D). Depletion of *gro* with another independent RNAi line (HMS01506) produced a similar ISC-like cell cluster phenotype (Figure S1A). Staining with phosphor-histone 3 (PH3) antibody revealed significantly increased mitotic cells in *gro-RNAi* guts, which explains this rapid ISC-like cell accumulation phenotype (Figures 1E–1G). The epithelial density of EEs, which are marked by the nuclear localized transcription factor Pros, was significantly decreased in *gro-RNAi* guts (Figures S1B–S1E), suggesting that EE differentiation could also be affected following *gro* depletion. These observations suggest that the loss of *gro* causes blocked differentiation and continuous self-renewal of ISCs.

### *Gro* Is Required for ISC Differentiation

*Gro* encodes a universal co-repressor that participates in a variety of biological processes, and is essential for viability. We generated *gro* homozygous mutant cell clones by the MARCM (mosaic analysis with a repressible cell marker) system to further investigate its function in the gut epithelium. Compared with wild-type clones of 7 days, mutant clones homozygous for *gro*^*E48*^, a loss-of-function allele of *gro* (Jennings et al., 2006), grew much more rapidly and form multilayers. By quantification, each mutant clone contained significantly more cells compared with the wild-type clone (Figure 1N). In addition, the mutant clones contained significantly more Dl^+^ cells, consisting of more than 60% of the mutant cells, and the level of Dl expression in these mutant cells (yellow arrow) was generally higher than that in wild-type ISCs (white arrow) outside the mutant clones (Figures 1H, 1I, and 1O). Consistent with a role for Gro in suppressing Dl expression, transient overexpression of *gro* using a *UAS-gro* transgene by esg-Gal4^ts^, an ISC and EB cell driver, effectively shut down Dl expression in all ISCs (Figure S2).

A Notch activation reporter Gbe-Su(H)m8-lacZ (or NRE-lacZ), which uses three copies of Grh binding sites and two copies of Su(H) binding sites from *E(spl)m8* as its enhancer (Furriols and Bray, 2001), normally marks committed progenitor cells for enterocyte (EC), and transcription factors Pdm1 and Pros marks EC and EE cells, respectively. By immunostaining with these cell fate markers, we found that the percentage of NRE-lacZ^+^ cells was greatly increased in *gro*^*E48*^ mutant clones (Figures 1J, 1K, and 1O). Pdm1^+^ cells were still present within the mutant clones, although their percentage was decreased and they typically formed a single layer lining the apical surface of the mutant clones (Figures 1L, 1O, and S3). Strikingly, Pros^+^ cells were virtually absent in the mutant clones (Figures 1M and 1O). Therefore, loss of *gro* causes accumulation of ISC-like cells and failure of EE generation, but EC differentiation still occurs. These data demonstrate that *gro* is required for efficient ISC differentiation and EE generation.

Previous studies have demonstrated that Notch and Ttk69 act in parallel to suppress AS-C genes *scute* (*sc*) and *asense* (*as*), and the activation of *sc* is sufficient to induce Pros expression and consequently EE differentiation. As a result, depletion of Notch or disruption of the Ttk69-Phyl-AS-C regulatory cassette in ISCs is sufficient to induce excessive EE generation, leading to EE tumors (Chen et al., 2018, Micchelli and Perrimon, 2006, Ohlstein and Spradling, 2006, Wang et al., 2015, Yin and Xi, 2018). Our epistasis analysis indicates that *gro* functions upstream of the Ttk69-Phyl-AS-C cassette in regulating EE differentiation, because depleting *ttk* or overexpressing *sc* causes continuous EE generation, even when *gro* is depleted (Figures S4D–S4G). The genetic relationship between *gro* and *Notch* seems to be complicated. Co-depleting *gro* with two key component of Notch signaling, *Notch* or *neuralized* (*neur*), exhibits distinct outcomes on EE differentiation. Co-depleting *gro* with *Notch* caused formation of ISC-like tumors but not EE tumors in the gut (Figure S4B). However, co-depleting *gro* with *neur,* which encodes an E3 liganse that promotes Notch signaling by endocytosis-dependent activation of the ligands (Lai et al., 2001, Pavlopoulos et al., 2001), caused both ISC-like and EE tumors in the gut (Figure S4C), similar to those caused by *E(spl)-C* and *neur* double mutations reported previously (Bardin et al., 2010). What causes this phenotypic difference is unclear, but it is possible that this may be due to Notch-independent functions of Neur (Chanet and Schweisguth, 2012). In addition, there might be a non-autonomous role of neur in activating Dl, or there might be a subtle role for Serrate, the other Notch ligand, in the process.

### Lateral Inhibition between the ISC Daughters Is Disrupted in the Absence of *gro*

The increased NRE-lacZ^+^ cells in *gro* mutant clones led us to examine whether the lateral inhibition process mediated by Dl-Notch signaling between the two newly formed ISC daughters is compromised. In normal midgut, each ISC and its immediate daughter EB are frequently in juxtaposed with each other, forming a pair (Ohlstein and Spradling, 2007). In each pair, Dl is specifically expressed in the ISC, NRE-lacZ is turned on specifically in the EB, and Dl and NRE-lacZ are never co-expressed in the same cell (Figure 2A, yellow and green arrows). Interestingly, conditional depletion of *gro* using the *esg-gal4* driver caused many of these pairs to have altered expression of Dl and NRE-lacZ. Frequently, Dl expression could be found in both cells in the pair, while one of the pair expressed NRE-lacZ. This results in the co-expression of Dl and NRE-lacZ in one cell of the pair, presumably the EB cell (Figure 2B). Similarly, in *gro*^*E48*^ mutant clones, many cells co-expressed Dl and NRE-lacZ. Dl^+^ NRE-lacZ^-^ cells, the presumptively ISCs, were also found to be intermingled in between Dl^+^ NRE-lacZ^+^ cells, the presumptively EBs (Figure 2C). The appearance of Dl^+^ NRE-lacZ^+^ cells is likely due to disrupted lateral inhibition, but it is possible that enhanced cell-cycle kinetics following *gro* depletion might also contribute to it. To minimize this effect, we simultaneously knocked down *gro* and *string* (*stg*), an essential trigger for mitosis. This caused loss of mitotic activity in the gut epithelium, but many Dl^+^ NRE-lacZ^+^ cells still appeared (Figure S5). Collectively, these observations suggest that loss of *gro* seems to cause retained Dl expression in the daughter EB cells, while *Hairless*-mediated transcriptional repression remained effective in ISCs.

**Figure 2:**
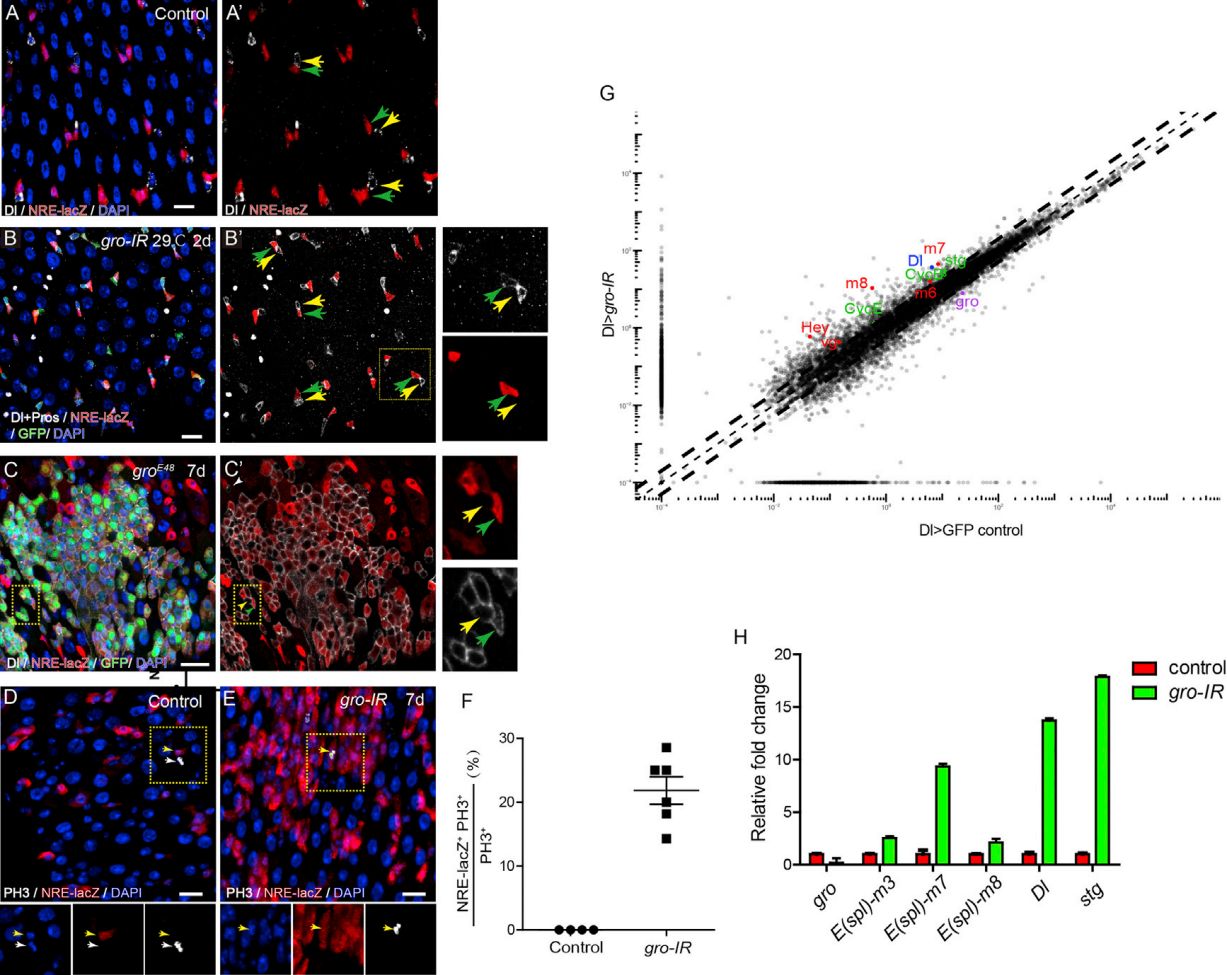
*Gro* Depletion Disrupts Delta/Notch-Mediated Lateral Inhibition between the Two ISC Daughters (A) In normal guts, Dl and NRE-lacZ never co-localize in the same cell (yellow and green arrows). (B) Knocking down *gro* in progenitor cells using esg-Gal4 leads to co-localization of Dl and NRE-lacZ signals (green arrows). (C) Dl^+^ NRE-lacZ^−^ cells (yellow arrow) and Dl^+^ NRE-lacZ^+^ cells (green arrow) are found in *gro*^*E48*^ mutant clones. (D) PH3 signal (white arrows) is detected only in NRE-lacZ^−^ cells in normal guts. (E) Co-localization of PH3 and NRE-lacZ after *gro* depletion (yellow arrows) in progenitor cells. (F) Quantification of the percentage of PH3^+^ NRE-lacZ^+^ cells in total PH3^+^ cells of control and *gro*-depleted guts. (G) Transcriptional changes of FACS-sorted Dl-GFP cells in control and *gro-RNAi* guts. After *gro* depletion, many known Notch target genes are upregulated (red spots); Dl (blue spot) and several cell-cycle genes (green spots) are also upregulated. (H) qRT-PCR validation of transcriptional changes caused by *gro* depletion (results from three independent biological replicates).

To further investigate the transcriptional changes in *gro*-depleted cells, we sorted Dl > GFP^+^ cells in *gro-RNAi* and control guts, and performed RNA sequencing (RNA-seq) analysis. 

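RNA from sorted Dl > GFP+ cells was sequenced in 3 control and 3 *gro-RNAi* libraries. Dl-Gal4 drives expression in ISCs, and a temperature-sensitive Gal80 holds it back until the flies are moved to 29°C. The paper's methods state that crosses were kept at 18°C and that adults of 3 to 5 days were moved to 29°C for 4 days. The sample labels give an age of 5 to 7 days. About 200 midguts were used per replicate and about 30000 living GFP+ cells were sorted per sample. Their RNA was amplified before sequencing on an Illumina GA II. The text does not name which *gro* RNAi line was used for these libraries.

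The authors deposited FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for 17481 genes, with 1 column per library. The paper's text does not name the aligner, the annotation or the test for RNA-seq, and its statistics section gives an unpaired test for the paper as a whole. FPKM values carry no read totals. Not every low value stands for whole reads, since asRNA:CR43767 was listed at 1.16e-59 FPKM in control library 1. The depths were estimated by taking low values to move in steps of 1 read. From these steps and the annotated transcript lengths, the control libraries held about 10900000, 12400000 and 11600000 reads. The *gro-RNAi* libraries held about 13800000, 7520000 and 9920000. Between 11629 and 11811 genes were above 0 in a control library, and between 11342 and 12139 in a *gro-RNAi* library.

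The depletion itself was examined through *gro* (FBgn0001139), which lies on the plus strand of chromosome 3R from 26041736 to 26049911 on release 6 of the genome and overlaps *Exo84* on the other strand. Its FPKM were 19.9, 27.8 and 15.3 in control libraries 1, 2 and 3, and 3.69, 13.8 and 9.53 in the *gro-RNAi* libraries. Every *gro-RNAi* library was lower than every control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). On the log2 scale it changed by -1.36 (standard error 0.44), and the gene did not pass the threshold over all genes (limma adjusted p = 0.094). No alternative setting brought it past the threshold, with adjusted p between 0.0761 and 0.352.

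Genes were tested with limma's moderated test on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment over the 11493 genes whose mean was at least 0.1 FPKM. At an adjusted p under 0.05, 720 genes were higher and 141 were lower in *gro-RNAi* than in control. The median log2 fold change over all tested genes was 0.27, so single genes are also given relative to this median. Without moderation and with only the 6 libraries compared, 53 genes were higher and 7 were lower, the largest move in the number of higher genes among the alternatives. With the libraries centred on the same median, 224 genes were higher and 322 lower, so that 41.0% of the called genes were higher in place of 83.6%.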

The results revealed that many known Notch target genes, including *hey*, *vg*, and an array of *E(spl)-C* genes, are significantly upregulated in *gro-RNAi* guts (Figure 2G, red spots), indicating ectopic activation of Notch signaling in *gro*-depleted Dl^+^ cells. 

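*Hey* (FBgn0027788), on the minus strand of chromosome 2R from 7995438 to 7998278, was close to the detection floor in control. Its FPKM were 0, 0.0506 and 0.0552 in the control libraries, which corresponds to 0, 1 and 1 reads. In *gro-RNAi* they were 1.45, 0.416 and 0.254, which corresponds to 32, 5 and 4 reads. Against a floor of 3 reads per control library, *Hey* was at least 4.35-fold higher. Most of the reads behind this bound are in *gro-RNAi* replicate 1, and floors of this kind cover counting error only. It passed the threshold (limma adjusted p = 0.048). Of 9 alternative settings, 1 kept this call, with adjusted p between 0.0436 and 0.213, and so did 1 of the 6 fits that left out 1 library.

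*vg* (FBgn0003975), on the plus strand of chromosome 2R from 12884201 to 12899385, had 0.123 ± 0.0669 FPKM in control and 0.493 ± 0.198 in *gro-RNAi* (SD, n = 3 libraries each). These values rest on 7, 6 and 2 reads in control and on 20, 19 and 12 in *gro-RNAi*. It rose by 1.41 on the log2 scale (standard error 0.41), or 1.14 relative to the median of all genes, and did not pass the threshold (limma adjusted p = 0.0705). It passed under 1 of 9 alternative settings, with one prior variance for all genes (adjusted p = 0.0485, range over the settings 0.0485 to 0.197).

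The *E(spl)-C* on chromosome 3R holds a cluster of Notch target genes, of which 11 were tested as a set. *m8* (listed as E(spl)m8-HLH, FBgn0000591, from 26040240 to 26041008) rose from 0.567 ± 0.109 FPKM to 11.8 ± 7.12 (SD, n = 3 libraries each). Its log2 fold change was 4.01 (standard error 0.40, limma adjusted p = 0.00191), and the call was lost without moderation (adjusted p = 0.0795, lowest over the settings 0.0011). *m7* (listed as E(spl)m7-HLH, FBgn0002633, from 26037038 to 26038019) rose from 7.39 ± 0.75 FPKM to 49.3 ± 12.0 (SD, n = 3 libraries each). Its log2 fold change was 2.70 (standard error 0.23, limma adjusted p = 0.00102). These 2 genes passed the threshold. The other genes of the set did not. Among them, the log2 fold changes of *m2*, *m6* and *m4* were 1.45, 1.54 and 2.51 (limma adjusted p = 0.0961, 0.133 and 0.191), and *m4* rested on 4, 0 and 1 reads in control. Those of *mα* and *m3* were 0.78 and 0.73 (limma adjusted p = 0.0991 and 0.0651).

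*mγ*, *mδ*, *mβ* and *m5* moved by 0.64, 0.33, 0.31 and 0.088 on the log2 scale, with limma adjusted p between 0.461 and 0.915. With the libraries centred on the same median, *mβ* changed direction to -0.065 and *m5* to -0.24. As a set, the 11 genes had a mean log2 fold change of 1.37 and all 11 were above 0 (limma fry, a two-sided rotation test, adjusted p = 3.58e-04 over the 24 set tests and 7.45e-05 before adjustment). After centring the mean was 1.04 with 9 of the 11 genes above 0. A list of 23 matched genes, fixed before the data were examined, holds the genes the paper names for its RNA-seq and also *sc*, *ase* and *pros*. Of these, 16 had an adjusted p under 0.05 when adjusted over this list alone, 15 of them higher, and 7 when adjusted over all tested genes. The paper named genes of this list from these same libraries, so the adjustment over the list alone is no independent support. From the increase of these Notch targets, the paper concludes that Notch signaling was ectopically activated in *gro*-depleted Dl+ cells.

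**Figure D1:**
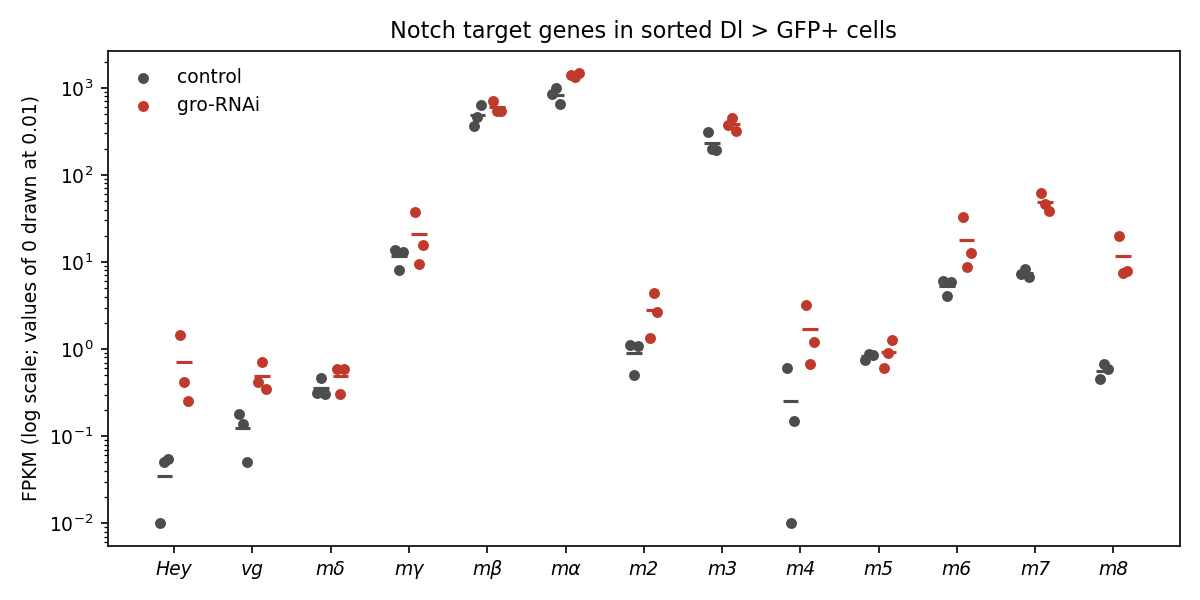
FPKM on a log axis of *Hey*, *vg* and the 11 *E(spl)-C* genes in each control and *gro-RNAi* library. Dots are libraries and short lines are means of 3 libraries, with values of 0 drawn at 0.01. All 3 *gro-RNAi* dots of *m7* and *m8* sit above the control dots, while the groups overlap for *mβ* and *m5*, whose direction changed after centring.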

Interestingly, the expression level of Dl was also increased by approximately 6-fold (Figure 2G, blue spot), and several cell-cycle-related genes, such as *stg* and *cycE*, were also upregulated (Figure 2G, green spots). 

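*Dl* (FBgn0000463, listed as Delta in the annotation), on the minus strand of chromosome 3R from 19302731 to 19326217, had 6.56, 7.09 and 3.93 FPKM in the control libraries and 69.7, 30.8 and 25.6 in the *gro-RNAi* libraries. The ratio of the means, 42.0 ± 24.1 against 5.86 ± 1.69 FPKM (SD, n = 3 libraries each), was 7.17. Without *gro-RNAi* replicate 1 this ratio was 4.81, the setting that moved it most, and with any other library left out it was at most 8.58. With the libraries centred on the same median it was 5.28. The log2 fold change was 2.72 (standard error 0.38, limma adjusted p = 0.00484). With only the 6 libraries compared the adjusted p was 0.0549, and without moderation it was 0.126, in a range over the 10 alternatives from 0.00342. The lowest *gro-RNAi* library was above the highest control library, so the groups did not overlap.

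*stg* (FBgn0003525), on chromosome 3R from 29251826 to 29255800, had 9.97 ± 3.07 FPKM in control and 34.5 ± 20.4 in *gro-RNAi* (SD, n = 3 libraries each). Its log2 fold change was 1.67 (standard error 0.37, limma adjusted p = 0.0292), and 7 of 10 alternatives kept the call (adjusted p between 0.0227 and 0.229), as did 3 of the 6 fits that left out 1 library (adjusted p up to 0.1). *CycB* (FBgn0000405), on chromosome 2R from 22803521 to 22806948, rose by 1.36 (standard error 0.28, limma adjusted p = 0.0234) and was called in 8 of 10 alternatives and in 3 of the 6 fits that left out 1 library (adjusted p up to 0.0722). *CycE* (FBgn0010382), on chromosome 2L from 15727581 to 15748150, overlaps asRNA:CR44866 and lncRNA:CR44974 on the other strand. It had 0.657 ± 0.241 FPKM in control and 1.63 ± 0.669 in *gro-RNAi* (SD, n = 3 libraries each). Its log2 fold change was 1.18 (standard error 0.41) and did not pass the threshold (limma adjusted p = 0.112), and none of the 10 alternatives brought it past (adjusted p between 0.104 and 0.28). Relative to the median of all genes, *stg*, *CycB* and *CycE* rose by 1.41, 1.09 and 0.92.

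A set of 36 cell-cycle genes, listed before the data were examined, had a mean log2 fold change of 1.26 (limma fry adjusted p = 6.32e-05, and 7.91e-06 before adjustment). Of these genes 35 were above 0 and 23 were called higher. After centring the mean was 0.90, with 32 genes above 0 and 19 called.

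**Figure D2:**
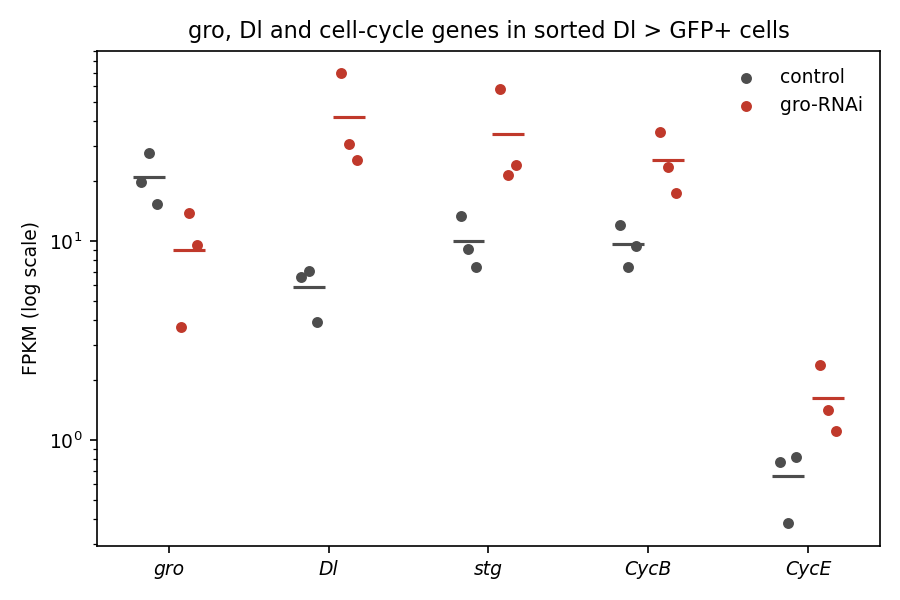
FPKM on a log axis of *gro*, *Dl*, *stg*, *CycB* and *CycE* in each control and *gro-RNAi* library. Dots are libraries and short lines are means of 3 libraries. The 3 *gro-RNAi* dots sit above the control dots for *Dl*, *stg*, *CycB* and *CycE*, and below them for *gro*.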

RT-PCR analysis further validated some of these expression changes (Figure 2H). Interestingly, the NRE-lacZ^+^ cells in *gro-RNAi* gut were able to divide, as revealed by PH3 staining, although normally the NRE-lacZ^+^ cells are post-mitotic cells (Figures 2D–2F). These observations indicate that depletion of *gro* causes retained expression of Dl in the presumptive EBs and allows them to re-enter cell cycle.

To directly test the function of *gro* in EBs, we depleted *gro* specifically in EBs using the NRE-Gal4 driver. Normally in EBs, Notch signaling is activated, which further represses Dl expression and promotes cell differentiation. We found that on depletion of *gro* in EBs, Dl expression was re-appeared (Figures 3A and 3B), and these *gro*-depleted EBs were also able to re-enter cell cycle (Figures 3C and 3D). A cell lineage-tracing experiment using the NRE-GAL4, UAS-flp and flp-out cassette system (Figure 3E) demonstrated that *gro*-depleted EBs were able to give rise to small cell clusters expressing both the lineage marker LacZ and Dl, while normal EBs only gives rise to polyploid ECs (Figures 3F and 3G).

**Figure 3:**
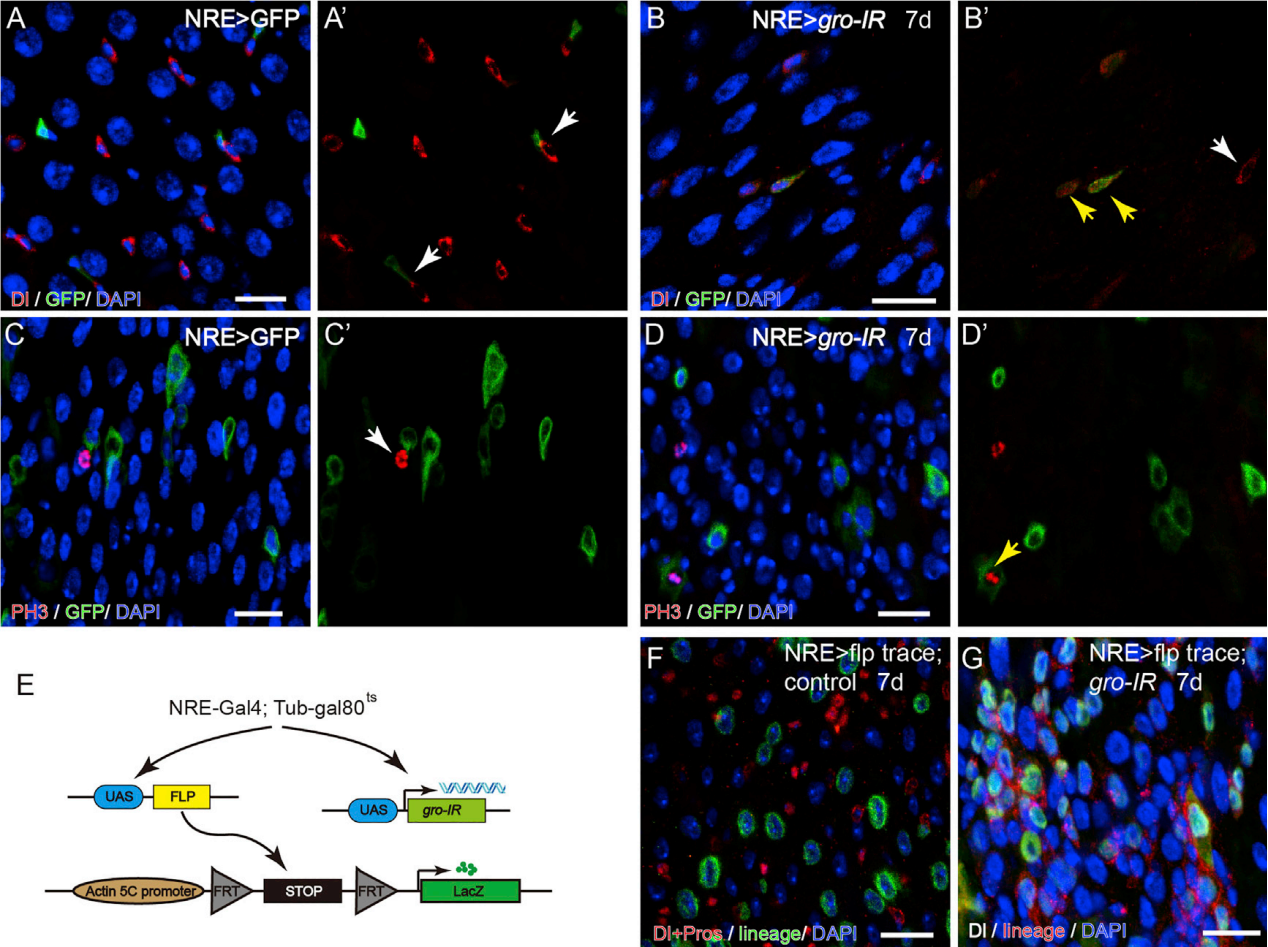
Depletion of *gro* in EBs Causes Cell-Cycle Re-entry and Blocked Differentiation (A and B) Compared with control guts (A), knocking down *gro* in EBs (B) using NRE-Gal4^ts^ leads to Dl expression in EBs (marked by GFP, green). (C and D) No PH3 signals could be detected in GFP^+^ EB cells in normal guts (C), while *gro* depletion in EBs allows EB to re-enter the cell cycle, as indicated by co-localization of NRE-GFP and PH3 signals (D). (E) A schematic of cell lineage-tracing strategy. (F) In wild-type guts, NRE-Gal4^+^ cells mostly give rise to polyploid EC cells. (G) Following *gro* depletion, NRE-Gal4^+^ cells give rise to clusters of diploid cell progeny and many of them express Dl.

Collectively, these data demonstrate that *gro* is necessary to establish Dl-Notch-mediated lateral inhibition between the two immediate ISC daughters (the presumptive ISC and the presumptive EB) by preventing Dl expression and mitotic re-entry in the presumptive EB. Interestingly, as NRE-lacZ is not activated in ISCs following *gro* depletion, *gro* is not required for Su(H)/Hairless-mediated transcriptional repression in ISCs, indicating that other co-repressor(s) could participate in the process.

### CtBP Is Essential to Repress Notch Signaling Activation in ISCs

Another candidate co-repressor potentially involved in this process is CtBP, as both CtBP and Gro interact with Hairless and are found to collectively participate in Hairless-mediated transcriptional repression in many biological processes. We transiently depleted *CtBP* in progenitor cells by RNAi, and examined the effect on NRE-lacZ expression in ISCs and EBs. Strikingly, transient depletion of *CtBP* rapidly abolished Dl expression in progenitor cells and rendered the majority of these cells to express NRE-lacZ (Figure 4A). This is very different from the effect by *gro-IR*, but is similar to the effect by Nicd overexpression (Figure 4B). Therefore, Notch signaling is ectopically activated in ISCs following *CtBP* depletion. To further confirm that depletion of *CtBP* is sufficient to induce transcriptional activation of Notch signaling without Notch receptor activation, we co-depleted *Notch* and *CtBP* in ISCs and EBs and examined the effect on NRE-lacZ expression. As a control, either depletion of *Notch* or co-depletion of *Notch* and *gro* failed to activate NRE-lacZ expression in the ISC-like tumor cells (Figures 4C and 4D). However, co-depletion of *Notch* and *CtBP* prevented ISC proliferation and caused virtually all ISCs to ectopically expression NRE-lacZ (Figure 4E).

**Figure 4:**
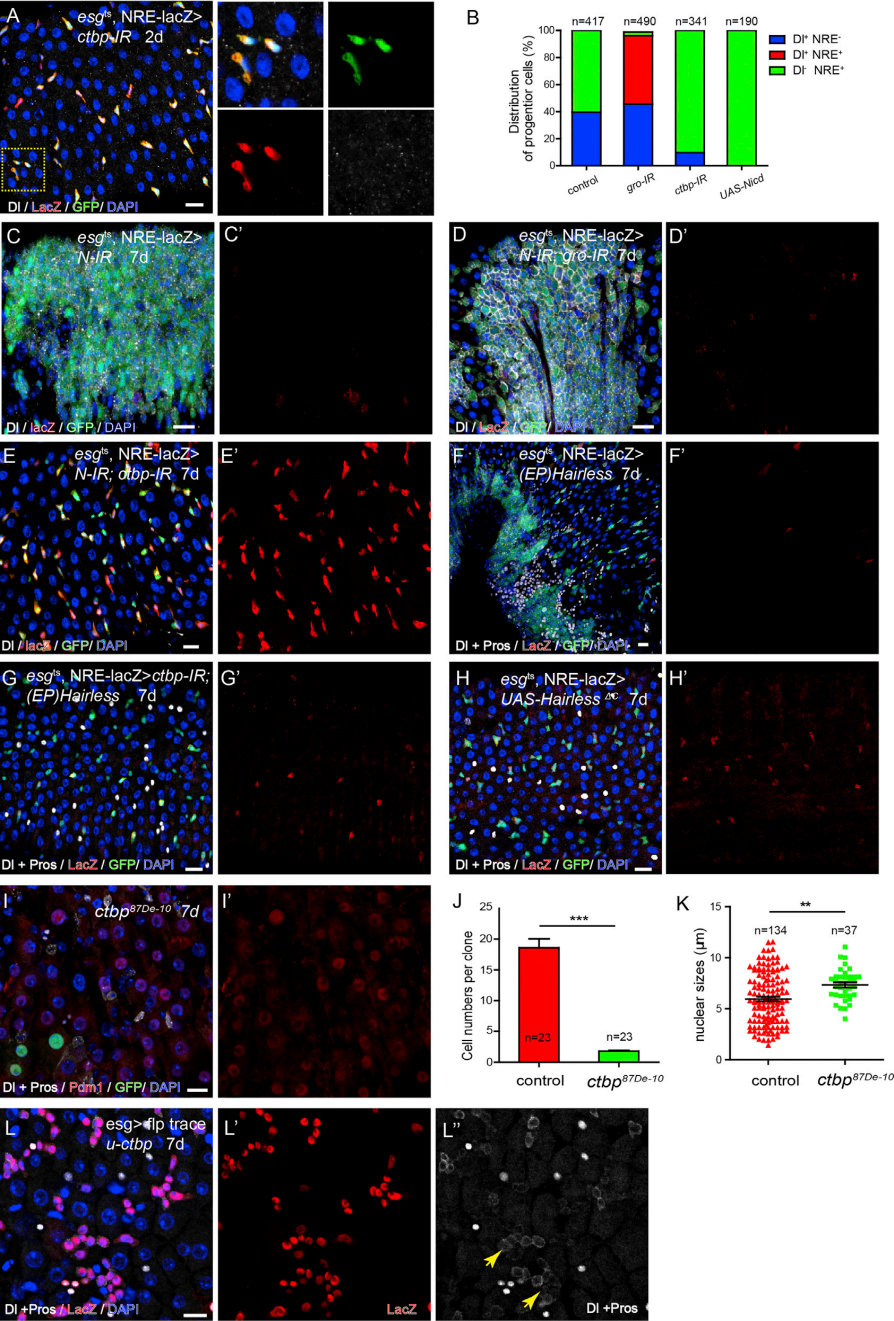
CtBP Is Essential to Repress Notch Signaling Activation in ISCs (A and A′) Knocking down *CtBP* in progenitor cells (genotyped as esg-Gal4, u-GFP; NRE-lacZ, Tub-Gal80^ts^, or esg^ts^; NRE-lacZ for simplicity) leads to Notch activation in the paired progenitor cells (yellow arrow). (B) Quantification of the percentage of Dl^+^ NRE^−^, Dl^+^ NRE^+^, and Dl^−^ NRE^+^ cells among progenitors after treatment for 7 days. (C and D) Knocking down *Notch* disrupts activation of NRE-lacZ reporter (C), and *Gro* depletion fails to turn on NRE-lacZ expression in *Notch-IR* guts (D). (E) *Notch* depletion-induced tumor is suppressed in the absence of *CtBP*, and NRE-lacZ is generally activated in the mutant progenitor cells. (F and G) Overexpressing *Hairless* blocks Notch activation and induces tumorigenesis (F), and co-depleting *CtBP* efficiently suppresses tumorigenesis and allows activation of NRE-lacZ in progenitor cells (G). (H) Overexpressing a truncated form of Hairless (H^ΔC^) fails to suppress NRE-lacZ expression and induce tumorigenesis. (I) ISC is absent in C*tBP* mutant clones and most of the mutant clones consist of only one or two Pdm1^+^ polyploid cells. (J–L) Quantifications of cell number (J) and nuclear size (K) in control and *CtBP* mutant clones. Error bars indicate mean ± SEM, ^∗∗∗^p < 0.001 (Student's t test). Scale bars, 20 μm. (L) Lineage tracing of esg^+^ cells with *CtBP* overexpression. Dl^+^ cell clusters were observed in the lineage (yellow arrow).

It is known that Hairless interacts with CtBP through its C-terminal domain. Consistent with our hypothesis that Hairless utilizes CtBP as cofactor to exert the default repression, we found that depletion of *CtBP* in esg^+^ cells completely suppressed Hairless overexpression-induced ISC-like and EE-like tumors, and allowed NRE-lacZ expression in all of these esg^+^ cells (Figures 4F and 4G). In addition, in contrast to the full-length Hairless, overexpression of a C-terminal truncated form of Hairless (H^ΔC^) failed to induce any ISC- or EE-like cell accumulation in the epithelium, and failed to suppress NRE-lacZ expression (Figure 4H). Collectively, these data demonstrate that Hairless only uses CtBP as a cofactor to exert the default repression in ISCs.

To further understand the fate of *CtBP* mutant ISCs, we induced *CtBP* ^*87De−10*^ (a loss-of-function allele) homozygous mutant clones using the MARCM system, and examined the clones after 7 days. The mutant clones typically contained only one or two polyploid cells, positive for Pdm1 (Figures 4I–4K), suggesting that loss of *CtBP* causes ISCs to rapidly differentiate into ECs. Interestingly, continuous overexpression of *CtBP* was also able to hamper ISC differentiation, as revealed by the fact that the cell lineage-tracing marker that *CtBP* overexpressed ISCs gave rise to many Dl^+^ cells that were clustered together (Figure 4L, arrows), although CtBP overexpression did not completely block EC differentiation.

It has been reported that CtBP also serves as a co-repressor for Snail family transcription factors Esg and Snail to regulate gene expression (Nibu et al., 1998, Voog et al., 2014), and both Esg and Snail have been implicated in the regulation of ISC maintenance and/or proliferation (Dutta et al., 2015, Korzelius et al., 2014, Loza-Coll et al., 2014). However, loss of *esg* causes ISCs to differentiate into both ECs and EEs, with an increased preference for EEs (Figure S6C) (Li et al., 2017, Loza-Coll et al., 2014), a phenotype that is different from the loss of *CtBP* (Figures 4I–4K), implying that CtBP mainly interacts with Hairless but not Esg to regulate ISC differentiation. We found that EE generation was disrupted in *CtBP* and *esg* double-depleted clones, similar to *CtBP*-depleted clones (Figure S6D). This further supports an Esg-independent function of CtBP in regulating ISC differentiation. We also re-examined the function of *sna* by clonal analysis. We did not observe any obvious phenotype in *sna*^*18*^ (a loss-of-function allele) mutant ISC clones. The clone size was comparable with the wild-type controls, and the cell-type composition in the mutant clones also appeared normal (Figures S6A and S6B). Therefore, unlike Esg, Snail is not a critical factor for ISC proliferation and differentiation.

### *Gro* Is Necessary for E(spl)-C-Mediated Repression of Dl Expression and Cell Division

In the midgut, the *E(spl)-C* genes are major targets of Notch signaling that promote ISC differentiation. As Gro can serve as a co-repressor of E(spl)-C proteins to carry out transcriptional repression, it is reasonable to speculate that the disrupted differentiation phenotype following *gro* depletion could be due to compromised activity of E(spl)-C proteins. To test this possibility, we first asked whether *gro* is required for Notch activation-induced ISC differentiation. Ectopic activation of Notch pathway by overexpressing intracellular domain of Notch (Nicd) in ISCs was able to rapidly repress Dl expression, and eventually induce their loss by differentiation into ECs (Figures 5A–5B′), as previously observed (Micchelli and Perrimon, 2006, Wang et al., 2015). However, simultaneous depletion of *gro* during *Nicd* overexpression was able to effectively prevent ISC differentiation, and, on the contrary, extra Dl^+^ ISC-like cells were produced (Figure 5C). This is similar to the phenotype caused by *gro* depletion alone, thus suggesting that *gro* genetically acts downstream of *Nicd*. Next, we asked whether *gro* is required for ISC differentiation induced by *E(spl)-C* genes. Clonal overexpression of *E(spl)m7* was sufficient to induce ISC loss and EC differentiation (Figure 5D). In contrast, overexpression of *E(spl)m7* in *gro* mutant clones failed to deplete ISCs, as the mutant clones were still able to grow into a large number of cells (Figures 5E and 5F). It is worth mention that the phenotypes associated with *gro* mutant clones, including excessive Dl^+^ cells and absence of EEs, are reminiscent to *P[gro+] Df*(3R) *gro32.2* mutant clones, in which the entire *E(spl)-C* genes are removed (Bardin et al., 2010). Collectively, these data are consistent with the idea that Gro functions in EBs as a co-repressor for E(spl)-C proteins to repress Dl expression and facilitate cell differentiation.

**Figure 5:**
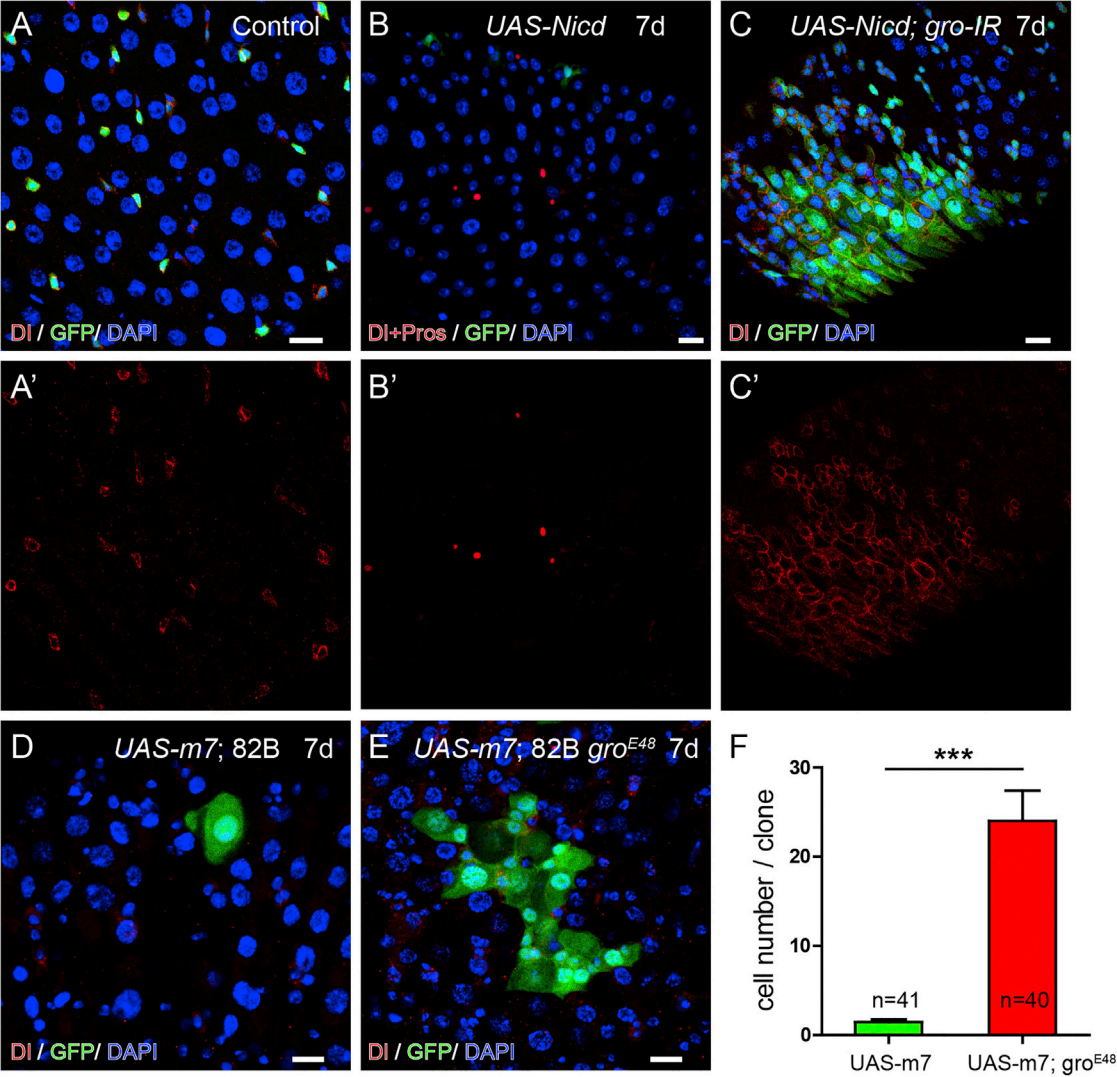
*Gro* Is Necessary for E(spl)-C-Mediated Repression of Dl Expression and Cell Division (A–B′) Overexpressing Nicd using Dl-Gal4 effectively depletes Dl^+^ ISCs (B and B′), compared with the control guts (A and A′). (C and C′) Knocking down *gro* prevents Nicd-induced ISC depletion. To the contrary, it leads to accumulation of Dl^+^ cells. (D) Clonal overexpression of *m7* alone causes ISC loss and differentiation into ECs. (E) Overexpression of *m7* in *gro*^*E48*^ mutant clones fails to deplete ISCs, as the clones are able to grow into large patches. (F) Quantification of MARCM clone sizes in *UAS-m7* and *UAS-m7; gro*^*E48*^ guts, n = 40–50 clones. Error bars indicate mean ± SEM, ^∗∗∗^p < 0.001 (Student's t test). Scale bars, 20 μm.

### *Gro* Mediates a Baseline Notch Activity in ISCs to Inhibit Cell Proliferation

In addition to disrupted lateral inhibition, depleting *gro* in ISCs also leads to increased mitosis in the midgut. This could be an indirect effect caused by accumulation of ISC-like cells that are proliferative. Alternatively, *gro* could have a negative role in regulating ISC proliferation. To study whether *gro* has a separate role in cell proliferation, in addition to the role in lateral inhibition, we clonally overexpressed *gro* using the MARCM system and found that individual *gro*-overexpressing clones were typically smaller (containing fewer cells) than the wild-type clones (Figures 6A–6C). Intestinal damage caused by DSS feeding effectively induces ISC proliferation and epithelial regeneration, as previously reported (Amcheslavsky et al., 2009). *Gro* overexpression was also able to significantly inhibit this damage-induced ISC proliferation (Figures 6D–6F). These observations suggest that *gro* is necessary and sufficient to inhibit ISC proliferation under both normal and stress conditions.

**Figure 6:**
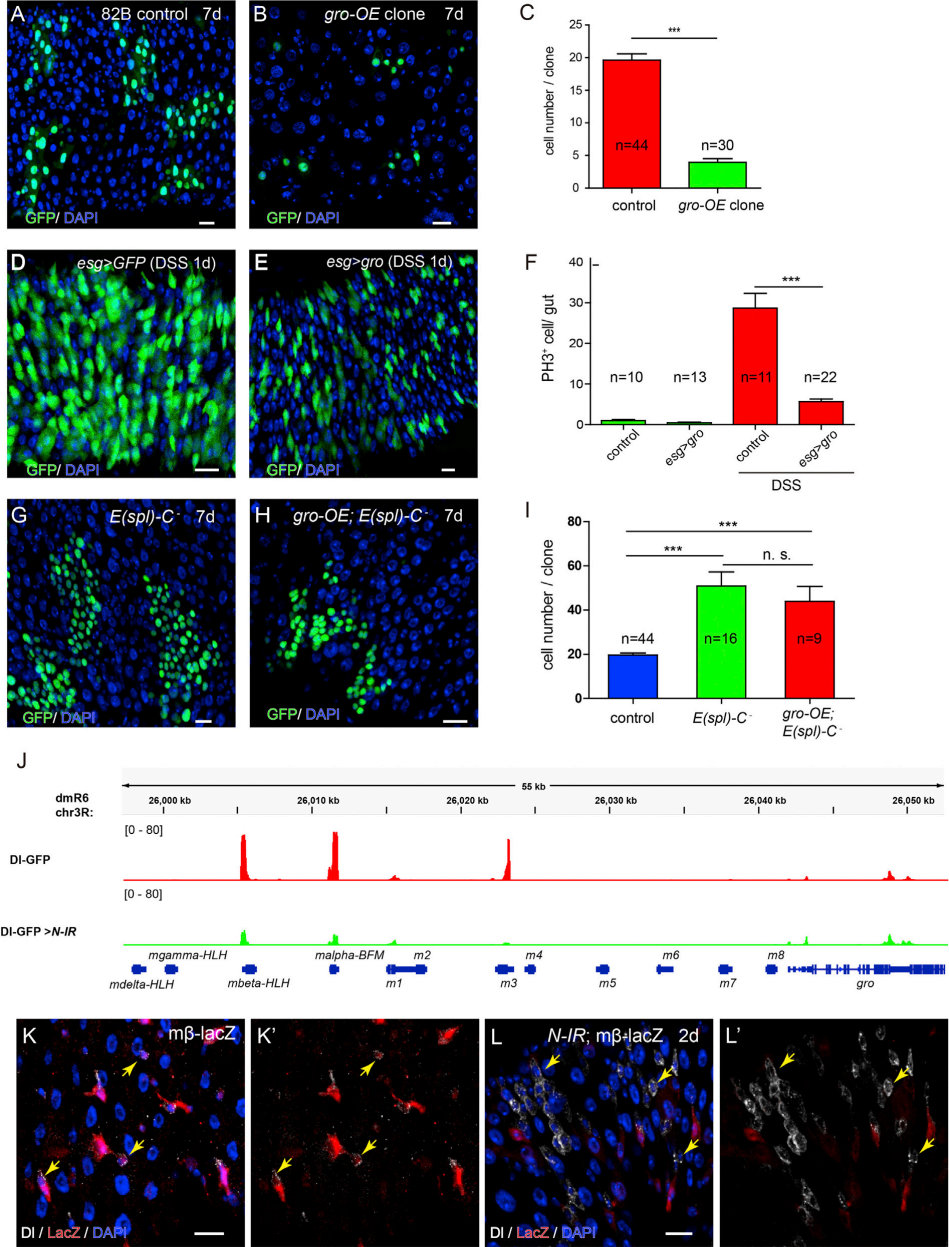
*Gro* Mediates a Baseline Notch Activity in ISCs to Inhibit Cell Proliferation (A and B) Compared with wild-type clones (A), *gro* overexpression clones grow much smaller in size (B). (C) Quantification of cell numbers in wild-type and *gro*-overexpressed clones. (D and E) DSS injury induces repaid proliferation in the intestine (D), while *Gro* overexpression inhibits DSS-induced ISC proliferation (E). (F) Quantification of PH3^+^ cells in control and *gro*-overexpressed guts after DSS treatment. (G and H) *Gro* overexpression (H) fails to repress the growth of tumorous clones caused by the removal of *E(spl)-C* genes (G). (I) Quantification of cell numbers in *E*(*spl*) mutant clones with or without *gro* overexpression. (J) Comparative analysis of *E*(*spl*)*-C* gene expression in control (red) and *Notch-IR* (green) guts. (K–L) Expression of mβ-lacZ could be detected in normal Dl^+^ ISCs (yellow arrows) (K), but not in *Notch*-depleted Dl^+^ ISCs (yellow arrows) (L). Error bars indicate mean ± SEM. n.s., not significant, ^∗∗∗^p < 0.001 (Student’s t test). Scale bars, 20 μm.

To test whether Gro also cooperates with E(spl)-C proteins to regulate ISC proliferation, we generated *P[gro*^*+*^*] Df*(3R) *gro32.2* mutant clones and found that *gro* overexpression failed to inhibit the growth of these *E(spl)-C* mutant clones (Figures 6G–6I). The results suggest that the proliferation-inhibitory effect of Gro requires E(spl)-C proteins, and therefore it is likely that Gro cooperates with E(spl)-C proteins to negatively regulate ISC proliferation.

If Gro indeed functions together with E(spl)-C proteins to limit ISC proliferation, these factors must be expressed in ISCs. To determine whether *E(spl)-C* genes are expressed in ISCs, and whether there is a baseline level of Notch activity in ISCs that may contribute to their expression, we compared the gene expression profile of ISCs with and without *Notch* depletion. 

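The ISC profile without depletion came from the same 3 control libraries, and it was compared with 3 *Notch-RNAi* libraries of sorted Dl > GFP+ cells. The control libraries also held RNA of peptide hormones of EEs, with means of 300 FPKM for *NPF* and 101 for *Tk*. The sorted cells may therefore include cells other than ISCs, and the libraries do not assign RNA to a cell type. The paper's strain list names 1 *UAS-Notch-RNAi* line, from the Bloomington stock center, and its RNA-seq methods describe the conditions for *gro-RNAi* and GFP. In addition, the sample labels give the same age range for both groups. The deposited FPKM were used as above. The *Notch-RNAi* libraries were deeper than the control libraries, with about 17300000, 15900000 and 18500000 reads by the same estimate, and 12894, 13086 and 12574 genes were above 0 in them.

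The depleted gene, *N* (FBgn0004647, chromosome X from 3134870 to 3172221, plus strand), had 40.9, 36.9 and 28.5 FPKM in the control libraries and 13.9, 16.1 and 9.78 in the *Notch-RNAi* libraries. The log2 fold change was -1.42 (standard error 0.22, limma adjusted p = 0.00242), or -1.88 relative to the median of all genes. All 10 alternative settings kept this call, with adjusted p up to 0.0413. The *Notch-RNAi* libraries were all below the control libraries (exact permutation test, two-sided, p = 0.1, again the smallest possible).

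Across all tested genes, 2806 were higher and 493 lower in *Notch-RNAi* than in control, and the median log2 fold change was 0.46. Centring the libraries on the same median moved these counts most among the scaling alternatives, to 1030 higher and 1294 lower. The 1030 genes were all among the 2806, and the 1294 included all of the 493.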

Consistent with our previous observations (Chen et al., 2018), we found that several *E(spl)-C* genes, such as *mα*, *mβ*, and *m3*, were also expressed in ISCs (Figure 6J). In addition, the expression of *mα*, *mβ*, and *m3* were all significantly downregulated following *Notch* depletion (Figure 6J). This level of Notch target gene activation in ISCs is not detectable by NRE-lacZ, the typical Notch activation reporter that only marks EBs. Therefore, we further identified and examined a lacZ transcription reporter for *mβ*. 

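In the control libraries, *mα* (listed as E(spl)malpha-BFM, FBgn0002732) had 829.5 ± 163 FPKM, *mβ* (E(spl)mbeta-HLH, FBgn0002733) had 492 ± 137 and *m3* (E(spl)m3-HLH, FBgn0002609) had 234 ± 65.6 (SD, n = 3 libraries). The lowest library held 660 FPKM for *mα*, 368 for *mβ* and 195 for *m3*. All 3 genes have a single exon in the annotation and lie on chromosome 3R of release 6. *mβ* runs from 26005046 to 26006023 on the minus strand, *mα* from 26010893 to 26011568 on the plus strand, and *m3* from 26021823 to 26023127 on the plus strand. Ordered by mean control FPKM among the 11493 tested genes, *mα* was at place 163, *mβ* at 241 and *m3* at 471.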

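In *Notch-RNAi*, *mα* fell to 174 ± 57.7 FPKM, *mβ* to 126 ± 23.1 and *m3* to 24.9 ± 1.14 (SD, n = 3 libraries). The log2 fold changes were -2.29 for *mα* (standard error 0.25, limma adjusted p = 6.79e-04), -1.94 for *mβ* (standard error 0.23, limma adjusted p = 9.59e-04) and -3.19 for *m3* (standard error 0.21, limma adjusted p = 6.91e-05). Relative to the median of all genes they were -2.75, -2.40 and -3.65. For each of these genes every *Notch-RNAi* library was below every control library. The alternative that moved *mα* most was centring the libraries on the same median, with a log2 fold change of -2.80, and all 10 alternatives kept the 3 calls. With 1 library left out at a time, the log2 fold changes stayed between -2.51 and -2.01 for *mα*, -2.13 and -1.74 for *mβ*, and -3.31 and -2.97 for *m3*.

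**Figure D3:**
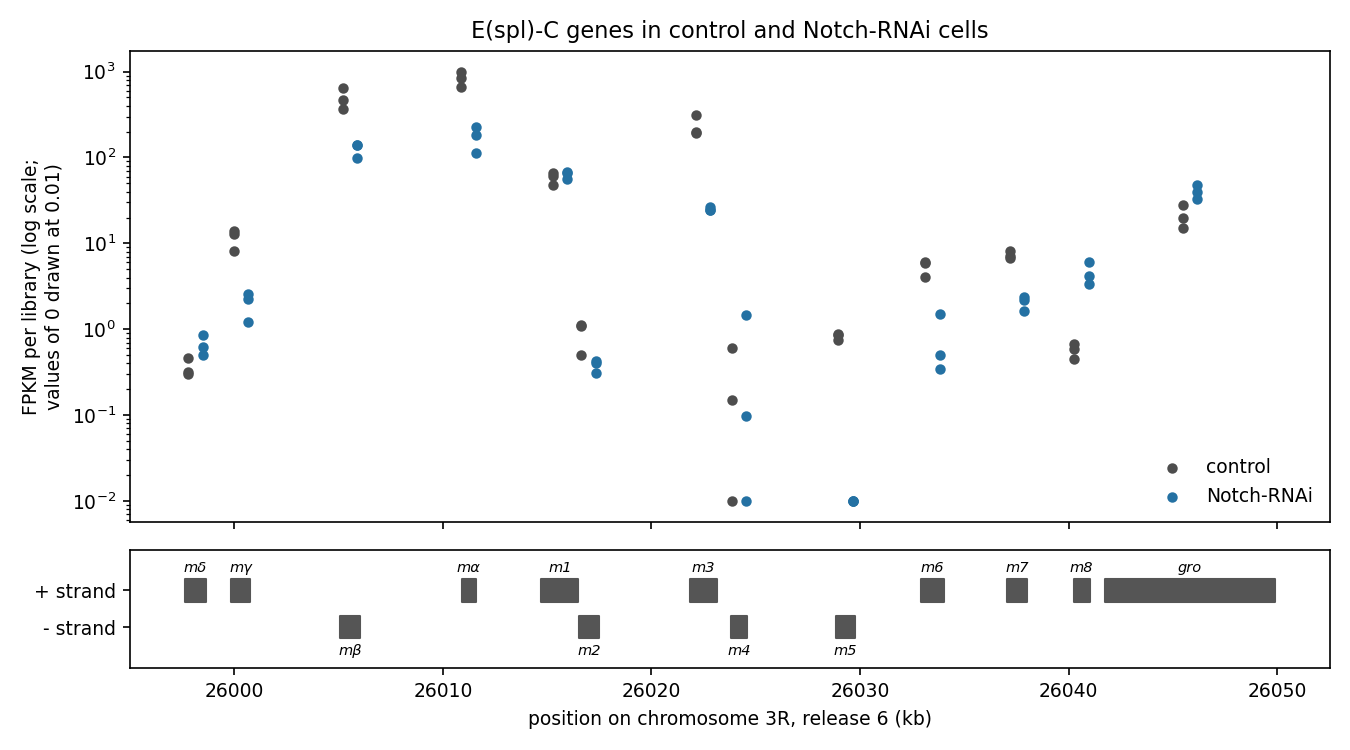
FPKM on a log axis of the genes of the *E(spl)-C* locus and *gro* in each control and *Notch-RNAi* library, at the position of each gene on chromosome 3R of release 6 in kb, above a map of the genes by strand. Dots are libraries, with control drawn to the left and *Notch-RNAi* to the right of the middle of the gene, and values of 0 drawn at 0.01. The *Notch-RNAi* dots of *mα*, *mβ* and *m3* sit below the control dots.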

Normally it was mainly expressed in EBs, and we found that it was also generally expressed in ISCs, albeit in a much lower level. Depletion of *Notch* completely abolished its expression in ISCs (Figures 6K and 6L).

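Among the 12 genes of the *E(spl)-C* locus, *mα*, *mβ* and *m3* held places 1, 2 and 3 by mean FPKM in control, and the same places in each control library. The next gene was *Kaz-m1* (the *m1* of the locus, FBgn0002578) at 58.4 ± 9.71 FPKM (SD, n = 3 libraries), which overlaps lncRNA:CR45040 on the same strand. It was followed by *mγ* at 11.6 FPKM, *m7* at 7.39 and *m6* at 5.30. The lowest control value of *m3*, 195 FPKM, was above the highest of *Kaz-m1*, so the gap was larger than the spread between libraries.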

To understand the functional requirement for *E(spl)-C* genes in ISCs, we knocked down *mα*, *mβ*, and *m3,* three most abundantly expressed *E(spl)-C* genes, in ISCs. As shown in Figure S7, individual knock down of either one of them did not cause any obvious phenotype (Figures S7B–S7D). However, simultaneous knocking down of *mα* and *mβ* or *mα* and *m3* caused moderate accumulation of progenitor cells (Figures S7E and S7F). Therefore, a baseline expression of E(spl)-C factors function redundantly in ISCs to restrict cell proliferation. Together with the observation that overexpressing mβ in ISCs failed to deplete Dl^+^ cells in the absence of Gro (Figure S7G), these data collectively demonstrate that the E(spl)-C factors function cooperatively with a common co-repressor Gro to regulate ISC proliferation and differentiation.

We thus conclude that Gro has two severable functions respectively in ISCs and EBs. In ISCs, Gro cooperates with a low level of E(spl)-C proteins to limit ISC proliferation. In the immediate daughter EBs, abundant E(spl)-C proteins are induced by Notch activation via lateral inhibition, and Gro cooperates with these E(spl)-C proteins to repress Dl expression and prevent cell-cycle re-entry, thereby defining EB fate (Figure 7).

**Figure 7:**
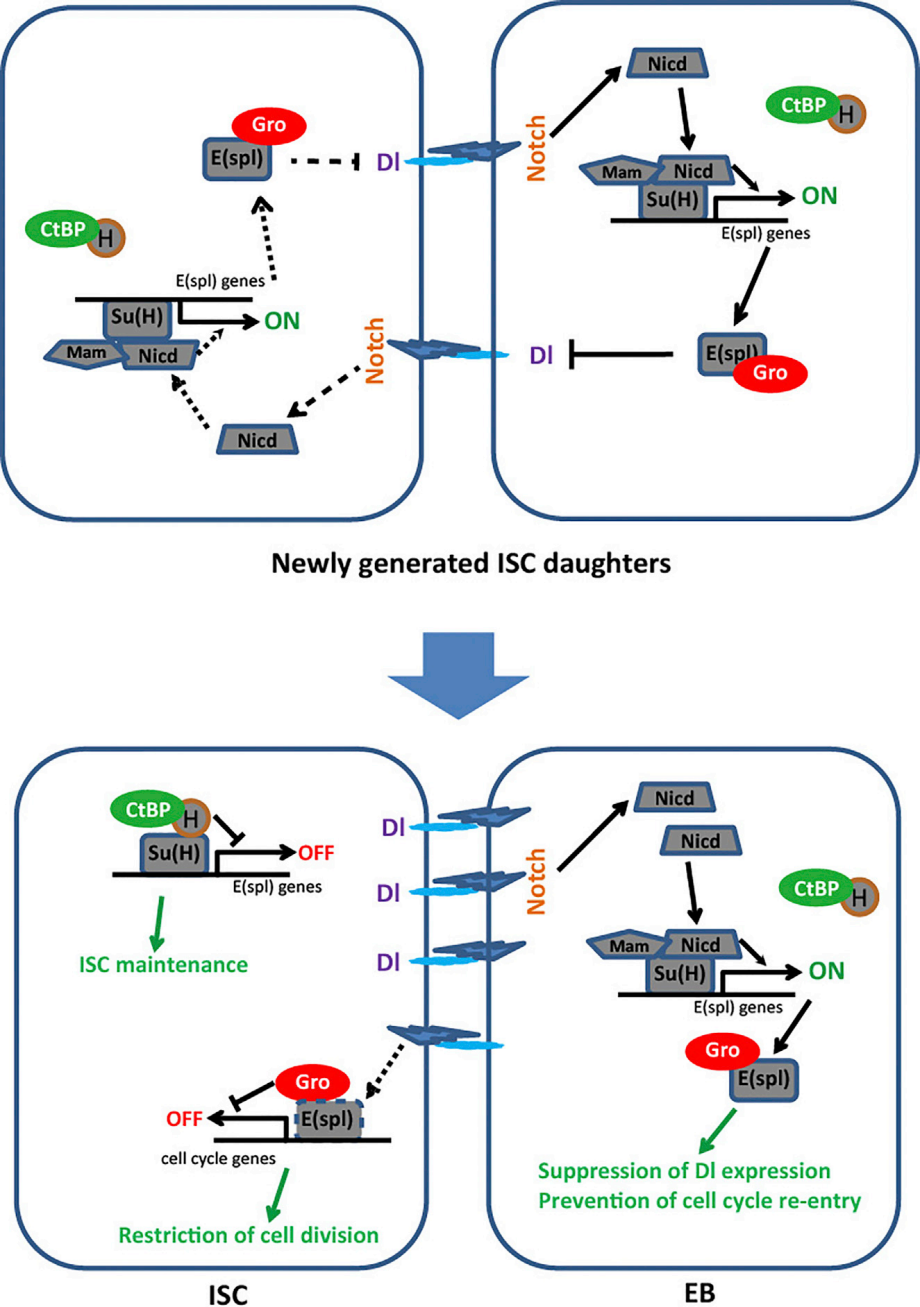
A Model for the Functions of CtBP and Gro in Lateral Inhibition between ISC and EB After each ISC division, the fate of the two newly formed ISC daughters is specified by Notch-mediated lateral inhibition. Through lateral inhibition, a slight difference in Dl-Notch-Su(H)-E(spl)-C signaling cascade between the two identical daughters leads to two distinct cell fates. The daughter that retains Dl expression will remain as a new ISC, whereas the daughter with Notch activated will become an EB. Two co-repressors CtBP and Gro are both expressed generally in ISCs and EBs, but they have distinct functions in the process of lateral inhibition. CtBP specifically participates in Su(H) and Hairless-mediated transcriptional repression of Notch targets in ISCs, thereby maintaining ISC fate. Gro has two separate roles respectively in ISCs and EBs. In EBs, it is in complex with E(spl)-C factors to suppress Dl expression and prevent cell-cycle re-entry. In ISCs, this protein also cooperates with E(spl)-C factors (that are expressed at low levels in ISCs) to restrict ISC proliferation.

## Discussion

In this study, we have demonstrated that CtBP and Gro function separately in Dl-Notch-mediated cell fate decision between ISCs and EBs in the *Drosophila* ISC lineages. CtBP functions specifically in ISCs to participate in Su(H)-mediated transcriptional repression, whereas Gro functions specifically in EBs to participate in E(spl)-C-mediated transcriptional repression (Figure 7). As a result, loss of *CtBP* causes ISC differentiation and loss, whereas loss of *gro* causes ISC-like tumor development. Since both CtBP and Gro are highly conserved transcriptional co-repressors from flies to mammals, our findings may have important implications about the roles of these regulatory proteins in the lateral inhibition, stem cells, and tumorigenesis in mammals.

This distinctive division of labor for CtBP and Gro in lateral inhibition is interesting, because these two global co-repressors are generally believed to function simultaneously as negative regulators of Notch signaling by mediating Su(H)-mediated transcriptional repression. Biochemically, CtBP and Gro are able to simultaneously interact with Su(H) through separate binding motifs. Genetically, removing one functional copy of *gro* or *CtBP* function enhances the bristle loss phenotype caused by *hairless* mutation (Barolo et al., 2002). However, because Gro also interacts and cooperates with E(spl)-C proteins, and therefore Gro is also considered as a positive regulator of Notch signaling (Paroush et al., 1994). This dual function of Gro could make the genetic phenotypes too complicated to accurately interpret, not to mention their pleotropic functions as they bind to many other transcription factors and mediate transcriptional output of many additional signaling pathways (Apidianakis et al., 2001, Cavallo et al., 1998, Hanson et al., 2012, Hasson et al., 2005). We thus argue that reliable characterization of Gro and CtBP in any lateral inhibition processes requires cell-type-specific examination of gene function, in addition to the genetic interaction experiments.

In the *Drosophila* midgut, it has long been observed that each individual ISC is able to divide either symmetrically (to produce two ISCs or two EBs) or asymmetrically (to produce one ISC and one EB). At the anaphase of mitosis, Dl is found to be symmetrically segregated into two daughters, but in the case of asymmetric division, Dl is specifically downregulated in one of the daughter cells, to produce an asymmetric outcome (Ohlstein and Spradling, 2007). Recent analysis further supports this idea by showing that ISCs commonly divide symmetrically, but whether it is a symmetric or asymmetric outcome depends on cell competition between the two daughters via Dl-Notch-mediated lateral inhibition (de Navascues et al., 2012). As several canonical Notch signaling components are involved in ISC-EB separation (Bardin et al., 2010, Ohlstein and Spradling, 2007), the requirements for CtBP and Gro in the process reported here further support the idea that Dl-Notch-mediated lateral inhibition separates ISC and EB fate. It has been shown that Hairless is specifically required in ISCs to maintain their fate, a function similar to CtBP reported here (Bardin et al., 2010). This is consistent with the idea that Hairless acts an adaptor to link Su(H) and CtBP to establish the repressor complex (Barolo et al., 2002). In addition to ISC and EB fate separation, Gro is also essential for EE generation. Loss of Gro in ISCs causes formation of many ISC-like cell clusters, and these cells are able to differentiate further into ECs, but not EEs. This phenotype is largely reminiscent of the phenotype caused by the loss of *E(spl)-C* genes. On one hand, similar phenotypes support a role for Gro as an indispensable co-repressor for E(spl)-C proteins. On the other hand, the EE-less phenotype dos not seem to support a role for E(spl)-C in favoring EC fate by opposing EE fate. The underlying mechanism remains to be investigated, but one potential explanation is that there are additional Notch targets, in addition to *E(spl)-C* genes, which function to promote EC differentiation, and that these additional Notch targets could be compensatorily upregulated on the loss of *E(spl)-C* genes. This may lead to the priming of ISCs to EC fate instead of EE fate. Consistent with this idea, the *AS-C* gene *sc*, which is essential for EE specification, is upregulated in ISCs when Notch is depleted, but is not when *E(spl)-C* genes are depleted (Chen et al., 2018).

This study also reveals a baseline level of Notch activity in ISCs that contribute to the expression of E(spl)-C factors, which cooperates with Gro to limit ISC proliferation. Previous studies suggest that Notch is mainly activated in EBs to promote cell differentiation, but subsequent RNA-seq analysis revealed that many *E(spl)-C* genes are expressed in both ISCs and EBs (Dutta et al., 2015). Furthermore, Notch is believed to be activated in ISCs at a particular time window when EE is generated, and this Notch activity induced by a Dl ligand from the newly formed EE is important for maintaining ISC multipotency (Guo and Ohlstein, 2015). By comparing RNA-seq data of normal ISCs and *Notch*-depleted ISCs combined with reporter analysis, here we show that, although the expression of *E(spl)-C* genes in ISCs is attributed to Notch activity in ISCs, these Notch-dependent *E(spl)-C* genes seem to be generally expressed at a baseline level in all ISCs. By contrast, we have recently shown that *E(spl)m8*, as well as several other *E(spl)-C* genes, are oscillatorily expressed in a regulatory feedback loop with *AS-C* genes that controls the fate of ISC daughters (Chen et al., 2018). 

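Across the 11 *E(spl)-C* genes tested as a set, the mean log2 fold change in *Notch-RNAi* was -1.37 (limma fry adjusted p = 1.35e-04, and 2.25e-05 before adjustment). Of these genes 8 were below 0 and 3 above, and the 3 were *m8*, *mδ* and *m4*. Past the threshold, 7 were lower and 1 was higher. Besides *mα*, *mβ* and *m3*, the lower ones were *mγ*, *m6* and *m7*, with log2 fold changes of -2.51, -2.82 and -1.80, and *m5*, which was listed at 0 in every *Notch-RNAi* library and held 6, 8 and 7 reads in control. The remaining gene below 0, *m2*, did not pass (log2 fold change -1.01, limma adjusted p = 0.136). Quantile normalization moved *m4* to -0.24, so that 2 genes were above 0, and brought *m2* past the threshold (adjusted p = 0.0461). From the comparison with *Notch*-depleted ISCs and its reporter analysis, the paper attributes the expression of *E(spl)-C* genes in ISCs to Notch activity there, and proposes a general expression at a baseline level.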

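Among the *E(spl)-C* genes, *m8*, *mδ* and *m4* were not lower in *Notch-RNAi*, and neither was *Kaz-m1*. *m8* was higher, with 4.55 ± 1.39 FPKM against 0.567 ± 0.109 in control (SD, n = 3 libraries each). Its log2 fold change was 2.77 (standard error 0.40, limma adjusted p = 0.00207), and 10 of 10 alternative settings kept this call. *mδ*, at 3, 5 and 3 reads in control and 13, 7 and 10 in *Notch-RNAi*, had a log2 fold change of 0.71 that did not pass the threshold (limma adjusted p = 0.186). *m4* rested on 0 to 14 reads per library, and no change was detectable at this depth (log2 fold change 0.27, limma adjusted p = 0.876, with the direction changed to -0.24 by quantile normalization). *Kaz-m1* had a log2 fold change of 0.13 (limma adjusted p = 0.761), with the direction changed to -0.38 by centring and -0.24 by quantile normalization.

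The cell-cycle genes were then examined in *Notch-RNAi*. *stg* had 25.4 ± 1.79 FPKM there (SD, n = 3 libraries), a log2 fold change of 1.38 against control (standard error 0.37, limma adjusted p = 0.0224), and kept its call under 8 of 10 alternatives (adjusted p between 0.0117 and 0.0753) and in 1 of the 6 fits that left out 1 library (adjusted p up to 0.0848). The calls lost among the alternatives were those with centring and quantile normalization. *CycB* had 23.3 ± 2.61 FPKM (SD, n = 3 libraries), a log2 fold change of 1.29 (standard error 0.28, limma adjusted p = 0.0101), and kept its call under all 10 alternatives. *CycE* had a log2 fold change of 0.99 (standard error 0.41) and did not pass the threshold (limma adjusted p = 0.0971), nor did it pass under any of the 10 alternatives (adjusted p between 0.0829 and 0.511) or in any of the 6 fits that left out 1 library. Relative to the median of all genes, *stg* rose by 0.92, *CycB* by 0.83 and *CycE* by 0.53. The 36 cell-cycle genes had a mean log2 fold change of 1.52 (limma fry adjusted p = 3.13e-05, and 2.61e-06 before adjustment), with 34 above 0 and 26 called higher, and a mean of 1.01 after centring.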

We propose that Notch-independent expression of *E(spl)-C* genes in ISCs serves in a feedback loop to control the binary fate decision of ISCs, while Notch-dependent expression of E(spl)-C proteins, which is at a low level, function cooperatively with Gro to suppress the expression of cell-cycle genes, such as *string* and *cyclin B*, thereby limiting ISC activity at a baseline level. This function of Gro and E(spl)-C could provide additional levels of regulation on ISC activity in response to environmental changes. It has been shown that Gro is phosphorylated on epidermal growth factor receptor (EGFR) activation, and the phosphorylation on Gro attenuates Gro-E(spl) complex-mediated transcriptional silencing (Hasson et al., 2005). EGFR/mitogen-activated protein kinase (MAPK) signaling is one of the major pathways that promotes ISC proliferation and epithelial regeneration in the *Drosophila* midgut (Biteau and Jasper, 2011, Buchon et al., 2010, Jiang et al., 2011, Liang et al., 2017, Xu et al., 2011). In addition, increased EGFR pathway activity is also necessary for Notch loss-induced ISC-like tumor growth (Patel et al., 2015). It is thus possible that Gro could also possibly participate in EGFR/MAPK activity-induced ISC proliferation to regulate homeostatic and regenerative epithelial turnover.

## Experimental Procedures

### Fly Strains and Cultivation

Fly stocks were cultivated on standard food and kept at 25°C unless otherwise stated. The following fly strains were used: *UAS-gro-RNAi* no. 1 (VDRC, v110546/KK108953); *UAS-gro-RNAi* no. 2 (Tsinghua Fly Center, no. 1717/HMS01506); UAS*-stg-RNAi* (BDSC, no. 34831); *UAS-CtBP-RNAi* (Tsinghua Fly Center, no. 1919/HMS00677); UAS*-Notch-RNAi* (BDSC, no. 7078); *UAS-ttk-RNAi* (VDRC, v10855); *UAS-m3-RNAi* (BDSC, no. 34831); *UAS-mα-RNAi* (Bloomington *Drosophila* Stock Center [BDSC], no. 34831); *UAS-mβ-RNAi* (BDSC, no. 34831); *gro*^*E48*^ (a gift from Barbara Jennings); *CtBP*^*87De−10*^ (BDSC, no. 1663); *sna*^*18*^ (BDSC, no. 2311); *esg*^*35CE−1*^(BDSC, no. 3900); *NRE-lacZ* (Gbe-Su(H)m8-lacZ, a gift from Sarah Bray)*; P[gro+] Df*(3R) *gro*^*32.2*^ (BDSC, no. 52011); *mβ-LacZ* (a gift from Renjie Jiao); *Dl-Gal4* (an ISC-specific driver)*; NRE-Gal4* (an EB-specific driver, a gift from Steven Hou) (Zeng et al., 2010); *esg-Gal4, UAS-GFP* (a gift from Shigeo Hayashi); *UAS-Nicd* (a gift from Ting Xie); *UAS-Hairless* (BDSC, no. 15672); *UAS-m7* (BDSC, no. 26681); *UAS-mβ* (BDSC, no. 26675); *UAS-sc* (BDSC, no. 26687).

Generation of *UAS-gro-FLAG* transgenic flies: the *gro* cDNA was cloned into the attB-pUAST-3^∗^Flag vector, sequence verified, and subsequently inserted into attP40 or attP2 sites of phiC31 stocks via standard microinjection. Both insertion lines produced a similar effect in this study.

Generation of *UAS-Hairless*^*ΔC*^ transgenic flies: primers were used as described previously (Barolo et al., 2002). The truncated ORF of *Hairless* were amplified and cloned into attB-pUAST vector. Microinjection was then carried out and inserted this element into the attP2 site.

### Mosaic Analysis

Cell-type-specific gene depletion or overexpression was conducted using the Gal4/UAS/Gal80 system (Brand and Perrimon, 1993, McGuire et al., 2004). Crosses were carried out at 18°C, and 3- to 5-day-old progenies with the correct genotypes were transferred to 29°C for 7 days before dissection and staining, unless otherwise noted.

Cell clones were generated using the MARCM system (Lee and Luo, 1999), and the flp-out technique (Struhl and Basler, 1993) was used for cell lineage-tracing experiments, as described previously (Lin et al., 2008, Wang et al., 2015, Xu et al., 2011).

### Immunostaining

Immunostaining of *Drosophila* midgut was performed as described previously (Lin et al., 2008). In brief, 10–15 female midguts were dissected in PBS and fixed in 4% paraformaldehyde for 30 min at room temperature. After dehydration in methanol and rehydrated in PBT containing 0.1% Triton X-100, primary antibodies were added in 5% NGS-PBT solution and incubated overnight at 4°C. Secondary antibodies were incubated at room temperature for 2 h, followed by 5 min DAPI staining. The intestines were mounted using 70% glycerol and the images captured with a Nikon AR1 confocal microscope. Images were adjusted in Adobe Photoshop and assembled in Adobe Illustrator. All scale bars indicate 20 μm unless otherwise noted.

Primary antibodies listed below were used in this study: mouse anti-Dl (Development Studies Hybridoma Bank [DSHB]; 1:300); mouse anti-Pros (DSHB; 1:300); mouse/rabbit anti-phospho-histone H3 (Cell Signaling Technology, no. 9706, 1:1,000); rabbit polyclonal anti-β-galactosidase (Cappel, 0855976; 1:6,000); rabbit anti-Pdm1 (a gift from Xiaohang Yang, Zhejiang University, China; 1:1,000). Secondary antibodies include goat anti-rabbit, anti-mouse IgGs conjugated with Alexa Fluor 488, Alexa Fluor 568, or Cy5 (Molecular Probes, A11034-A11036, A10524; 1:300).

### RNA-Seq

*Dl-Gal4, UAS-GFP; Gal80*^*ts*^ stock was used to specifically express *gro-RNAi* (experimental group) or GFP (control group) in ISCs. Crosses were performed at 18°C, and 3- to 5-day-old F1 progenies with the correct genotypes were transferred to 29°C for 4 days before dissection. For each replicate, approximately 200 midguts were dissected and three replicates were collected for each genotype. Tissue digestion, cell sorting, and RNA isolation were carried out according to previously described protocol (Chen et al., 2016, Dutta et al., 2013). For each sample, about 30,000 PI^−^, GFP^+^ cells were isolated and collected in a 1.5-mL tube containing 400 μL RNA extraction buffer. An Arcturus PicoPure RNA isolation kit (Applied Biosystems) and an Arcturus RiboAmp HS PLUS RNA amplification kit were used for RNA extraction and amplification separately. Libraries were then generated for deep-sequencing on the Illumina GA II instrument.

### qRT-PCR

For each sample, 1 μg of amplified RNA described above was used to synthesize cDNA using 5× All-In-One RT MasterMix (ABM, cat. no. G485). qRT-PCR was then carried out using the SYBR PrimeScript RT-PCR Kit (Takara) on an ABI PRISM 7500 Fast Real-Time PCR System (Applied Biosystems). Expression levels of selected genes were normalized to *gapdh*, and RT-PCR primers used in this study as following:

E(spl)-C genes
  m3_F GCCTGATGATTGCGGTATTT
  m3_R ATGCTGCCGATCAGATTACC
  m5_F TGGTTTCTTCGACTGGCTTG
  m5_R CCAGACTTCTGTTACAACCTCCA
  m7_F GACTGATGGAGGAGCAGGAG
  m7_R GTGGCTTTTGGAACCACACT
  m8_F GCTGTGATATCCGGAGGAG
  m8_R AATTCCACGAAGCACAGTCC
  mb_F ACCAAGATGGAGGACGACAG
  mb_R CAGCCAGCAGAAAAGGAAGT
  mr_F CACTCCACCACCCTCTGAAT
  mr_R CATCGTCTCAACTACCTGCAA
  md_F CTCTTCTCGCGGAGACTTTG
  md_R CACCAGCTCAAGGACATGAA
  m2_F TCAATGAGCAACTCCTGCTG
  m2_R CATGCGTAACGTGTGGAAAC
  m4_F GTCCTCAATTTCGCAGGACT
  m4_R GGAGCAGAACCTCAAGAACG
  ma_F GTTCGAGATTGTCGAGGAGC
  ma_R CCAGCTACAGCATCAAGCAG
stg:
  stg_F ACACTCGCATTCATGCAAAACA
  stg_R AGCGTAAATTGTACCTAGCAGA
Dl:
  Dl_F CATTTGCTTCACAGTCATCGTG
  Dl_R GCTTTAGGCAGACGCGAAAC
gro:
  gro-F GGCTGTGGGTATGGAGAACT
  gro-R TCGTGCAGATGCAGTTGATA
GAPDH:
  GAPDH_F GTCGGGCTTGTAGGCATCC
  GAPDH_R AGGCATCCACTCACTTGAAGG

### Statistical Analysis

All data were presented in the form of mean ± SEM. GraphPad Prism 5 software (GraphPad Software) was used to calculate p values by unpaired Student's t test.

## Author Contributions

X.G. and R.X. conceived and designed the experiments, analyzed the data, and wrote the manuscript. X.G. and Z.Y. performed the experiments. H.H. and T.C. performed the bioinformatics analysis.

## References

[bib1] Amcheslavsky A., Jiang J., Ip Y.T. (2009). Tissue damage-induced intestinal stem cell division in *Drosophila*. Cell Stem Cell.

[bib2] Apidianakis Y., Grbavec D., Stifani S., Delidakis C. (2001). Groucho mediates a Ci-independent mechanism of hedgehog repression in the anterior wing pouch. Development.

[bib3] Artavanis-Tsakonas S., Rand M.D., Lake R.J. (1999). Notch signaling: cell fate control and signal integration in development. Science.

[bib4] Bardin A.J., Perdigoto C.N., Southall T.D., Brand A.H., Schweisguth F. (2010). Transcriptional control of stem cell maintenance in the *Drosophila* intestine. Development.

[bib5] Barolo S., Stone T., Bang A.G., Posakony J.W. (2002). Default repression and Notch signaling: hairless acts as an adaptor to recruit the corepressors Groucho and dCtBP to Suppressor of Hairless. Genes Dev..

[bib6] Biteau B., Jasper H. (2011). EGF signaling regulates the proliferation of intestinal stem cells in *Drosophila*. Development.

[bib7] Biteau B., Jasper H. (2014). Slit/Robo signaling regulates cell fate decisions in the intestinal stem cell lineage of *Drosophila*. Cell Rep..

[bib8] Brand A.H., Perrimon N. (1993). Targeted gene expression as a means of altering cell fates and generating dominant phenotypes. Development.

[bib9] Bray S.J. (2006). Notch signalling: a simple pathway becomes complex. Nat. Rev. Mol. Cell Biol..

[bib10] Buchon N., Broderick N.A., Kuraishi T., Lemaitre B. (2010). *Drosophila* EGFR pathway coordinates stem cell proliferation and gut remodeling following infection. BMC Biol..

[bib11] Cavallo R.A., Cox R.T., Moline M.M., Roose J., Polevoy G.A., Clevers H., Peifer M., Bejsovec A. (1998). Drosophila Tcf and Groucho interact to repress Wingless signalling activity. Nature.

[bib12] Chanet S., Schweisguth F. (2012). Regulation of epithelial polarity by the E3 ubiquitin ligase neuralized and the Bearded inhibitors in Drosophila. Nat. Cell Biol..

[bib13] Chen J., Xu N., Huang H., Cai T., Xi R. (2016). A feedback amplification loop between stem cells and their progeny promotes tissue regeneration and tumorigenesis. Elife.

[bib14] Chen J., Xu N., Wang C., Huang P., Huang H., Jin Z., Yu Z., Cai T., Jiao R., Xi R. (2018). Transient Scute activation via a self-stimulatory loop directs enteroendocrine cell pair specification from self-renewing intestinal stem cells. Nat. Cell Biol..

[bib15] Courey A.J., Jia S. (2001). Transcriptional repression: the long and the short of it. Genes Dev..

[bib16] de Navascues J., Perdigoto C.N., Bian Y., Schneider M.H., Bardin A.J., Martinez-Arias A., Simons B.D. (2012). *Drosophila* midgut homeostasis involves neutral competition between symmetrically dividing intestinal stem cells. EMBO J..

[bib17] Dietzl G., Chen D., Schnorrer F., Su K.C., Barinova Y., Fellner M., Gasser B., Kinsey K., Oppel S., Scheiblauer S. (2007). A genome-wide transgenic RNAi library for conditional gene inactivation in *Drosophila*. Nature.

[bib18] Dutta D., Dobson A.J., Houtz P.L., Glasser C., Revah J., Korzelius J., Patel P.H., Edgar B.A., Buchon N. (2015). Regional cell-specific transcriptome mapping reveals regulatory complexity in the adult *Drosophila* midgut. Cell Rep..

[bib19] Dutta D., Xiang J., Edgar B.A. (2013). RNA expression profiling from FACS-isolated cells of the *Drosophila* intestine. Curr. Protoc. Stem Cell Biol..

[bib20] Furriols M., Bray S. (2001). A model Notch response element detects Suppressor of Hairless-dependent molecular switch. Curr. Biol..

[bib21] Gierer A., Meinhardt H. (1972). A theory of biological pattern formation. Kybernetik.

[bib22] Guo Z., Ohlstein B. (2015). Stem cell regulation. Bidirectional Notch signaling regulates *Drosophila* intestinal stem cell multipotency. Science.

[bib23] Hanson A.J., Wallace H.A., Freeman T.J., Beauchamp R.D., Lee L.A., Lee E. (2012). XIAP monoubiquitylates Groucho/TLE to promote canonical Wnt signaling. Mol. Cell.

[bib24] Hasson P., Egoz N., Winkler C., Volohonsky G., Jia S., Dinur T., Volk T., Courey A.J., Paroush Z. (2005). EGFR signaling attenuates Groucho-dependent repression to antagonize Notch transcriptional output. Nat. Genet..

[bib25] Jennings B.H., Pickles L.M., Wainwright S.M., Roe S.M., Pearl L.H., Ish-Horowicz D. (2006). Molecular recognition of transcriptional repressor motifs by the WD domain of the Groucho/TLE corepressor. Mol. Cell.

[bib26] Jiang H., Grenley M.O., Bravo M.J., Blumhagen R.Z., Edgar B.A. (2011). EGFR/Ras/MAPK signaling mediates adult midgut epithelial homeostasis and regeneration in *Drosophila*. Cell Stem Cell.

[bib27] Kopan R., Ilagan M.X. (2009). The canonical Notch signaling pathway: unfolding the activation mechanism. Cell.

[bib28] Korzelius J., Naumann S.K., Loza-Coll M.A., Chan J.S., Dutta D., Oberheim J., Glasser C., Southall T.D., Brand A.H., Jones D.L. (2014). Escargot maintains stemness and suppresses differentiation in *Drosophila* intestinal stem cells. EMBO J..

[bib29] Lai E.C. (2004). Notch signaling: control of cell communication and cell fate. Development.

[bib30] Lai E.C., Deblandre G.A., Kintner C., Rubin G.M. (2001). *Drosophila* neuralized is a ubiquitin ligase that promotes the internalization and degradation of delta. Dev. Cell.

[bib31] Lecourtois M., Schweisguth F. (1995). The neurogenic suppressor of hairless DNA-binding protein mediates the transcriptional activation of the enhancer of split complex genes triggered by Notch signaling. Genes Dev..

[bib32] Lee T., Luo L. (1999). Mosaic analysis with a repressible cell marker for studies of gene function in neuronal morphogenesis. Neuron.

[bib33] Li Y., Pang Z., Huang H., Wang C., Cai T., Xi R. (2017). Transcription factor antagonism controls enteroendocrine cell specification from intestinal stem cells. Sci. Rep..

[bib34] Liang J., Balachandra S., Ngo S., O'Brien L.E. (2017). Feedback regulation of steady-state epithelial turnover and organ size. Nature.

[bib35] Lin G., Xu N., Xi R. (2008). Paracrine Wingless signalling controls self-renewal of *Drosophila* intestinal stem cells. Nature.

[bib36] Loza-Coll M.A., Southall T.D., Sandall S.L., Brand A.H., Jones D.L. (2014). Regulation of *Drosophila* intestinal stem cell maintenance and differentiation by the transcription factor Escargot. EMBO J..

[bib37] McGuire S.E., Mao Z., Davis R.L. (2004). Spatiotemporal gene expression targeting with the TARGET and gene-switch systems in *Drosophila*. Sci. STKE.

[bib38] Micchelli C.A., Perrimon N. (2006). Evidence that stem cells reside in the adult *Drosophila* midgut epithelium. Nature.

[bib39] Morel V., Lecourtois M., Massiani O., Maier D., Preiss A., Schweisguth F. (2001). Transcriptional repression by suppressor of hairless involves the binding of a hairless-dCtBP complex in *Drosophila*. Curr. Biol..

[bib40] Nagel A.C., Krejci A., Tenin G., Bravo-Patiño A., Bray S., Maier D., Preiss A. (2005). Hairless-mediated repression of Notch target genes requires the combined activity of Groucho and CtBP corepressors. Mol. Cell. Biol..

[bib41] Nagel A.C., Preiss A. (2011). Fine tuning of Notch signaling by differential co-repressor recruitment during eye development of *Drosophila*. Hereditas.

[bib42] Nagel A.C., Wech I., Schwinkendorf D., Preiss A. (2007). Involvement of co-repressors Groucho and CtBP in the regulation of single-minded in *Drosophila*. Hereditas.

[bib43] Ni J.Q., Zhou R., Czech B., Liu L.P., Holderbaum L., Yang-Zhou D., Shim H.S., Tao R., Handler D., Karpowicz P. (2011). A genome-scale shRNA resource for transgenic RNAi in *Drosophila*. Nat. Methods.

[bib44] Nibu Y., Zhang H., Bajor E., Barolo S., Small S., Levine M. (1998). dCtBP mediates transcriptional repression by Knirps, Kruppel and Snail in the *Drosophila* embryo. EMBO J..

[bib45] Ohlstein B., Spradling A. (2006). The adult *Drosophila* posterior midgut is maintained by pluripotent stem cells. Nature.

[bib46] Ohlstein B., Spradling A. (2007). Multipotent *Drosophila* intestinal stem cells specify daughter cell fates by differential notch signaling. Science.

[bib47] Paroush Z., Finley R.L., Kidd T., Wainwright S.M., Ingham P.W., Brent R., Ish-Horowicz D. (1994). Groucho is required for *Drosophila* neurogenesis, segmentation, and sex determination and interacts directly with hairy-related bHLH proteins. Cell.

[bib48] Patel P.H., Dutta D., Edgar B.A. (2015). Niche appropriation by *Drosophila* intestinal stem cell tumours. Nat. Cell Biol..

[bib49] Pavlopoulos E., Pitsouli C., Klueg K.M., Muskavitch M.A., Moschonas N.K., Delidakis C. (2001). Neuralized encodes a peripheral membrane protein involved in delta signaling and endocytosis. Dev. Cell.

[bib50] Poortinga G., Watanabe M., Parkhurst S.M. (1998). *Drosophila* CtBP: a Hairy-interacting protein required for embryonic segmentation and hairy-mediated transcriptional repression. EMBO J..

[bib51] Sancho R., Cremona C.A., Behrens A. (2015). Stem cell and progenitor fate in the mammalian intestine: Notch and lateral inhibition in homeostasis and disease. EMBO Rep..

[bib52] Simpson P. (1990). Lateral inhibition and the development of the sensory bristles of the adult peripheral nervous system of *Drosophila*. Development.

[bib53] Struhl G., Basler K. (1993). Organizing activity of wingless protein in *Drosophila*. Cell.

[bib54] Voog J., Sandall S.L., Hime G.R., Resende L.P., Loza-Coll M., Aslanian A., Yates J.R., Hunter T., Fuller M.T., Jones D.L. (2014). Escargot restricts niche cell to stem cell conversion in the *Drosophila* testis. Cell Rep..

[bib55] Wakamatsu Y., Maynard T.M., Weston J.A. (2000). Fate determination of neural crest cells by NOTCH-mediated lateral inhibition and asymmetrical cell division during gangliogenesis. Development.

[bib56] Wang C., Guo X., Dou K., Chen H., Xi R. (2015). Ttk69 acts as a master repressor of enteroendocrine cell specification in *Drosophila* intestinal stem cell lineages. Development.

[bib57] Wu L., Aster J.C., Blacklow S.C., Lake R., Artavanis-Tsakonas S., Griffin J.D. (2000). MAML1, a human homologue of *Drosophila* mastermind, is a transcriptional co-activator for NOTCH receptors. Nat. Genet..

[bib58] Xu N., Wang S.Q., Tan D., Gao Y., Lin G., Xi R. (2011). EGFR, Wingless and JAK/STAT signaling cooperatively maintain *Drosophila* intestinal stem cells. Dev. Biol..

[bib59] Yin C., Xi R. (2018). A phyllopod-mediated feedback loop promotes intestinal stem cell enteroendocrine commitment in *Drosophila*. Stem Cell Reports.

[bib60] Zeng X., Chauhan C., Hou S.X. (2010). Characterization of midgut stem cell- and enteroblast-specific Gal4 lines in *Drosophila*. Genesis.

[bib61] Zeng X., Hou S.X. (2015). Enteroendocrine cells are generated from stem cells through a distinct progenitor in the adult *Drosophila* posterior midgut. Development.

# Supplementary material for: Division of Labor: Roles of Groucho and CtBP in Notch-Mediated Lateral Inhibition that Controls Intestinal Stem Cell Differentiation in Drosophila
**Source:** Stem Cell Reports. 2019 Apr 11;12(5):1007–23. doi: 10.1016/j.stemcr.2019.03.005
**Supplement:** Document S1. Figures S1–S7

**Stem Cell Reports, Volume 12**

## **Supplemental Information**

### **Division of Labor: Roles of Groucho and CtBP in Notch-Mediated Lateral Inhibition that Controls Intestinal Stem Cell Differentiation in *Drosophila***

**Xingting Guo, Huanwei Huang, Ziqing Yang, Tao Cai, and Rongwen Xi**

**Supplemental Data**

**Division of labor: roles of Groucho and CtBP in  
Notch-mediated lateral inhibition that controls  
intestinal stem cell differentiation in *Drosophila***

Xingting Guo<sup>1,2</sup>, Huanwei Huang<sup>2</sup>, Ziqing Yang<sup>2</sup>, Tao Cai<sup>2</sup> and Rongwen Xi<sup>2,3\*</sup>

China.

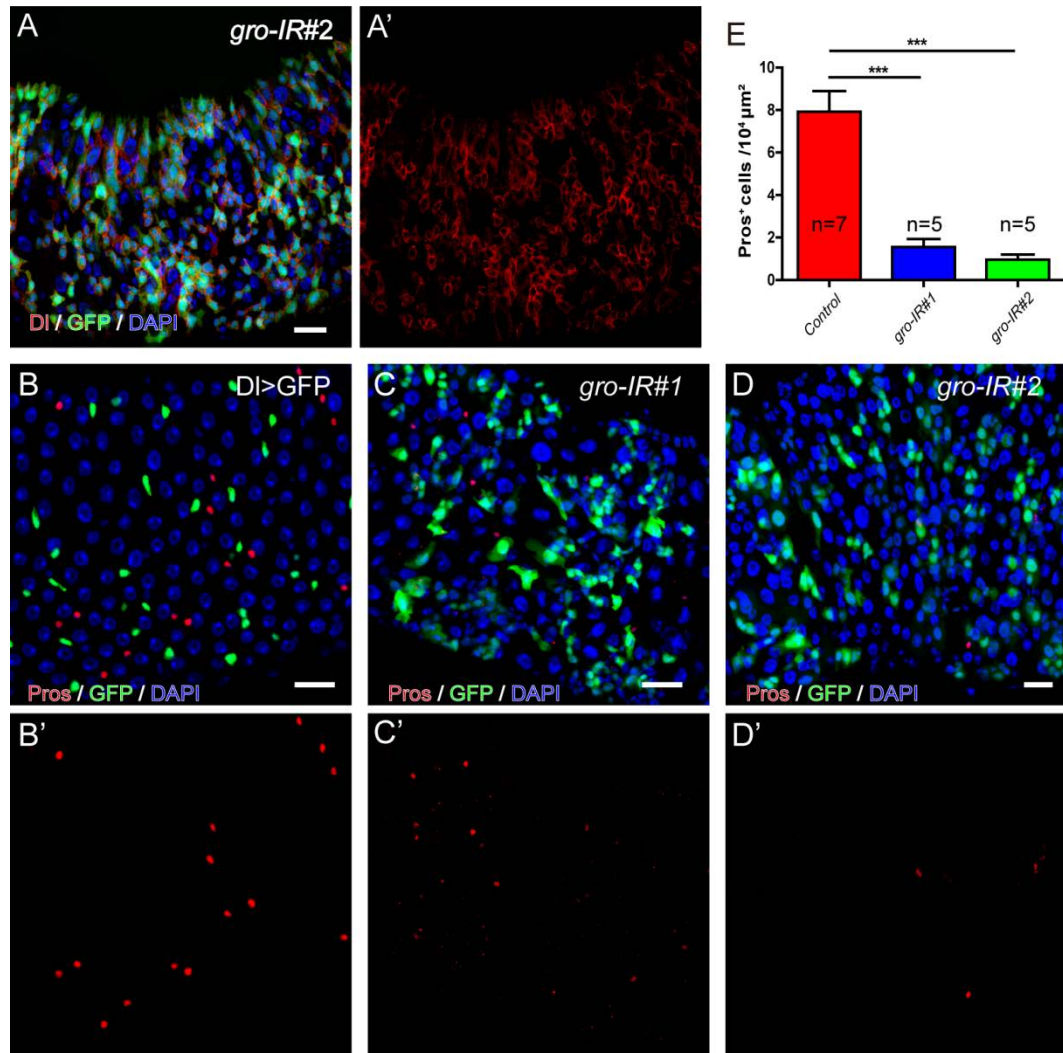

**Figure S1, Related to Figure 1. Accumulation of DI<sup>+</sup> cells and reduced EE generation following the depletion of *gro* in ISCs.**

(A) Knocking down *gro* in ISCs using another RNAi line (#HMS01506) leads to similar accumulation of DI<sup>+</sup> cells. (B-D) Compared to control guts, knocking down *gro* in ISCs using two independent RNAi lines causes significant reduction of Pros<sup>+</sup> cells in the intestinal epithelium. (E) Quantification of the density of Pros<sup>+</sup> cells in posterior midgut. Error bars indicate mean ± s.e.m. and the number of intestines calculated is labeled on the columns. \*\*\*P<0.001 (Student's t-test). Scale bars: 20

μm.

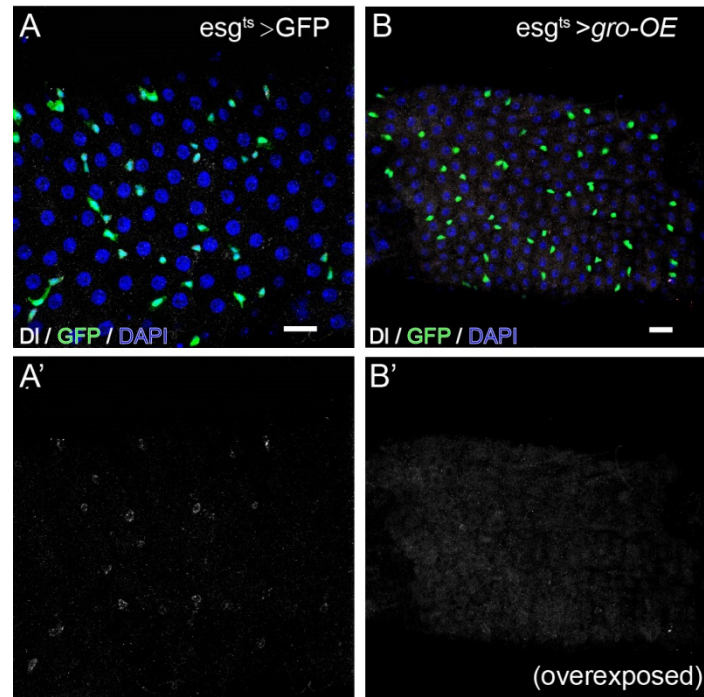

**Figure S2, Related to Figure 1. *Gro* overexpression down-regulates *Dl* expression.**

Compared to control (**A**), Ectopic expression of *gro* in *esg*<sup>+</sup> cells (GFP, green) rapidly down-regulates *Dl* expression to an undetectable level (**B**). Note that image overexposure causes increased background signal in **B'**.

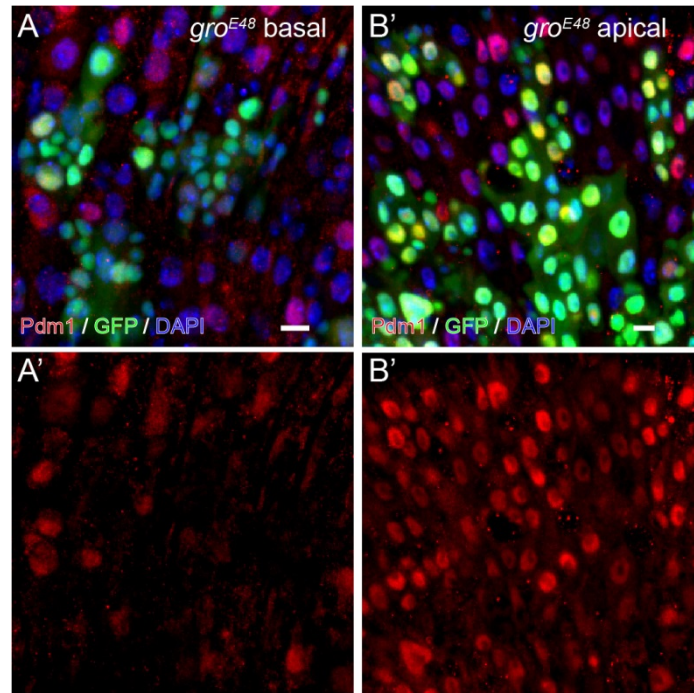

**Figure S3, Related to Figure 1. The organization of Pdm1<sup>+</sup> EC cells in *gro*<sup>E48</sup> mutant clones.**

**(A-B)** Pdm1<sup>+</sup> polyploid cells mainly localized at apical layer (B) in the mutant clones, while most cells at basal layer (A) are Pdm1<sup>-</sup> diploid cells.

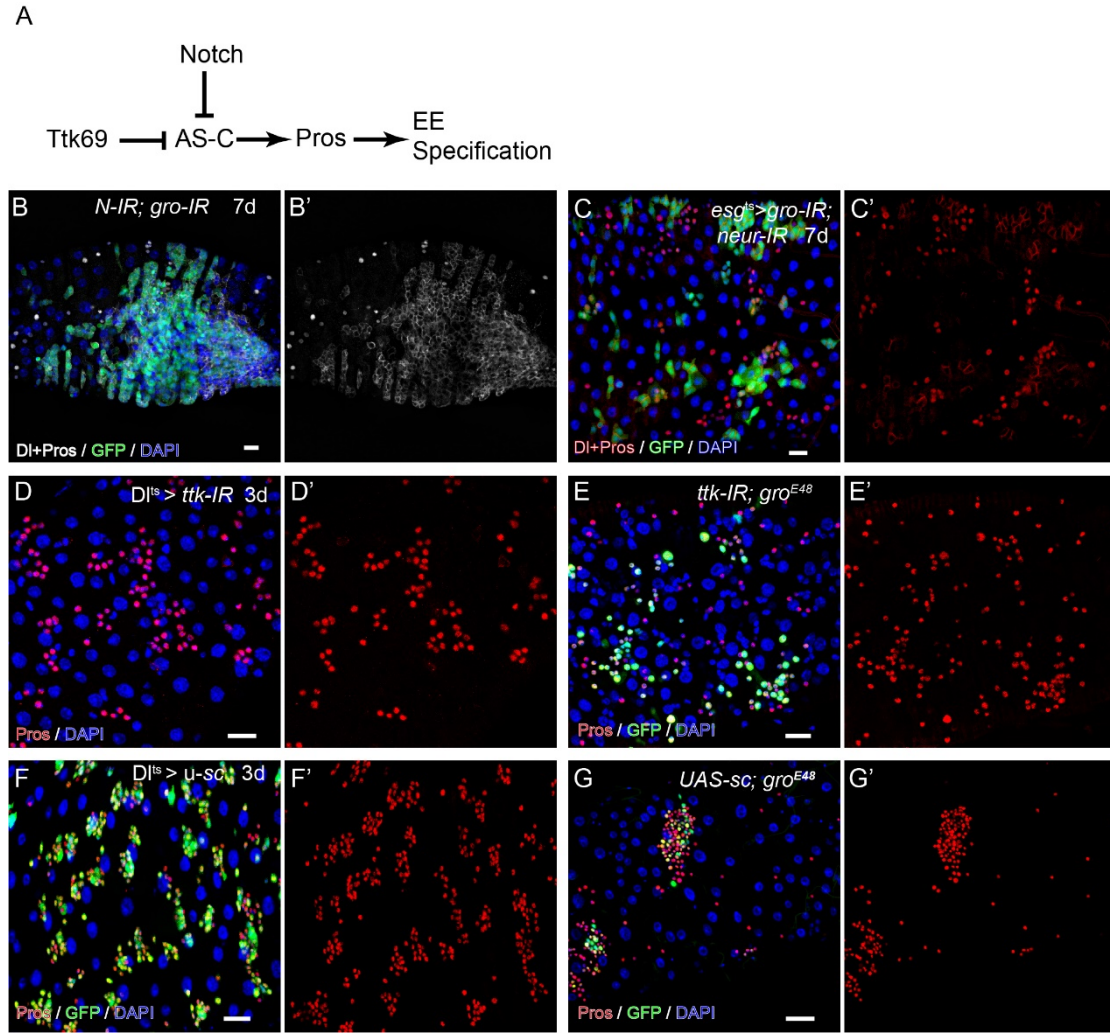

**Figure S4, Related to Figure 1. *Gro* functions downstream of Notch and upstream of *ttk* and *sc* in regulating EE differentiation.**

(A) A diagram of known regulatory pathways that control EE specification. (B) *Gro* depletion suppresses supernumerary EE generation in *Notch-RNAi* epithelium. (C) Loss of *gro* could not repress *neur-IR* induced supernumerary EE generation. (D-G) Either knocking down *ttk* or over-expressing *sc* is sufficient to cause supernumerary EE generation from ISCs, and depletion of *gro* does not prevent supernumerary EE phenotype caused by either *ttk* depletion or *sc* overexpression.

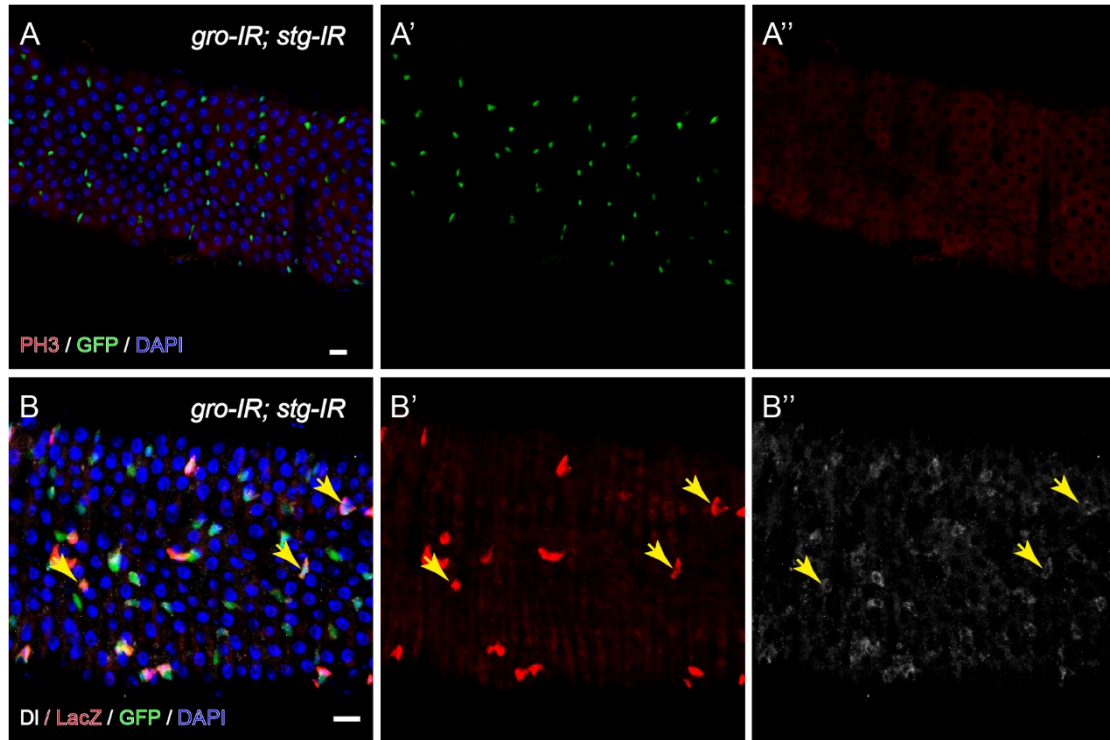

**Figure S5, Related to Figure 2. Co-localization of DI and NRE-lacZ signals could still be observed despite cell division was inhibited.**

(A) Simultaneously knocking down *gro* and *stg* effectively represses *gro-IR* induced cell proliferation and PH3 signal is barely detected. (B)  $DI^+$  NRE-lacZ<sup>+</sup> cells (yellow arrows) still exist in *gro-IR; stg-IR* guts.

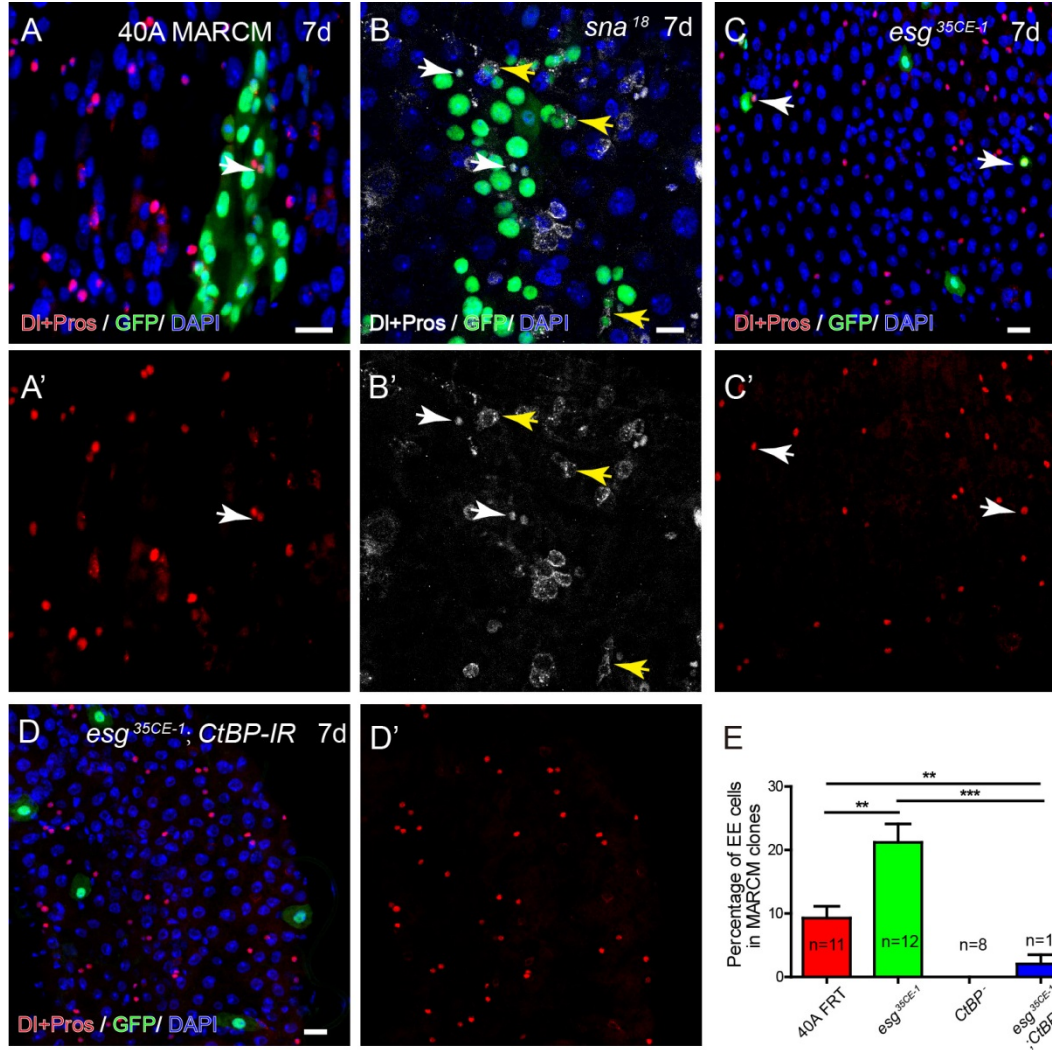

**Figure S6, Related to Figure 4. Comparative analysis of *sna* and *esg* mutant clones and *esg CtBP* double mutant clones.**

(A-B) Compared to control clones, depletion of *sna* exhibits no significant phenotype changes. *DI*<sup>+</sup> cells are indicated by yellow arrows and *Pros*<sup>+</sup> EEs by white arrows.

(C) *esg* mutant clones do not grow and cells in the clone can differentiate into EC or EE.

(D) Knocking down *CtBP* in *esg* mutant clones inhibits EE differentiation. (E)

Quantification of EE percentage in MARCM clones. Error bars indicate mean ± s.e.m.

The number of intestines calculated is labeled on the columns. \*\*P<0.01 (Student's t-test).

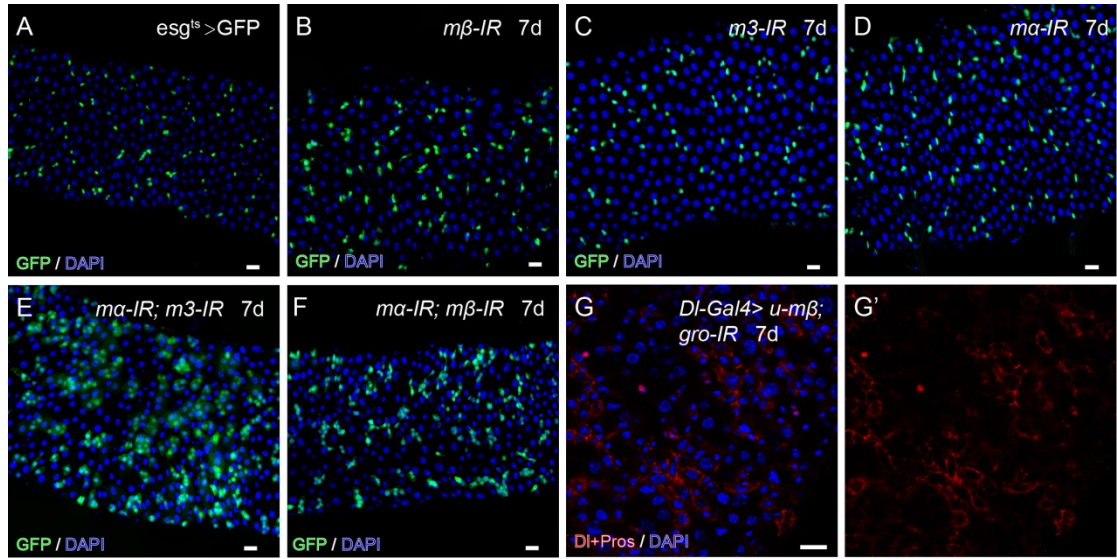

**Figure S7, Related to Figure 6. *E(spl)* factors function redundantly to restrict ISC proliferation.**

(A-D) Compared with control guts, separately knocking down *mα*, *m3* or *mβ* could not induce any obvious phenotype. (E-F) Simultaneously knocking down *mα* with *m3* or *mα* with *mβ* induced moderate accumulation of progenitor cells. (G) Knocking down *gro* rescues *mβ* overexpression induced ISC depletion, and causes accumulation of DI<sup>+</sup> cells.

# Supplementary material for: Division of Labor: Roles of Groucho and CtBP in Notch-Mediated Lateral Inhibition that Controls Intestinal Stem Cell Differentiation in Drosophila
**Source:** Stem Cell Reports. 2019 Apr 11;12(5):1007–23. doi: 10.1016/j.stemcr.2019.03.005
**Supplement:** Document S2. Article plus Supplemental Information

# Division of Labor: Roles of Groucho and CtBP in Notch-Mediated Lateral Inhibition that Controls Intestinal Stem Cell Differentiation in *Drosophila*

Xingting Guo,<sup>1,2</sup> Huanwei Huang,<sup>2</sup> Ziqing Yang,<sup>2</sup> Tao Cai,<sup>2</sup> and Rongwen Xi<sup>2,3,\*</sup>

<https://doi.org/10.1016/j.stemcr.2019.03.005>

## SUMMARY

Intestinal stem cell (ISC) differentiation in the *Drosophila* midgut requires Delta/Notch-mediated lateral inhibition, which separates the fate of ISCs from differentiating enteroblasts (EBs). Although a canonical Notch signaling cascade is involved in the lateral inhibition, its regulation at the transcriptional level is still unclear. Here we show that the establishment of lateral inhibition between ISC-EB requires two evolutionarily conserved transcriptional co-repressors Groucho (Gro) and C-terminal binding protein (CtBP) that act differently. Gro functions in EBs with E(spl)-C proteins to suppress Delta expression, inhibit cell-cycle re-entry, and promote cell differentiation, whereas CtBP functions specifically in ISCs to mediate transcriptional repression of Su(H) targets and maintain ISC fate. Interestingly, several E(spl)-C genes are also expressed in ISCs that cooperate with Gro to inhibit cell proliferation. Collectively, our study demonstrates separable and cell-type-specific functions of Gro and CtBP in a lateral inhibition process that controls the proliferation and differentiation of tissue stem cells.

## INTRODUCTION

Lateral inhibition, a term that originates from the field of neuroscience to describe the repression of an excited neuron toward activity of neighbors, has been used as a major mechanism to specify cell fates from initially equivalent cells during the formation of morphological patterns in advanced organisms (Gierer and Meinhardt, 1972). Lateral inhibition-mediated cell fate specification turns out to be an evolutionarily conserved mechanism, mediated primarily by Delta (Dl)-Notch signaling (Artavanis-Tsakonas et al., 1999; Lai, 2004), which regulates cell fate decisions and pattern formation in a variety of tissues throughout the animal kingdom. Well-characterized examples of lateral inhibition include its role in specifying between secretory cells and absorptive cells in the intestine, between neuronal and non-neuronal cells in the mammalian neural crest, and between bristle precursor cells and epithelial cells in *Drosophila* (Sancho et al., 2015; Simpson, 1990; Wakamatsu et al., 2000).

The transduction of Dl-Notch signaling from the cell surface to the nucleus requires the participation of a cascade of canonical signaling components as well as regulators that participate in Notch receptor glycosylation, cleavage, and transcriptional repression or activation at Notch target loci, etc. (Bray, 2006; Kopan and Ilagan, 2009). At the chromatin level, the CSL protein (also known as RBPJ, or Suppressor of Hairless [Su(H)] in *Drosophila*) acts as a bifunctional transcription factor that binds to Notch target genes. In *Drosophila*, Su(H) recruits a co-repressor Hairless, which then recruits two more global co-repressors to carry

out the default repression: the C-terminal binding protein (CtBP) and Groucho (Gro). Upon Notch activation, Hairless is replaced by the intracellular domain of Notch (Nidc), which then recruits the co-activator Mastermind to promote transcriptional activation of Notch target genes (Barolo et al., 2002; Lecourtois and Schweisguth, 1995; Paroush et al., 1994; Poortinga et al., 1998; Wu et al., 2000).

The PLDLS motif-containing protein CtBP and the WD40 domain containing protein Gro belong to two distinct families of global co-repressors and are recruited to two separate motifs of the Hairless protein: CtBP is recruited to its PLDLS motif and Gro is recruited to its eh1 motif (Barolo et al., 2002; Morel et al., 2001). The combination of CtBP and Gro is required for the repressive function of Hairless in many biological processes, such as dorsoventral patterning, wing development, and peripheral nervous system development (Barolo et al., 2002; Nagel et al., 2005, 2007). However, CtBP and Gro occasionally interact independently with Hairless to regulate discrete biological processes. During certain phases of eye development, CtBP, but not Gro, is required for Hairless-mediated transcriptional repression (Nagel and Preiss, 2011). CtBP is typically thought of as a short-range co-repressor and Gro is thought of as a long-range co-repressor, so perhaps the separate or combinatory use of these two co-repressors allows for considerable flexibility to control transcriptional activity (Courey and Jia, 2001). In addition, it is known that Gro, but not CtBP, functions as a co-repressor of the major Notch transcriptional targets, the Enhancer of (spl)-complex (E(spl)-C) proteins (Paroush et al., 1994). These observations from

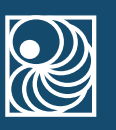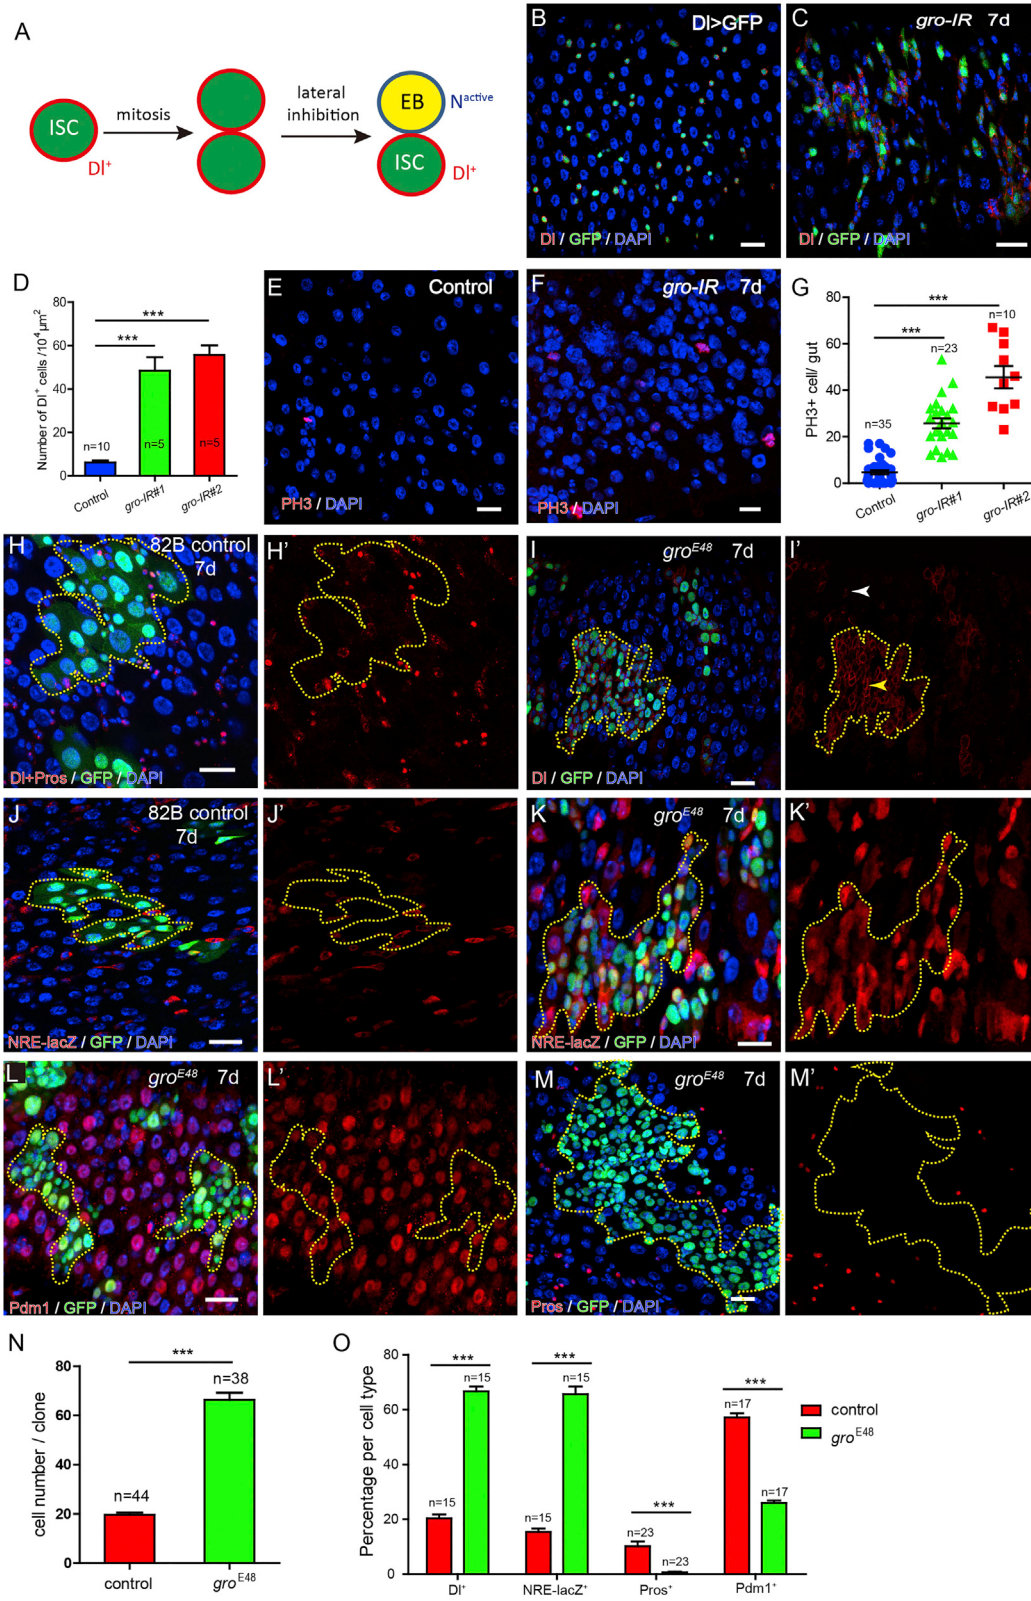

(legend on next page)

previous studies collectively show that Gro and CtBP can function together or separately with different co-factors to regulate gene transcription.

In the *Drosophila* midgut, lateral inhibition mediated by DI-Notch signaling controls the fate of intestinal stem cell (ISC) and its immediate daughter enteroblast (EB) (Figure 1A) (Bardin et al., 2010; de Navascues et al., 2012; Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006, 2007). DI is specifically expressed in ISCs, and typically, after each ISC division, one of the two daughters retains DI expression and remains as an ISC, while the other daughter loses DI expression, through the process of lateral inhibition. The DI signal from this new ISC then triggers the activation of Notch of its sibling EB (Ohlstein and Spradling, 2007). This Notch-activated EB will eventually adopt an enterocyte fate. At a lower frequency, ISCs also divide to produce enteroendocrine cell (EE) progenitors, as a result of transient activation of a fate inducer Scute (Chen et al., 2018; Zeng and Hou, 2015). Scute then induces the expression of transcription factor Prospero (Pros), the EE fate determination factor (Bardin et al., 2010; Biteau and Jasper, 2014; Wang et al., 2015; Zeng and Hou, 2015). Although the canonical Notch signaling cascade is used in the lateral inhibition that separates ISCs from EBs, the potential engagement of co-repressors Gro and CtBP in the process has not been defined.

Here we report that depletion of Gro in ISCs in the *Drosophila* midgut causes accumulation of ISC-like cells as a result of disrupted lateral inhibition, whereas depletion of CtBP causes ISC loss because of differentiation. Our further genetic analyses have established separable functions of Gro and CtBP in lateral inhibition: CtBP specifically participates in Hairless-mediated default repression of Notch activity to maintain ISC fate, whereas Gro cooperates with E(spl)-C proteins in EBs to promote differentiation. In addition, we identified a novel role for E(spl)-C proteins in ISCs, in which they cooperate with Gro to restrict stem cell proliferation.

## RESULTS

### Depletion of *gro* in ISCs Causes Accumulation of DI<sup>+</sup> ISC-like Cells

We performed an RNAi screen to identify new ISC regulators using fly stocks from Vienna *Drosophila* RNAi Center (VDRC) and Transgenic RNAi Project (TriP) libraries (Dietzl et al., 2007; Ni et al., 2011). These RNAi lines were crossed with flies genotyped as *Tub-Gal80<sup>ts</sup>; Dl-Gal4, UAS-GFP* (for simplicity, hereafter as *Dl-Gal4<sup>ts</sup>*) to perform conditional gene knockdown specifically in ISCs. ISCs, which are marked by membrane-located DI expression, are normally sparsely distributed in the gut epithelium (Figure 1B). We found that depletion of *gro* (by VDRC line KK108953) by shifting flies to restrictive temperature for 7 days led to the formation of DI<sup>+</sup> diploid cell clusters along the anterior-posterior axis of the midgut (Figures 1C and 1D). Depletion of *gro* with another independent RNAi line (HMS01506) produced a similar ISC-like cell cluster phenotype (Figure S1A). Staining with phosphor-histone 3 (PH3) antibody revealed significantly increased mitotic cells in *gro*-RNAi guts, which explains this rapid ISC-like cell accumulation phenotype (Figures 1E–1G). The epithelial density of EEs, which are marked by the nuclear localized transcription factor Pros, was significantly decreased in *gro*-RNAi guts (Figures S1B–S1E), suggesting that EE differentiation could also be affected following *gro* depletion. These observations suggest that the loss of *gro* causes blocked differentiation and continuous self-renewal of ISCs.

### Gro Is Required for ISC Differentiation

*Gro* encodes a universal co-repressor that participates in a variety of biological processes, and is essential for viability. We generated *gro* homozygous mutant cell clones by the MARCM (mosaic analysis with a repressible cell marker) system to further investigate its function in the gut epithelium. Compared with wild-type clones of 7 days, mutant

#### Figure 1. *Gro* Is Required for ISC Proliferation and Differentiation

(A) An illustration of lateral inhibition-mediated asymmetric cell division of *Drosophila* ISCs. ISC, intestinal stem cell; EB, enteroblast. (B and C) Compared with control guts (B and B'), knocking down *gro* (UAS-*gro*-IR no. 1) in ISCs using *Tub-gal80<sup>ts</sup>; Dl-Gal4, u-GFP* for 7 days (C and C') leads to significant accumulation of DI<sup>+</sup> cells. (D) Quantification of the DI<sup>+</sup> cell density in control and *gro*-depleted posterior midgut. (E and F) Mitotic cells in control (E) and *gro*-IR guts (F) labeled by PH3 staining. (G) Quantification of the number of PH3<sup>+</sup> cells per gut. (H–O) MARCM system is used to generate GFP-labeled wide type and *gro*<sup>E48</sup> mutant clones (H–I'). Compared with wild-type (H) *gro* depletion leads to rapid clone expansion (I and N) and DI<sup>+</sup> cell accumulation (I and O). DI expression level is significantly higher in *gro*<sup>E48</sup> mutant clones (yellow arrow) than ISCs outside the clones (white arrow) (I). The percentage of NRE-lacZ<sup>+</sup> cells is significantly increased in *gro*<sup>E48</sup> mutant clones (J–K' and O). (L and O) The percentage of ECs in total epithelial cells is reduced in *gro* mutant clones. (M and O) Pros<sup>+</sup> EE cells are rarely observed in *gro*<sup>E48</sup> mutant clones. Error bars indicate mean ± SEM. Numbers of guts/clones been calculated were labeled on the columns. \*\*\*p < 0.001 (Student's t test). Scale bars, 20 μm.

clones homozygous for *gro*<sup>E48</sup>, a loss-of-function allele of *gro* (Jennings et al., 2006), grew much more rapidly and form multilayers. By quantification, each mutant clone contained significantly more cells compared with the wild-type clone (Figure 1N). In addition, the mutant clones contained significantly more DI<sup>+</sup> cells, consisting of more than 60% of the mutant cells, and the level of DI expression in these mutant cells (yellow arrow) was generally higher than that in wild-type ISCs (white arrow) outside the mutant clones (Figures 1H, 1I, and 1O). Consistent with a role for Gro in suppressing DI expression, transient overexpression of *gro* using a *UAS-gro* transgene by *esg-Gal4*<sup>ts</sup>, an ISC and EB cell driver, effectively shut down DI expression in all ISCs (Figure S2).

A Notch activation reporter Gbe-Su(H)m8-lacZ (or NRE-lacZ), which uses three copies of Grh binding sites and two copies of Su(H) binding sites from *E(spl)m8* as its enhancer (Furriols and Bray, 2001), normally marks committed progenitor cells for enterocyte (EC), and transcription factors Pdm1 and Pros marks EC and EE cells, respectively. By immunostaining with these cell fate markers, we found that the percentage of NRE-lacZ<sup>+</sup> cells was greatly increased in *gro*<sup>E48</sup> mutant clones (Figures 1J, 1K, and 1O). Pdm1<sup>+</sup> cells were still present within the mutant clones, although their percentage was decreased and they typically formed a single layer lining the apical surface of the mutant clones (Figures 1L, 1O, and S3). Strikingly, Pros<sup>+</sup> cells were virtually absent in the mutant clones (Figures 1M and 1O). Therefore, loss of *gro* causes accumulation of ISC-like cells and failure of EE generation, but EC differentiation still occurs. These data demonstrate that *gro* is required for efficient ISC differentiation and EE generation.

Previous studies have demonstrated that Notch and Ttk69 act in parallel to suppress AS-C genes *scute* (*sc*) and *asense* (*as*), and the activation of *sc* is sufficient to induce Pros expression and consequently EE differentiation. As a result, depletion of Notch or disruption of the Ttk69-Phyl-AS-C regulatory cassette in ISCs is sufficient to induce excessive EE generation, leading to EE tumors (Chen et al., 2018; Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006; Wang et al., 2015; Yin and Xi, 2018). Our epistasis analysis indicates that *gro* functions upstream of the Ttk69-Phyl-AS-C cassette in regulating EE differentiation, because depleting *ttk* or overexpressing *sc* causes continuous EE generation, even when *gro* is depleted (Figures S4D–S4G). The genetic relationship between *gro* and *Notch* seems to be complicated. Co-depleting *gro* with two key component of Notch signaling, *Notch* or *neuralized* (*neur*), exhibits distinct outcomes on EE differentiation. Co-depleting *gro* with *Notch* caused formation of ISC-like tumors but not EE tumors in the gut (Figure S4B). However, co-depleting *gro* with

*neur*, which encodes an E3 ligase that promotes Notch signaling by endocytosis-dependent activation of the ligands (Lai et al., 2001; Pavlopoulos et al., 2001), caused both ISC-like and EE tumors in the gut (Figure S4C), similar to those caused by *E(spl)-C* and *neur* double mutations reported previously (Bardin et al., 2010). What causes this phenotypic difference is unclear, but it is possible that this may be due to Notch-independent functions of *Neur* (Chanet and Schweisguth, 2012). In addition, there might be a non-autonomous role of *neur* in activating DI, or there might be a subtle role for *Serrate*, the other Notch ligand, in the process.

### Lateral Inhibition between the ISC Daughters Is Disrupted in the Absence of *gro*

The increased NRE-lacZ<sup>+</sup> cells in *gro* mutant clones led us to examine whether the lateral inhibition process mediated by DI-Notch signaling between the two newly formed ISC daughters is compromised. In normal midgut, each ISC and its immediate daughter EB are frequently in juxtaposed with each other, forming a pair (Ohlstein and Spradling, 2007). In each pair, DI is specifically expressed in the ISC, NRE-lacZ is turned on specifically in the EB, and DI and NRE-lacZ are never co-expressed in the same cell (Figure 2A, yellow and green arrows). Interestingly, conditional depletion of *gro* using the *esg-gal4* driver caused many of these pairs to have altered expression of DI and NRE-lacZ. Frequently, DI expression could be found in both cells in the pair, while one of the pair expressed NRE-lacZ. This results in the co-expression of DI and NRE-lacZ in one cell of the pair, presumably the EB cell (Figure 2B). Similarly, in *gro*<sup>E48</sup> mutant clones, many cells co-expressed DI and NRE-lacZ. DI<sup>+</sup> NRE-lacZ<sup>-</sup> cells, the presumptively ISCs, were also found to be intermingled in between DI<sup>+</sup> NRE-lacZ<sup>+</sup> cells, the presumptively EBs (Figure 2C). The appearance of DI<sup>+</sup> NRE-lacZ<sup>+</sup> cells is likely due to disrupted lateral inhibition, but it is possible that enhanced cell-cycle kinetics following *gro* depletion might also contribute to it. To minimize this effect, we simultaneously knocked down *gro* and *string* (*stg*), an essential trigger for mitosis. This caused loss of mitotic activity in the gut epithelium, but many DI<sup>+</sup> NRE-lacZ<sup>+</sup> cells still appeared (Figure S5). Collectively, these observations suggest that loss of *gro* seems to cause retained DI expression in the daughter EB cells, while *Hairless*-mediated transcriptional repression remained effective in ISCs.

To further investigate the transcriptional changes in *gro*-depleted cells, we sorted DI<sup>+</sup> GFP<sup>+</sup> cells in *gro*-RNAi and control guts, and performed RNA sequencing (RNA-seq) analysis. The results revealed that many known Notch target genes, including *hey*, *vg*, and an array of *E(spl)-C* genes, are significantly upregulated in *gro*-RNAi guts (Figure 2G, red spots), indicating ectopic activation of Notch

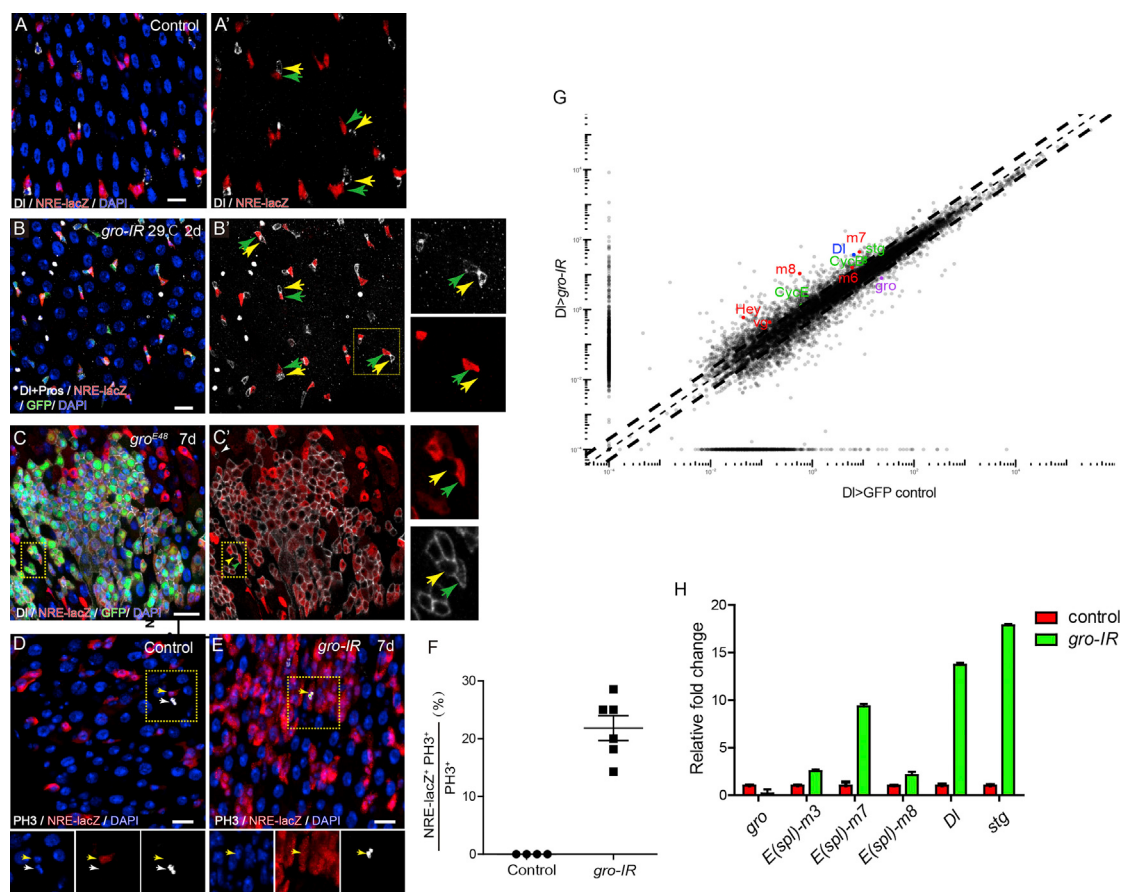

**Figure 2. *Gro* Depletion Disrupts Delta/Notch-Mediated Lateral Inhibition between the Two ISC Daughters**

(A) In normal guts, DL and NRE-lacZ never co-localize in the same cell (yellow and green arrows). (B) Knocking down *gro* in progenitor cells using *esg*-Gal4 leads to co-localization of DL and NRE-lacZ signals (green arrows). (C) DL<sup>+</sup> NRE-lacZ<sup>-</sup> cells (yellow arrow) and DL<sup>+</sup> NRE-lacZ<sup>+</sup> cells (green arrow) are found in *gro<sup>E48</sup>* mutant clones. (D) PH3 signal (white arrows) is detected only in NRE-lacZ<sup>-</sup> cells in normal guts. (E) Co-localization of PH3 and NRE-lacZ after *gro* depletion (yellow arrows) in progenitor cells. (F) Quantification of the percentage of PH3<sup>+</sup> NRE-lacZ<sup>+</sup> cells in total PH3<sup>+</sup> cells of control and *gro*-depleted guts. (G) Transcriptional changes of FACS-sorted DL-GFP cells in control and *gro*-RNAi guts. After *gro* depletion, many known Notch target genes are upregulated (red spots); DL (blue spot) and several cell-cycle genes (green spots) are also upregulated. (H) qRT-PCR validation of transcriptional changes caused by *gro* depletion (results from three independent biological replicates).

signaling in *gro*-depleted DL<sup>+</sup> cells. Interestingly, the expression level of DL was also increased by approximately 6-fold (Figure 2G, blue spot), and several cell-cycle-related genes, such as *stg* and *cytE*, were also upregulated (Figure 2G, green spots). RT-PCR analysis further validated some of these expression changes (Figure 2H). Interestingly, the NRE-lacZ<sup>+</sup> cells in *gro*-RNAi gut were able to divide, as revealed by PH3 staining, although normally the NRE-lacZ<sup>+</sup> cells are post-mitotic cells (Figures 2D–2F). These observations indicate that depletion of *gro* causes retained expression of DL in the presumptive EBs and allows them to re-enter cell cycle.

To directly test the function of *gro* in EBs, we depleted *gro* specifically in EBs using the NRE-Gal4 driver. Normally in

EBs, Notch signaling is activated, which further represses DL expression and promotes cell differentiation. We found that on depletion of *gro* in EBs, DL expression was re-appeared (Figures 3A and 3B), and these *gro*-depleted EBs were also able to re-enter cell cycle (Figures 3C and 3D). A cell lineage-tracing experiment using the NRE-GAL4, UAS-flp and flp-out cassette system (Figure 3E) demonstrated that *gro*-depleted EBs were able to give rise to small cell clusters expressing both the lineage marker LacZ and DL, while normal EBs only gives rise to polyploid ECs (Figures 3F and 3G).

Collectively, these data demonstrate that *gro* is necessary to establish DL-Notch-mediated lateral inhibition between the two immediate ISC daughters (the presumptive ISC

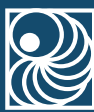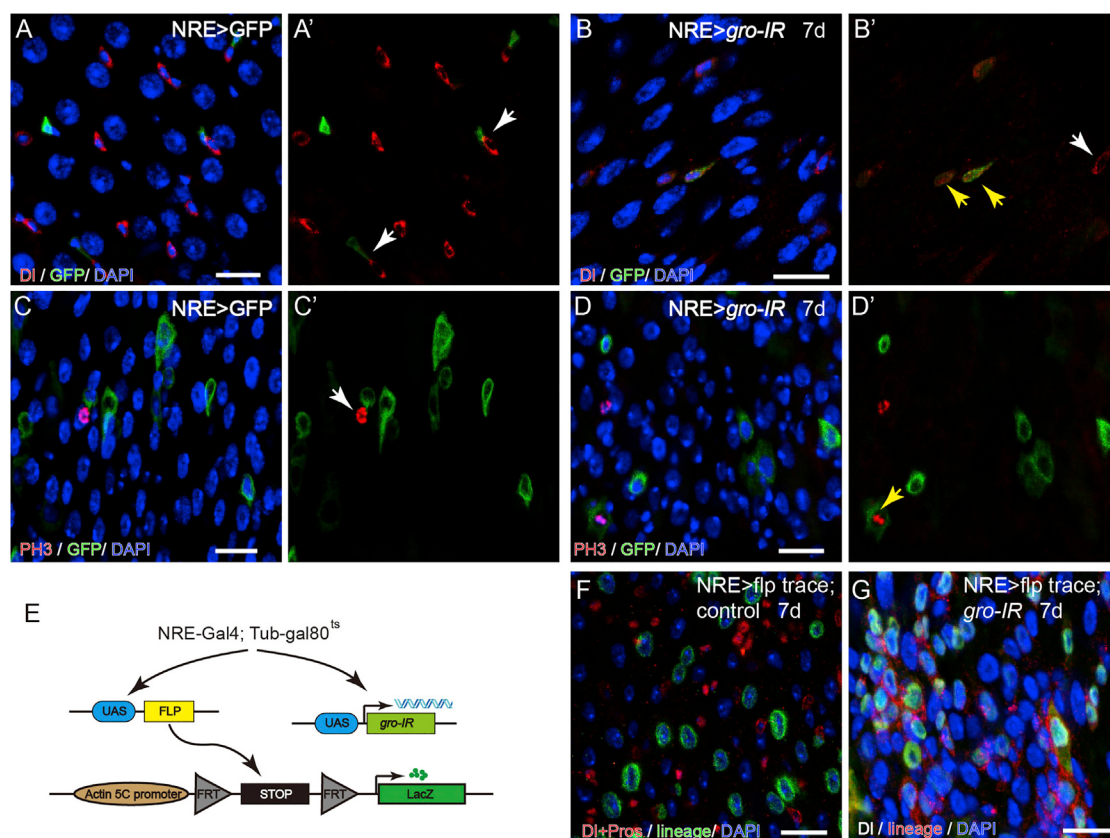

**Figure 3. Depletion of *gro* in EBs Causes Cell-Cycle Re-entry and Blocked Differentiation**

(A and B) Compared with control guts (A), knocking down *gro* in EBs (B) using NRE-Gal4<sup>ts</sup> leads to DL expression in EBs (marked by GFP, green).

(C and D) No PH3 signals could be detected in GFP<sup>+</sup> EB cells in normal guts (C), while *gro* depletion in EBs allows EB to re-enter the cell cycle, as indicated by co-localization of NRE-GFP and PH3 signals (D).

(E) A schematic of cell lineage-tracing strategy.

(F) In wild-type guts, NRE-Gal4<sup>+</sup> cells mostly give rise to polyploid EC cells.

(G) Following *gro* depletion, NRE-Gal4<sup>+</sup> cells give rise to clusters of diploid cell progeny and many of them express DL.

and the presumptive EB) by preventing DL expression and mitotic re-entry in the presumptive EB. Interestingly, as NRE-lacZ is not activated in ISCs following *gro* depletion, *gro* is not required for Su(H)/Hairless-mediated transcriptional repression in ISCs, indicating that other co-repressor(s) could participate in the process.

### CtBP Is Essential to Repress Notch Signaling Activation in ISCs

Another candidate co-repressor potentially involved in this process is CtBP, as both CtBP and Gro interact with Hairless and are found to collectively participate in Hairless-mediated transcriptional repression in many biological processes. We transiently depleted CtBP in progenitor cells by RNAi, and examined the effect on NRE-lacZ expression in ISCs and EBs. Strikingly, transient depletion of CtBP rapidly abolished DL expression in progenitor cells

and rendered the majority of these cells to express NRE-lacZ (Figure 4A). This is very different from the effect by *gro-IR*, but is similar to the effect by Ncd overexpression (Figure 4B). Therefore, Notch signaling is ectopically activated in ISCs following CtBP depletion. To further confirm that depletion of CtBP is sufficient to induce transcriptional activation of Notch signaling without Notch receptor activation, we co-depleted Notch and CtBP in ISCs and EBs and examined the effect on NRE-lacZ expression. As a control, either depletion of Notch or co-depletion of Notch and *gro* failed to activate NRE-lacZ expression in the ISC-like tumor cells (Figures 4C and 4D). However, co-depletion of Notch and CtBP prevented ISC proliferation and caused virtually all ISCs to ectopically express NRE-lacZ (Figure 4E).

It is known that Hairless interacts with CtBP through its C-terminal domain. Consistent with our hypothesis that

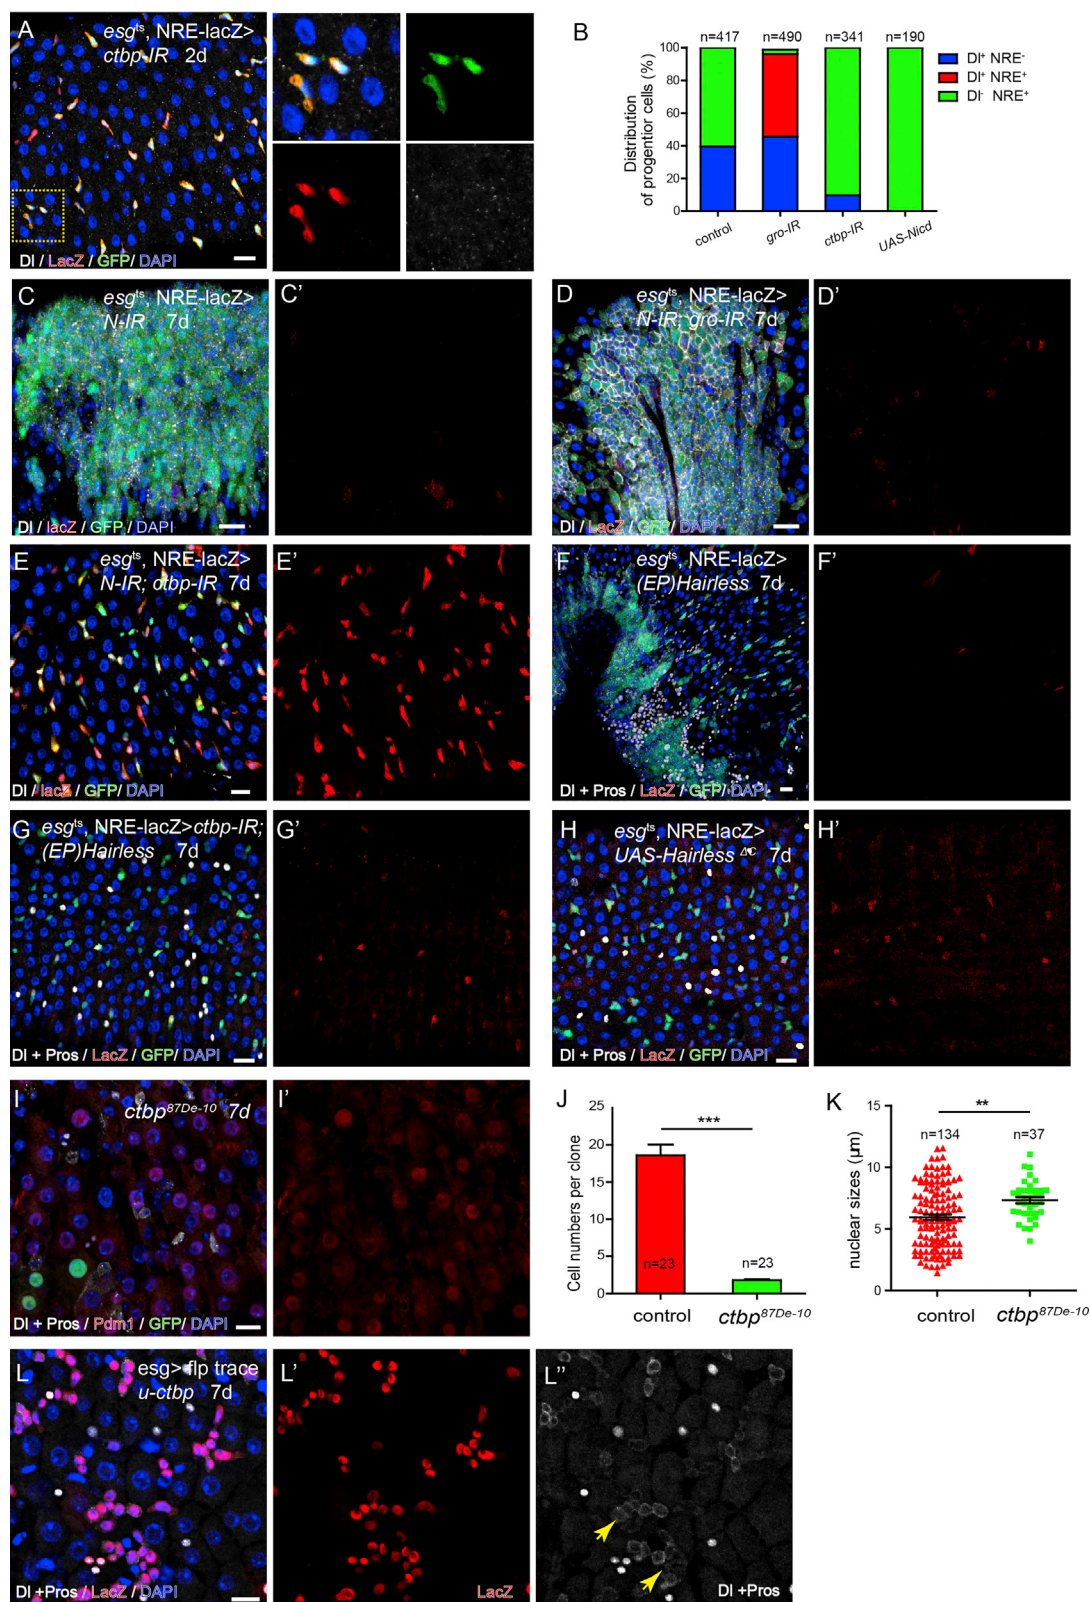

(legend on next page)

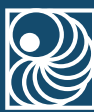

Hairless utilizes CtBP as cofactor to exert the default repression, we found that depletion of *CtBP* in *esg*<sup>+</sup> cells completely suppressed Hairless overexpression-induced ISC-like and EE-like tumors, and allowed NRE-lacZ expression in all of these *esg*<sup>+</sup> cells (Figures 4F and 4G). In addition, in contrast to the full-length Hairless, overexpression of a C-terminal truncated form of Hairless (H<sup>ΔC</sup>) failed to induce any ISC- or EE-like cell accumulation in the epithelium, and failed to suppress NRE-lacZ expression (Figure 4H). Collectively, these data demonstrate that Hairless only uses CtBP as a cofactor to exert the default repression in ISCs.

To further understand the fate of *CtBP* mutant ISCs, we induced *CtBP*<sup>87De-10</sup> (a loss-of-function allele) homozygous mutant clones using the MARCM system, and examined the clones after 7 days. The mutant clones typically contained only one or two polyploid cells, positive for Pdm1 (Figures 4I–4K), suggesting that loss of *CtBP* causes ISCs to rapidly differentiate into ECs. Interestingly, continuous overexpression of *CtBP* was also able to hamper ISC differentiation, as revealed by the fact that the cell lineage-tracing marker that *CtBP* overexpressed ISCs gave rise to many DI<sup>+</sup> cells that were clustered together (Figure 4L, arrows), although CtBP overexpression did not completely block EC differentiation.

It has been reported that CtBP also serves as a co-repressor for Snail family transcription factors Esg and Snail to regulate gene expression (Nibu et al., 1998; Voog et al., 2014), and both Esg and Snail have been implicated in the regulation of ISC maintenance and/or proliferation (Dutta et al., 2015; Korzelius et al., 2014; Loza-Coll et al., 2014). However, loss of *esg* causes ISCs to differentiate into both ECs and EEs, with an increased preference for EEs (Figure S6C) (Li et al., 2017; Loza-Coll et al., 2014), a phenotype that is different from the loss of *CtBP* (Figures 4I–4K), implying that CtBP mainly interacts with Hairless but not Esg to regulate ISC differentiation. We found that EE generation was disrupted in *CtBP* and *esg*

double-depleted clones, similar to *CtBP*-depleted clones (Figure S6D). This further supports an Esg-independent function of CtBP in regulating ISC differentiation. We also re-examined the function of *snail* by clonal analysis. We did not observe any obvious phenotype in *snail*<sup>18</sup> (a loss-of-function allele) mutant ISC clones. The clone size was comparable with the wild-type controls, and the cell-type composition in the mutant clones also appeared normal (Figures S6A and S6B). Therefore, unlike Esg, Snail is not a critical factor for ISC proliferation and differentiation.

### Gro Is Necessary for E(spl)-C-Mediated Repression of DI Expression and Cell Division

In the midgut, the *E(spl)-C* genes are major targets of Notch signaling that promote ISC differentiation. As Gro can serve as a co-repressor of E(spl)-C proteins to carry out transcriptional repression, it is reasonable to speculate that the disrupted differentiation phenotype following *gro* depletion could be due to compromised activity of E(spl)-C proteins. To test this possibility, we first asked whether *gro* is required for Notch activation-induced ISC differentiation. Ectopic activation of Notch pathway by overexpressing intracellular domain of Notch (Ncd) in ISCs was able to rapidly repress DI expression, and eventually induce their loss by differentiation into ECs (Figures 5A–5B'), as previously observed (Micchelli and Perrimon, 2006; Wang et al., 2015). However, simultaneous depletion of *gro* during *Ncd* overexpression was able to effectively prevent ISC differentiation, and, on the contrary, extra DI<sup>+</sup> ISC-like cells were produced (Figure 5C). This is similar to the phenotype caused by *gro* depletion alone, thus suggesting that *gro* genetically acts downstream of *Ncd*. Next, we asked whether *gro* is required for ISC differentiation induced by *E(spl)-C* genes. Clonal overexpression of *E(spl)m7* was sufficient to induce ISC loss and EC differentiation (Figure 5D). In contrast, overexpression of *E(spl)m7* in *gro* mutant clones failed to

### Figure 4. CtBP Is Essential to Repress Notch Signaling Activation in ISCs

(A and A') Knocking down *CtBP* in progenitor cells (genotyped as *esg*-Gal4, *u*-GFP; NRE-lacZ, Tub-Gal80<sup>ts</sup>, or *esg*<sup>ts</sup>; NRE-lacZ for simplicity) leads to Notch activation in the paired progenitor cells (yellow arrow).  
(B) Quantification of the percentage of DI<sup>+</sup> NRE<sup>−</sup>, DI<sup>+</sup> NRE<sup>+</sup>, and DI<sup>−</sup> NRE<sup>+</sup> cells among progenitors after treatment for 7 days.  
(C and D) Knocking down *Notch* disrupts activation of NRE-lacZ reporter (C), and *Gro* depletion fails to turn on NRE-lacZ expression in *Notch-IR* guts (D).  
(E) *Notch* depletion-induced tumor is suppressed in the absence of *CtBP*, and NRE-lacZ is generally activated in the mutant progenitor cells.  
(F and G) Overexpressing *Hairless* blocks Notch activation and induces tumorigenesis (F), and co-depleting *CtBP* efficiently suppresses tumorigenesis and allows activation of NRE-lacZ in progenitor cells (G).  
(H) Overexpressing a truncated form of Hairless (H<sup>ΔC</sup>) fails to suppress NRE-lacZ expression and induce tumorigenesis.  
(I) ISC is absent in *CtBP* mutant clones and most of the mutant clones consist of only one or two Pdm1<sup>+</sup> polyploid cells.  
(J–L) Quantifications of cell number (J) and nuclear size (K) in control and *CtBP* mutant clones. Error bars indicate mean ± SEM, \*\*\*p < 0.001 (Student's t test). Scale bars, 20 μm. (L) Lineage tracing of *esg*<sup>+</sup> cells with *CtBP* overexpression. DI<sup>+</sup> cell clusters were observed in the lineage (yellow arrow).

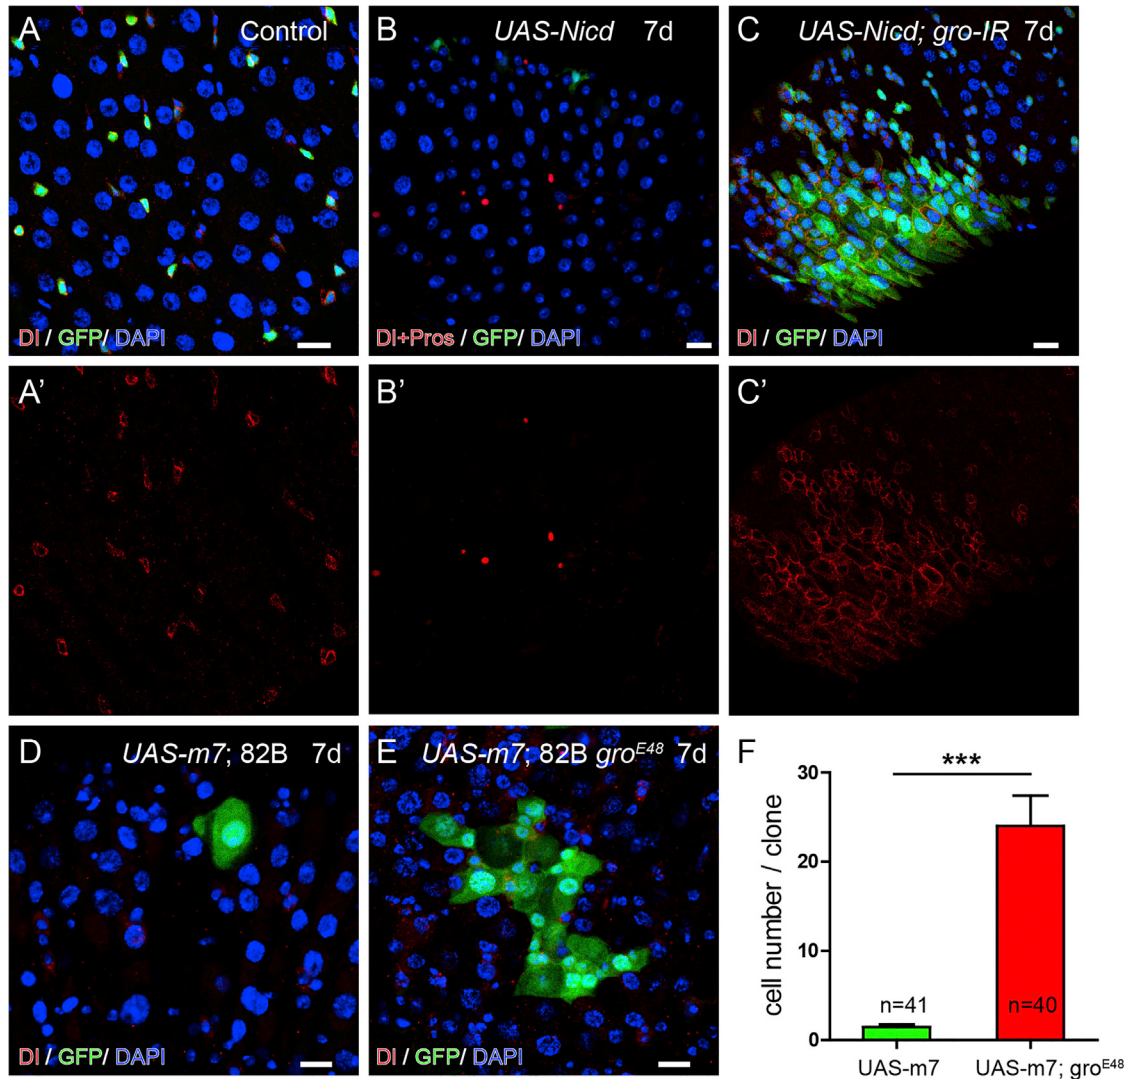

**Figure 5. *Gro* Is Necessary for *E(spl)-C*-Mediated Repression of *Dl* Expression and Cell Division**

(A–B') Overexpressing *Nicd* using *Dl*-Gal4 effectively depletes *Dl*<sup>+</sup> ISCs (B and B'), compared with the control guts (A and A'). (C and C') Knocking down *gro* prevents *Nicd*-induced ISC depletion. To the contrary, it leads to accumulation of *Dl*<sup>+</sup> cells. (D) Clonal overexpression of *m7* alone causes ISC loss and differentiation into ECs. (E) Overexpression of *m7* in *gro<sup>E48</sup>* mutant clones fails to deplete ISCs, as the clones are able to grow into large patches. (F) Quantification of MARCM clone sizes in *UAS-m7* and *UAS-m7; gro<sup>E48</sup>* guts, n = 40–50 clones. Error bars indicate mean ± SEM, \*\*\*p < 0.001 (Student's t test). Scale bars, 20 μm.

deplete ISCs, as the mutant clones were still able to grow into a large number of cells (Figures 5E and 5F). It is worth mentioning that the phenotypes associated with *gro* mutant clones, including excessive *Dl*<sup>+</sup> cells and absence of EEs, are reminiscent to *P[gro+] Df(3R) gro32.2* mutant clones, in which the entire *E(spl)-C* genes are removed (Bardin et al., 2010). Collectively, these data are consistent with the idea that *Gro* functions in EBs as a co-repressor for *E(spl)-C* proteins to repress *Dl* expression and facilitate cell differentiation.

### *Gro* Mediates a Baseline Notch Activity in ISCs to Inhibit Cell Proliferation

In addition to disrupted lateral inhibition, depleting *gro* in ISCs also leads to increased mitosis in the midgut. This could be an indirect effect caused by accumulation of ISC-like cells that are proliferative. Alternatively, *gro* could have a negative role in regulating ISC proliferation. To study whether *gro* has a separate role in cell proliferation, in addition to the role in lateral inhibition, we clonally overexpressed *gro* using the MARCM system and found

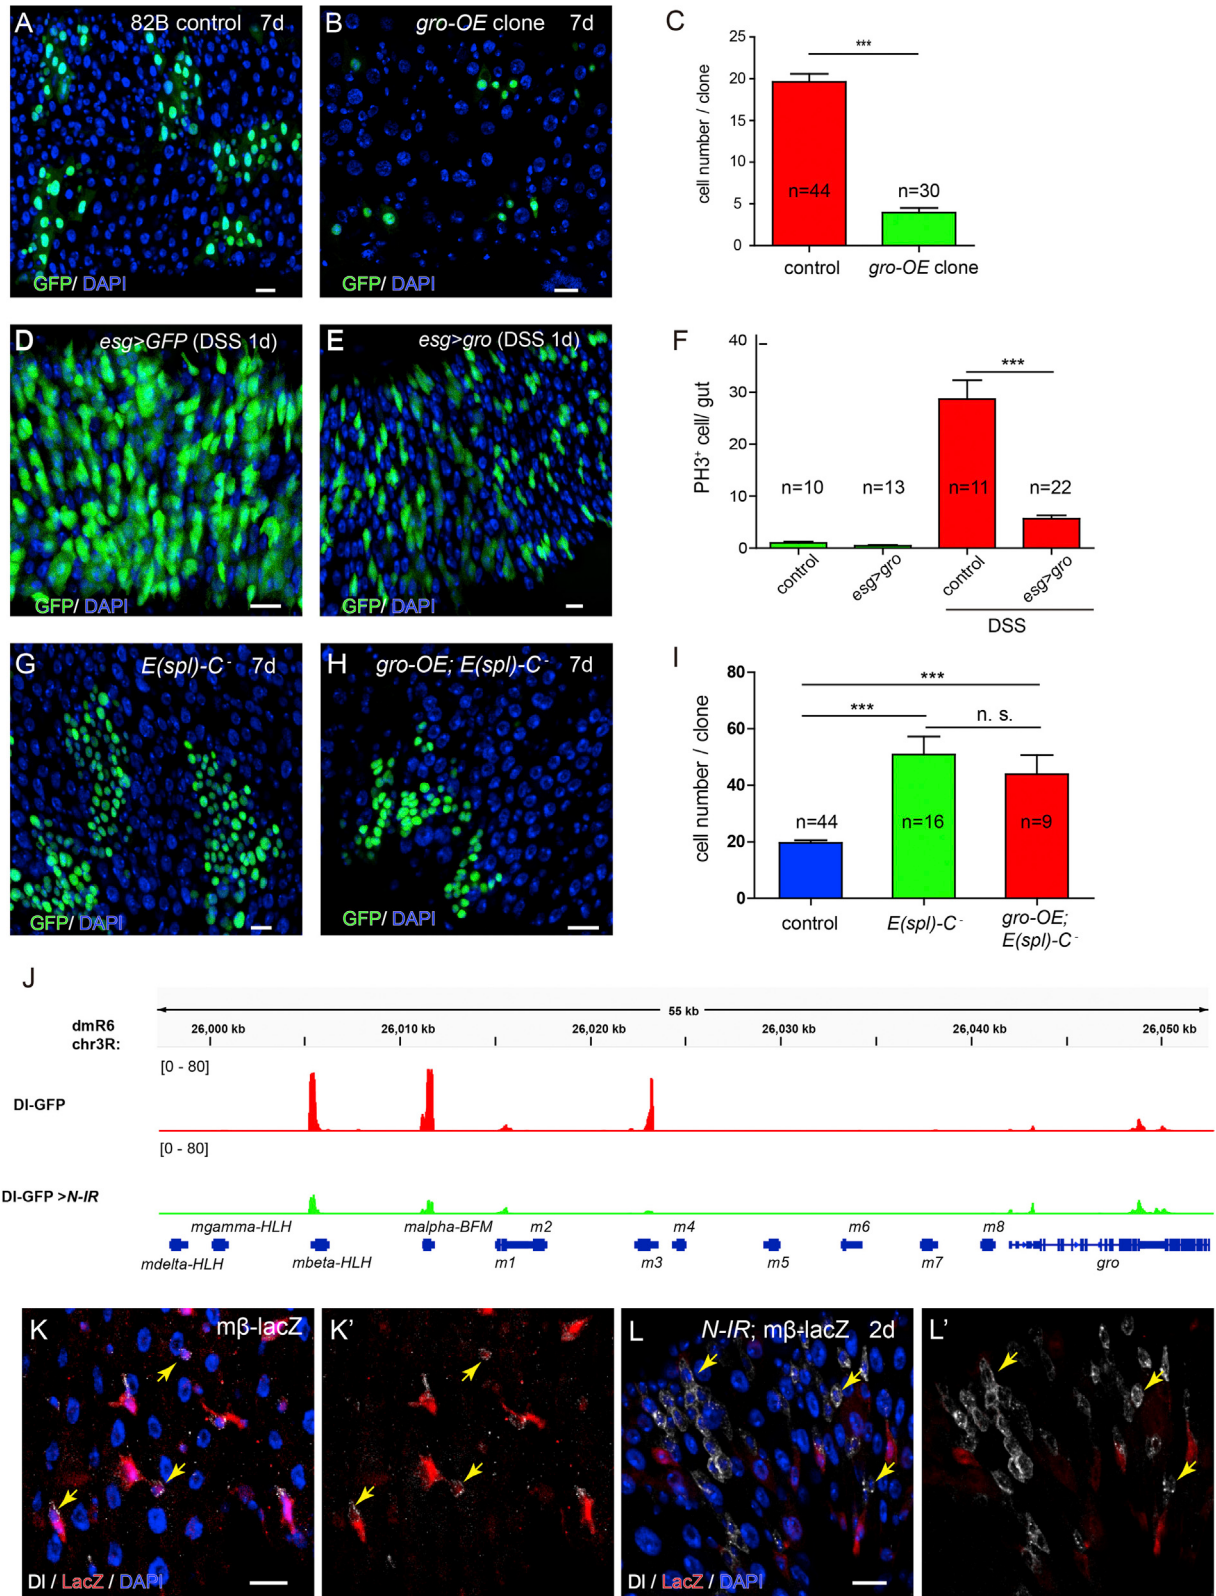

(legend on next page)

that individual *gro*-overexpressing clones were typically smaller (containing fewer cells) than the wild-type clones (Figures 6A–6C). Intestinal damage caused by DSS feeding effectively induces ISC proliferation and epithelial regeneration, as previously reported (Amcheslavsky et al., 2009). *Gro* overexpression was also able to significantly inhibit this damage-induced ISC proliferation (Figures 6D–6F). These observations suggest that *gro* is necessary and sufficient to inhibit ISC proliferation under both normal and stress conditions.

To test whether *Gro* also cooperates with *E(spl)*-C proteins to regulate ISC proliferation, we generated *P[gro<sup>+</sup>]/Df(3R) gro32.2* mutant clones and found that *gro* overexpression failed to inhibit the growth of these *E(spl)*-C mutant clones (Figures 6G–6I). The results suggest that the proliferation-inhibitory effect of *Gro* requires *E(spl)*-C proteins, and therefore it is likely that *Gro* cooperates with *E(spl)*-C proteins to negatively regulate ISC proliferation.

If *Gro* indeed functions together with *E(spl)*-C proteins to limit ISC proliferation, these factors must be expressed in ISCs. To determine whether *E(spl)*-C genes are expressed in ISCs, and whether there is a baseline level of Notch activity in ISCs that may contribute to their expression, we compared the gene expression profile of ISCs with and without *Notch* depletion. Consistent with our previous observations (Chen et al., 2018), we found that several *E(spl)*-C genes, such as *mα*, *mβ*, and *m3*, were also expressed in ISCs (Figure 6J). In addition, the expression of *mα*, *mβ*, and *m3* were all significantly downregulated following *Notch* depletion (Figure 6J). This level of Notch target gene activation in ISCs is not detectable by NRE-lacZ, the typical Notch activation reporter that only marks EBs. Therefore, we further identified and examined a lacZ transcription reporter for *mβ*. Normally it was mainly expressed in EBs, and we found that it was also generally expressed in ISCs, albeit in a much lower level. Depletion of *Notch* completely abolished its expression in ISCs (Figures 6K and 6L).

To understand the functional requirement for *E(spl)*-C genes in ISCs, we knocked down *mα*, *mβ*, and *m3*, three

most abundantly expressed *E(spl)*-C genes, in ISCs. As shown in Figure S7, individual knock down of either one of them did not cause any obvious phenotype (Figures S7B–S7D). However, simultaneous knocking down of *mα* and *mβ* or *mα* and *m3* caused moderate accumulation of progenitor cells (Figures S7E and S7F). Therefore, a baseline expression of *E(spl)*-C factors function redundantly in ISCs to restrict cell proliferation. Together with the observation that overexpressing *mβ* in ISCs failed to deplete *DI*<sup>+</sup> cells in the absence of *Gro* (Figure S7G), these data collectively demonstrate that the *E(spl)*-C factors function cooperatively with a common co-repressor *Gro* to regulate ISC proliferation and differentiation.

We thus conclude that *Gro* has two severable functions respectively in ISCs and EBs. In ISCs, *Gro* cooperates with a low level of *E(spl)*-C proteins to limit ISC proliferation. In the immediate daughter EBs, abundant *E(spl)*-C proteins are induced by Notch activation via lateral inhibition, and *Gro* cooperates with these *E(spl)*-C proteins to repress *DI* expression and prevent cell-cycle re-entry, thereby defining EB fate (Figure 7).

## DISCUSSION

In this study, we have demonstrated that CtBP and *Gro* function separately in *DI*-Notch-mediated cell fate decision between ISCs and EBs in the *Drosophila* ISC lineages. CtBP functions specifically in ISCs to participate in Su(H)-mediated transcriptional repression, whereas *Gro* functions specifically in EBs to participate in *E(spl)*-C-mediated transcriptional repression (Figure 7). As a result, loss of CtBP causes ISC differentiation and loss, whereas loss of *gro* causes ISC-like tumor development. Since both CtBP and *Gro* are highly conserved transcriptional co-repressors from flies to mammals, our findings may have important implications about the roles of these regulatory proteins in the lateral inhibition, stem cells, and tumorigenesis in mammals.

This distinctive division of labor for CtBP and *Gro* in lateral inhibition is interesting, because these two

### Figure 6. *Gro* Mediates a Baseline Notch Activity in ISCs to Inhibit Cell Proliferation

(A and B) Compared with wild-type clones (A), *gro* overexpression clones grow much smaller in size (B).  
(C) Quantification of cell numbers in wild-type and *gro*-overexpressed clones.  
(D and E) DSS injury induces repaid proliferation in the intestine (D), while *Gro* overexpression inhibits DSS-induced ISC proliferation (E).  
(F) Quantification of PH3<sup>+</sup> cells in control and *gro*-overexpressed guts after DSS treatment.  
(G and H) *Gro* overexpression (H) fails to repress the growth of tumorous clones caused by the removal of *E(spl)*-C genes (G).  
(I) Quantification of cell numbers in *E(spl)* mutant clones with or without *gro* overexpression.  
(J) Comparative analysis of *E(spl)*-C gene expression in control (red) and *Notch-IR* (green) guts.  
(K–L) Expression of *mβ*-lacZ could be detected in normal *DI*<sup>+</sup> ISCs (yellow arrows) (K), but not in *Notch*-depleted *DI*<sup>+</sup> ISCs (yellow arrows) (L).

Error bars indicate mean ± SEM. n.s., not significant, \*\*\*p < 0.001 (Student's t test). Scale bars, 20 μm.

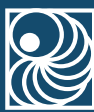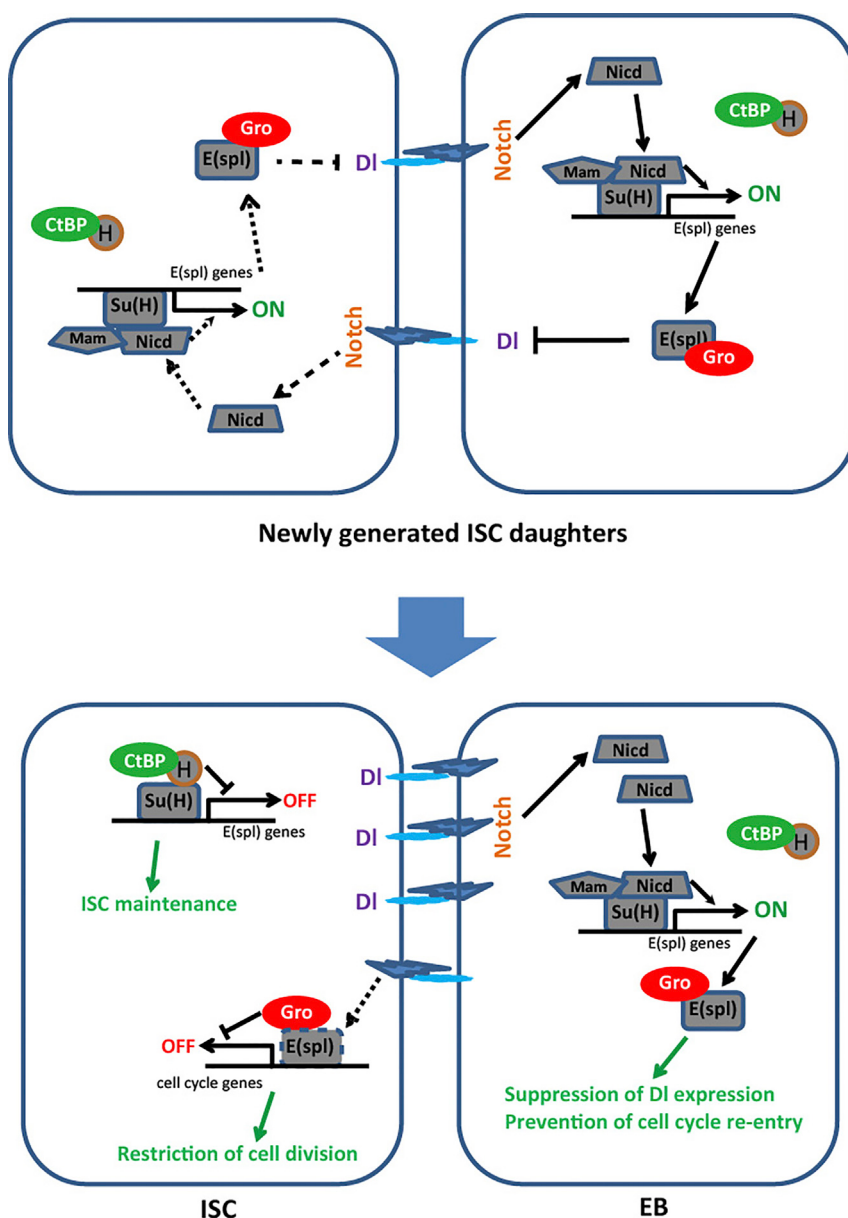

**Figure 7. A Model for the Functions of CtBP and Gro in Lateral Inhibition between ISC and EB**

After each ISC division, the fate of the two newly formed ISC daughters is specified by Notch-mediated lateral inhibition. Through lateral inhibition, a slight difference in DL-Notch-Su(H)-E(spl)-C signaling cascade between the two identical daughters leads to two distinct cell fates. The daughter that retains DL expression will remain as a new ISC, whereas the daughter with Notch activated will become an EB. Two co-repressors CtBP and Gro are both expressed generally in ISCs and EBs, but they have distinct functions in the process of lateral inhibition. CtBP specifically participates in Su(H) and Hairless-mediated transcriptional repression of Notch targets in ISCs, thereby maintaining ISC fate. Gro has two separate roles respectively in ISCs and EBs. In EBs, it is in complex with E(spl)-C factors to suppress DL expression and prevent cell-cycle re-entry. In ISCs, this protein also cooperates with E(spl)-C factors (that are expressed at low levels in ISCs) to restrict ISC proliferation.

global co-repressors are generally believed to function simultaneously as negative regulators of Notch signaling by mediating Su(H)-mediated transcriptional repression. Biochemically, CtBP and Gro are able to simultaneously interact with Su(H) through separate binding motifs. Genetically, removing one functional copy of *gro* or *CtBP* function enhances the bristle loss phenotype caused by *hairless* mutation (Barolo et al., 2002). However, because Gro also interacts and cooperates with E(spl)-C proteins, and therefore Gro is also considered as a positive regulator of Notch signaling (Paroush et al., 1994). This dual function of Gro could make the genetic phenotypes too complicated to accurately interpret, not to mention their

pleiotropic functions as they bind to many other transcription factors and mediate transcriptional output of many additional signaling pathways (Apidianakis et al., 2001; Cavallo et al., 1998; Hanson et al., 2012; Hasson et al., 2005). We thus argue that reliable characterization of Gro and CtBP in any lateral inhibition processes requires cell-type-specific examination of gene function, in addition to the genetic interaction experiments.

In the *Drosophila* midgut, it has long been observed that each individual ISC is able to divide either symmetrically (to produce two ISCs or two EBs) or asymmetrically (to produce one ISC and one EB). At the anaphase of mitosis, DL is found to be symmetrically segregated into two

daughters, but in the case of asymmetric division, DI is specifically downregulated in one of the daughter cells, to produce an asymmetric outcome (Ohlstein and Spradling, 2007). Recent analysis further supports this idea by showing that ISCs commonly divide symmetrically, but whether it is a symmetric or asymmetric outcome depends on cell competition between the two daughters via DI-Notch-mediated lateral inhibition (de Navascues et al., 2012). As several canonical Notch signaling components are involved in ISC-EB separation (Bardin et al., 2010; Ohlstein and Spradling, 2007), the requirements for CtBP and Gro in the process reported here further support the idea that DI-Notch-mediated lateral inhibition separates ISC and EB fate. It has been shown that Hairless is specifically required in ISCs to maintain their fate, a function similar to CtBP reported here (Bardin et al., 2010). This is consistent with the idea that Hairless acts as an adaptor to link Su(H) and CtBP to establish the repressor complex (Barolo et al., 2002). In addition to ISC and EB fate separation, Gro is also essential for EE generation. Loss of Gro in ISCs causes formation of many ISC-like cell clusters, and these cells are able to differentiate further into ECs, but not EEs. This phenotype is largely reminiscent of the phenotype caused by the loss of *E(spl)-C* genes. On one hand, similar phenotypes support a role for Gro as an indispensable co-repressor for *E(spl)-C* proteins. On the other hand, the EE-less phenotype does not seem to support a role for *E(spl)-C* in favoring EC fate by opposing EE fate. The underlying mechanism remains to be investigated, but one potential explanation is that there are additional Notch targets, in addition to *E(spl)-C* genes, which function to promote EC differentiation, and that these additional Notch targets could be compensatorily upregulated on the loss of *E(spl)-C* genes. This may lead to the priming of ISCs to EC fate instead of EE fate. Consistent with this idea, the *AS-C* gene *sc*, which is essential for EE specification, is upregulated in ISCs when Notch is depleted, but is not when *E(spl)-C* genes are depleted (Chen et al., 2018).

This study also reveals a baseline level of Notch activity in ISCs that contribute to the expression of *E(spl)-C* factors, which cooperates with Gro to limit ISC proliferation. Previous studies suggest that Notch is mainly activated in EBs to promote cell differentiation, but subsequent RNA-seq analysis revealed that many *E(spl)-C* genes are expressed in both ISCs and EBs (Dutta et al., 2015). Furthermore, Notch is believed to be activated in ISCs at a particular time window when EE is generated, and this Notch activity induced by a DI ligand from the newly formed EE is important for maintaining ISC multipotency (Guo and Ohlstein, 2015). By comparing RNA-seq data of normal ISCs and Notch-depleted ISCs combined with reporter analysis, here we show that,

although the expression of *E(spl)-C* genes in ISCs is attributed to Notch activity in ISCs, these Notch-dependent *E(spl)-C* genes seem to be generally expressed at a baseline level in all ISCs. By contrast, we have recently shown that *E(spl)m8*, as well as several other *E(spl)-C* genes, are oscillatorily expressed in a regulatory feedback loop with *AS-C* genes that controls the fate of ISC daughters (Chen et al., 2018). We propose that Notch-independent expression of *E(spl)-C* genes in ISCs serves in a feedback loop to control the binary fate decision of ISCs, while Notch-dependent expression of *E(spl)-C* proteins, which is at a low level, function cooperatively with Gro to suppress the expression of cell-cycle genes, such as *string* and *cyclin B*, thereby limiting ISC activity at a baseline level. This function of Gro and *E(spl)-C* could provide additional levels of regulation on ISC activity in response to environmental changes. It has been shown that Gro is phosphorylated on epidermal growth factor receptor (EGFR) activation, and the phosphorylation on Gro attenuates Gro-*E(spl)* complex-mediated transcriptional silencing (Hasson et al., 2005). EGFR/mitogen-activated protein kinase (MAPK) signaling is one of the major pathways that promotes ISC proliferation and epithelial regeneration in the *Drosophila* midgut (Biteau and Jasper, 2011; Buchon et al., 2010; Jiang et al., 2011; Liang et al., 2017; Xu et al., 2011). In addition, increased EGFR pathway activity is also necessary for Notch loss-induced ISC-like tumor growth (Patel et al., 2015). It is thus possible that Gro could also possibly participate in EGFR/MAPK activity-induced ISC proliferation to regulate homeostatic and regenerative epithelial turnover.

## EXPERIMENTAL PROCEDURES

### Fly Strains and Cultivation

Fly stocks were cultivated on standard food and kept at 25°C unless otherwise stated. The following fly strains were used: *UAS-gro-RNAi* no. 1 (VDRC, v110546/KK108953); *UAS-gro-RNAi* no. 2 (Tsinghua Fly Center, no. 1717/HMS01506); *UAS-stg-RNAi* (BDSC, no. 34831); *UAS-CtBP-RNAi* (Tsinghua Fly Center, no. 1919/HMS00677); *UAS-Notch-RNAi* (BDSC, no. 7078); *UAS-ttk-RNAi* (VDRC, v10855); *UAS-m3-RNAi* (BDSC, no. 34831); *UAS-mα-RNAi* (Bloomington *Drosophila* Stock Center [BDSC], no. 34831); *UAS-mβ-RNAi* (BDSC, no. 34831); *gro<sup>E48</sup>* (a gift from Barbara Jennings); *CtBP<sup>87De-10</sup>* (BDSC, no. 1663); *sna<sup>18</sup>* (BDSC, no. 2311); *esg<sup>3SCE-1</sup>* (BDSC, no. 3900); *NRE-lacZ* (Gbe-Su(H)m8-lacZ, a gift from Sarah Bray); *P[gro+]Df(3R)gro<sup>32.2</sup>* (BDSC, no. 52011); *mβ-LacZ* (a gift from Renjie Jiao); *DI-Gal4* (an ISC-specific driver); *NRE-Gal4* (an EB-specific driver, a gift from Steven Hou) (Zeng et al., 2010); *esg-Gal4*, *UAS-GFP* (a gift from Shigeo Hayashi); *UAS-Nicd* (a gift from Ting Xie); *UAS-Hairless* (BDSC, no. 15672); *UAS-m7* (BDSC, no. 26681); *UAS-mβ* (BDSC, no. 26675); *UAS-sc* (BDSC, no. 26687).

Generation of *UAS-gro-FLAG* transgenic flies: the *gro* cDNA was cloned into the attB-pUAST-3\*Flag vector, sequence verified, and

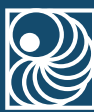

subsequently inserted into attP40 or attP2 sites of phiC31 stocks via standard microinjection. Both insertion lines produced a similar effect in this study.

Generation of *UAS-Hairless<sup>4C</sup>* transgenic flies: primers were used as described previously (Barolo et al., 2002). The truncated ORF of *Hairless* were amplified and cloned into attB-pUAST vector. Microinjection was then carried out and inserted this element into the attP2 site.

### Mosaic Analysis

Cell-type-specific gene depletion or overexpression was conducted using the Gal4/UAS/Gal80 system (Brand and Perrimon, 1993; McGuire et al., 2004). Crosses were carried out at 18°C, and 3- to 5-day-old progenies with the correct genotypes were transferred to 29°C for 7 days before dissection and staining, unless otherwise noted.

Cell clones were generated using the MARCM system (Lee and Luo, 1999), and the flip-out technique (Struhl and Basler, 1993) was used for cell lineage-tracing experiments, as described previously (Lin et al., 2008; Wang et al., 2015; Xu et al., 2011).

### Immunostaining

Immunostaining of *Drosophila* midgut was performed as described previously (Lin et al., 2008). In brief, 10–15 female midguts were dissected in PBS and fixed in 4% paraformaldehyde for 30 min at room temperature. After dehydration in methanol and rehydrated in PBT containing 0.1% Triton X-100, primary antibodies were added in 5% NGS-PBT solution and incubated overnight at 4°C. Secondary antibodies were incubated at room temperature for 2 h, followed by 5 min DAPI staining. The intestines were mounted using 70% glycerol and the images captured with a Nikon ARI confocal microscope. Images were adjusted in Adobe Photoshop and assembled in Adobe Illustrator. All scale bars indicate 20 μm unless otherwise noted.

Primary antibodies listed below were used in this study: mouse anti-Dl (Development Studies Hybridoma Bank [DSHB]; 1:300); mouse anti-Pros (DSHB; 1:300); mouse/rabbit anti-phospho-histone H3 (Cell Signaling Technology, no. 9706, 1:1,000); rabbit polyclonal anti-β-galactosidase (Cappel, 0855976; 1:6,000); rabbit anti-Pdm1 (a gift from Xiaohang Yang, Zhejiang University, China; 1:1,000). Secondary antibodies include goat anti-rabbit, anti-mouse IgGs conjugated with Alexa Fluor 488, Alexa Fluor 568, or Cy5 (Molecular Probes, A11034-A11036, A10524; 1:300).

### RNA-Seq

*Dl-Gal4*, *UAS-GFP*; *Gal80<sup>ts</sup>* stock was used to specifically express *gro-RNAi* (experimental group) or GFP (control group) in ISCs. Crosses were performed at 18°C, and 3- to 5-day-old F1 progenies with the correct genotypes were transferred to 29°C for 4 days before dissection. For each replicate, approximately 200 midguts were dissected and three replicates were collected for each genotype. Tissue digestion, cell sorting, and RNA isolation were carried out according to previously described protocol (Chen et al., 2016; Dutta et al., 2013). For each sample, about 30,000 PI<sup>+</sup>, GFP<sup>+</sup> cells were isolated and collected in a 1.5-mL tube containing 400 μL RNA extraction buffer. An Arcturus PicoPure RNA isolation kit (Applied Biosystems) and an Arcturus RiboAmp HS PLUS RNA amplification

kit were used for RNA extraction and amplification separately. Libraries were then generated for deep-sequencing on the Illumina GA II instrument.

### qRT-PCR

For each sample, 1 μg of amplified RNA described above was used to synthesize cDNA using 5× All-In-One RT MasterMix (ABM, cat. no. G485). qRT-PCR was then carried out using the SYBR PrimeScript RT-PCR Kit (Takara) on an ABI PRISM 7500 Fast Real-Time PCR System (Applied Biosystems). Expression levels of selected genes were normalized to *gapdh*, and RT-PCR primers used in this study as following:

#### E(spl)-C genes

```
m3_F GCCTGATGATTGCGGTATTT
m3_R ATGCTGCCGATCAGATTACC
m5_F TGGTTTCTTCGACTGGCTTG
m5_R CCAGACTTCTGTTACAACCTCCA
m7_F GACTGATGGAGGAGCAGGAG
m7_R GTGGCTTTTGAACACACT
m8_F GCTGTGATATCCGGAGGAG
m8_R AATTCCACGAAGCACAGTCC
mb_F ACCAAGATGGAGGACGACAG
mb_R CAGCCAGCAGAAAAGGAAGT
mr_F CACTCCACCACCTCTGAAT
mr_R CATCGTCTCAACTACCTGCAA
md_F CTCTTCTCGCGGAGACTTTG
md_R CACCAGCTCAAGGACATGAA
m2_F TCAATGAGCAACTCCTGCTG
m2_R CATGCGTAACGTGTGGAAC
m4_F GTCCTCAATTTCGCAGGACT
m4_R GGAGCAGAACCTCAAGAACG
ma_F GTTCGAGATTGTCGAGGAGC
ma_R CCAGCTACAGCATCAAGCAG
```

#### stg:

```
stg_F ACACTCGCATTCATGCAAAACA
stg_R AGCGTAAATTGTACCTAGCAGA
```

#### Dl:

```
Dl_F CATTTGCTTCACAGTCATCGTG
Dl_R GCTTTAGGCAGACGCGAAAC
```

#### gro:

```
gro_F GGCTGTGGGTATGGAGAAGT
gro_R TCGTGCAGATGCAGTTGATA
```

#### GAPDH:

```
GAPDH_F GTCGGGCTTGTAGGCATCC
GAPDH_R AGGCATCCACTCACTTGAAGG
```

### Statistical Analysis

All data were presented in the form of mean ± SEM. GraphPad Prism 5 software (GraphPad Software) was used to calculate p values by unpaired Student's t test.

### ACCESSION NUMBERS

The accession number for the RNA-sequencing data of *Dl-GFP* and *gro-RNAi* and *Notch-RNAi* reported in this paper is GEO: GSE112331.

## SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.stemcr.2019.03.005>.

## AUTHOR CONTRIBUTIONS

X.G. and R.X. conceived and designed the experiments, analyzed the data, and wrote the manuscript. X.G. and Z.Y. performed the experiments. H.H. and T.C. performed the bioinformatics analysis.

## ACKNOWLEDGMENTS

We thank the members of the fly community, as cited in the Materials and Methods, for generously providing fly strains and antibodies; the Bloomington *Drosophila* Stock Center (BDSC), the Tsinghua Fly Center, the Vienna *Drosophila* RNAi Center (VDRC) and Development Studies Hybridoma Bank (DSHB) for reagents; John Snyder for editing the manuscript, and the Xi lab members for comments and discussions. This work was supported by a National Key Research and Development Program of China (2017YFA0103602) and a National Basic Research Program of China (2014CB850002) from the Chinese Ministry of Science and Technology.

Received: April 1, 2018

Revised: March 15, 2019

Accepted: March 15, 2019

Published: April 11, 2019

## REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

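RNA-seq was available for FACS-sorted Dl > GFP+ midgut cells of *Drosophila melanogaster* in 3 groups of 3 replicate libraries each, control, *gro-RNAi* and *Notch-RNAi*. The authors amplified the RNA, sequenced it on an Illumina GA II and deposited FPKM, fragments per kilobase of transcript scaled to the mapped fragments of the library, for 17481 genes in all 9 libraries. The text does not name the aligner, the counting tool, the annotation or any further scaling between libraries. Every column was matched to its condition and replicate from the sample labels, and no pair of libraries held identical values.

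Gene symbols, positions and transcript lengths came from Ensembl release 115 for release 6 of the genome. This need not be the annotation the authors used. Of the 17481 genes, 17176 had a symbol and 305 did not, of which 200 were among the tested genes. *Dl* is listed there as Delta and *m1* as Kaz-m1. *esg* and some members of the gene sets could not be matched and were left out, so that 36 of 40 cell-cycle genes were used.

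FPKM carry no read totals. The depth of each library was estimated from the steps between low FPKM values (under 0.3 FPKM), which correspond to single reads, on genes with annotated transcripts of at least 2500 nt. The estimates ran from 7520000 to 18500000 reads with a median of 12400000, each kept to 3 significant digits. They give the reads behind low genes such as *Hey*, *ase* and *m5*. Where every control library held 3 reads or fewer, a fold is given as a lower bound. Read numbers and floors cover counting error only, since the amplified reads are not independent molecules.

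Genes with a mean of at least 0.1 FPKM over the 9 libraries were tested, 11493 in all. Values were put on the scale log2(FPKM + 0.1) and compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), in 1 fit over all 9 libraries without a replicate block. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called. The comparisons were *gro-RNAi* against control, *Notch-RNAi* against control, and *gro-RNAi* against *Notch-RNAi*. Sets of genes were compared with limma's fry, a two-sided rotation test, and their p-values were adjusted over the 24 tests of 8 sets in 3 comparisons. This adjustment was added after the data were seen, as was 1 of the sets, of 6 genes that all enteroendocrine cells share. Single genes of main interest also had an exact permutation test, which with 3 libraries against 3 cannot give a two-sided p below 0.1. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The comparison was tested on simulated data with 200 changed genes among 11293, of which 118 (59%) were called in the right direction. A further 30 genes were raised as a set. Of the unchanged genes, 12 of 11063 were called. The simulated reads had a dispersion of 0.05 for every gene and no shift of the median between groups. The real libraries have such a shift, and some genes spread widely, such as *Dl* in *gro-RNAi* (42.0 ± 24.1 FPKM, SD, n = 3 libraries). These rates therefore need not hold for the real libraries.

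Genes were named by a rule set before the data were examined. It takes every gene that the paper names for its RNA-seq, together with *sc*, *ase* and *pros*, which the paper discusses in EE specification, and for each comparison with control the 5 largest increases and 5 largest decreases among called genes whose RNAi libraries all lie on the same side of the control libraries. *Tk*, *NPF* and *Dh31* fall outside this rule and were chosen after their values were seen. *tio* falls outside it as well and was named for a test written before its values were seen.

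The alternatives, set before the data were examined, were a pseudocount of 1 or 0.01, a filter at a mean of at least 1 FPKM or none, libraries centred on the same median, quantile normalization, only the 6 libraries compared, one prior variance for all genes, no moderation with only the 6 libraries compared, a replicate block, a threshold of 2-fold for the counts, geometric means for the fold of *Dl*, ranks in each control library, and each library left out in turn. The imaging experiments and the qRT-PCR were not analysed here.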

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

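The tests of scaling, of low reads, of a single library and of genes shared by enteroendocrine cells in this part were chosen only after the results were seen. The test of enteroendocrine markers was set before the data were examined.

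The *E(spl)-C* genes responded differently to the depletions, and this difference was tested directly. The mean log2 difference between *gro-RNAi* and *Notch-RNAi* over the 11 genes was 2.74 (limma fry adjusted p = 1.20e-05, and 4.99e-07 before adjustment), with 10 of the 11 genes higher in *gro-RNAi*. Over the alternatives the mean stayed between 2.11 and 3.19, with unadjusted values up to 2.63e-05. Both groups are compared with the same control libraries, but the size of this difference does not involve the controls. Its p-values do, since the spread was estimated over all 9 libraries. With only the 6 libraries compared, the value before adjustment was 2.63e-05 (limma fry). Of the 4 splits of these 6 libraries that part all same-numbered pairs, 1, the real one, gave as many differing genes, and 4 splits cannot give a small share. The other 6 of the 10 splits part only 1 such pair. With only the 6 libraries compared, the real split gave 670 genes and the other splits 0 to 7. The set means against control, 1.37 and -1.37, have opposite signs. The libraries do not separate an effect within the cells from a change in which cells carry Dl > GFP. By gene, only *m7* was called in opposite directions (log2 fold changes 2.70 and -1.80). *m8* was called higher in both depletions (4.01 and 2.77), and *mδ* and *m4* were above 0 in both. The count over 4 splits cannot decide for or against an arbitrary grouping.

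In *Notch-RNAi*, *Dl*, *vg* and *m8* were higher than in control. The paper's account of this comparison names *mα*, *mβ* and *m3*, and its discussion describes oscillating *m8* expression in a feedback loop with *AS-C* genes and proposes expression of *E(spl)-C* genes without Notch. The log2 fold change of *Dl* was 3.00 (limma adjusted p = 0.00106, higher in 3 of 3 libraries), that of *vg* was 2.80 (limma adjusted p = 0.00206, 3 of 3) and that of *m8* was 2.77 (limma adjusted p = 0.00207, 3 of 3). Over the alternatives the increase of *vg* ranged from 1.11 to 3.57 and that of *m8* from 1.8 to 2.96. For *Dl* no difference between the depletions was detected (log2 difference -0.28, limma adjusted p = 0.676). A shift in scaling was tested for *m8* and *vg* by centring the libraries on the same median, after which the smaller increase was 2.30. For *Dl*, the alternatives gave 2.50 to 3.02. The low reads are in control, with 15 estimated reads of *m8* over the 3 libraries against 177 in *Notch-RNAi*, and 17 against 285 for *vg*, with reads estimated from the annotated lengths. The exact lower 95% limits of the ratios at these depths were 4.70 for *m8* and 6.94 for *vg*, which cover counting error only. Neither scaling nor counting error accounts for the increases of *m8* and *vg*. They may reflect the expression without Notch that the paper proposes for *E(spl)-C* genes, or a change in which cells carry Dl > GFP, and the libraries do not separate these.

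*Tk*, *NPF* and *Dh31* encode peptide hormones of enteroendocrine cells (EEs) and are not discussed in the paper. They were picked after their values were seen. In *Notch-RNAi* their log2 fold changes were -4.40 (*Tk*, limma adjusted p = 1.17e-04), -6.16 (*NPF*, limma adjusted p = 7.15e-04) and -3.82 (*Dh31*, limma adjusted p = 6.79e-04), lower in 3 of 3 libraries for each. After centring the smallest decrease was -4.32, so scaling does not account for them. Less EE RNA in the libraries was tested with 6 genes that EEs share (*pros*, *Syt1*, *Rab3*, *nSyb*, *7B2* and *amon*), and their mean log2 fold change was 1.68, an increase. A loss of all EE RNA is therefore unlikely as the source. The wider set of 19 EE markers was higher before adjustment (limma fry, 0.0236, mean log2 fold change 0.66) and did not pass after it (adjusted p = 0.0592 over 24 set tests). Of its members 10 were called higher and 3 lower, and after centring its mean was 0.17 with an unadjusted value of 0.106. A candidate explanation for the rise of the shared genes is that immature cells on the EE path, before hormone expression, are more frequent among the sorted cells of *Notch-RNAi*. It is a hypothesis found on these data and leaves the size of the decreases open. Mean FPKM fell from 101 to 4.44 for *Tk*, from 300 to 3.71 for *NPF* and from 22.6 to 1.52 for *Dh31*. The 6 shared genes cannot tell whether hormone-expressing EEs became fewer, so a loss of these cells is not ruled out.

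The paper reports Pros+ cells as almost absent from *gro* mutant clones, scored by staining for the protein in clones of a loss-of-function allele. The libraries instead hold RNA of sorted Dl > GFP+ cells after 4 days of RNAi, so the measures are unlike and need not conflict. In *gro-RNAi*, *sc*, *ase* and *pros*, genes of EE specification, were higher. On the log2(FPKM + 0.1) scale they rose by 2.22 (*sc*, limma adjusted p = 0.0548), 1.66 (*ase*, limma adjusted p = 0.11) and 1.53 (*pros*, limma adjusted p = 0.032), each higher in 3 of 3 libraries. Only *pros* passed the threshold, and 5 of its 10 alternatives and 3 of the 6 fits that left out 1 library kept this call. *sc* passed in 2 of 10 alternatives (lowest adjusted p = 0.0365) and in 1 of the 6 fits (adjusted p = 0.0194). *ase* passed in 0 of 9 and 0 of 6. The 19 EE markers as a set were also higher in *gro-RNAi* (mean log2 fold change 0.86, limma fry adjusted p = 0.0415, and 0.0121 before adjustment), with unadjusted values up to 0.0424 over the alternatives and up to 0.0483 with 1 library left out. The 6 genes that EEs share did not pass in *gro-RNAi* (mean log2 fold change 0.96, limma fry adjusted p = 0.0599, and 0.0275 before adjustment), with unadjusted values of 0.0509 after centring, up to 0.0772 over the alternatives and up to 0.0994 with 1 library left out. After centring the smallest of the increases of *sc*, *ase* and *pros* was 1.17, so scaling does not account for them. Without *gro-RNAi* replicate 1 the smallest was 1.04, that of *ase*. *ase* held 2, 1 and 1 reads in control and 33, 2 and 8 in *gro-RNAi*, so most of its reads, and its bound of 4.45-fold on a floor of 3 reads, rest on that library, and its increase cannot be told apart from an effect of that library. The increases are not particular to *gro-RNAi*. In *Notch-RNAi* the same genes rose by 3.13 (*sc*, limma adjusted p = 0.00592), 3.10 (*ase*, limma adjusted p = 0.00505) and 2.34 (*pros*, limma adjusted p = 0.00213), and the paper cites earlier work for higher *sc* in ISCs after depletion of Notch. No difference between the depletions was detected for any of the 3 with all libraries (limma adjusted p between 0.149 and 0.363). With 1 library left out, *ase* and *pros* passed in 1 of 9 fits each (lowest adjusted p = 0.0251 and 0.033) and *sc* in 0 of 9. The 6 genes that EEs share differed by -0.72 (limma fry, 0.09 before adjustment). Without *gro-RNAi* replicate 1 they differed by -1.06 (limma fry, 0.0048 before adjustment, at least 0.0803 in the other such fits). The source of the increases in *gro-RNAi* remains open.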

How the results depend on the processing

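The 94 results were recomputed with each library left out in turn where this applies, and under those of the 15 alternatives that apply to them, from 2 to 11 per result, with settings all chosen before the data were examined. The marker sets, the cell-cycle set in *Notch-RNAi* and *Kaz-m1* were added to these recomputations after the data were seen. Among the results that kept their direction and call under every setting run for them were the set results for *E(spl)-C* in *gro-RNAi*, in *Notch-RNAi* and between the depletions and for the cell-cycle genes in both depletions, the decreases of *mα*, *mβ* and *m3* in *Notch-RNAi*, and the places of these 3 genes in control. The *gro-RNAi* *E(spl)-C* mean ranged from 1.04 to 1.52 and the *Notch-RNAi* mean from -1.85 to -1.07. The fold of *Dl* was 7.17, 6.70 with geometric means and 5.28 after centring.

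The counts of called genes moved most. In *gro-RNAi*, 720 higher and 141 lower became 224 and 322 with the libraries centred on the same median, 235 and 221 with quantile normalization, 160 and 34 with only the 6 libraries compared, and 53 and 7 without moderation. With each library left out in turn, from 260 to 744 genes were higher and from 53 to 141 lower. In *Notch-RNAi*, 2806 higher and 493 lower became 1030 and 1294 after centring, 1073 and 1124 with quantile normalization, and 1738 and 263 without moderation, and 1864 were at least 2-fold higher. Across the fits that left out 1 library, from 1333 to 2499 were higher and from 228 to 453 lower. The genes differing between the depletions fell from 857 to 190 without moderation, and ranged from 137 to 1164 with 1 library left out. Of the genes called before centring, 224 of 720 higher and 140 of 141 lower genes in *gro-RNAi* were called again after it.

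The log2 fold change of *Dl* in *gro-RNAi*, 2.72, did not pass the threshold with only the 6 libraries compared (adjusted p = 0.0549) or without moderation (0.126), where its size is unchanged. The cause was not tested for the moves in the counts outside the scaling alternatives.

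With a replicate block, 443 genes were higher in *gro-RNAi* and 536 differed between the depletions. Whether same-numbered libraries belong together is not known, and the correlations across genes between the deviations of the 9 same-numbered pairs ran from -0.046 to 0.072, so no pairing was seen in the values. The set results held with the block (unadjusted fry values of 8.32e-04 and 5.62e-05 for *E(spl)-C* and cell-cycle genes in *gro-RNAi*, and 0.0012 for *E(spl)-C* in *Notch-RNAi*).

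Some genes and marker sets changed direction, none of them past the threshold. *mβ* in *gro-RNAi* was -0.065 after centring. *m5* in *gro-RNAi* was -0.24 after centring and -0.25 with quantile normalization, and from -0.14 to 0.34 with 1 library left out. *m4* in *Notch-RNAi* was -0.24 with quantile normalization, and from -0.89 to 1.09 with 1 library left out. *Kaz-m1* was -0.17 after centring and -0.055 with quantile normalization in *gro-RNAi*, and -0.38 and -0.24 in *Notch-RNAi*, and from -0.11 to 0.49 and from -0.013 to 0.23 with 1 library left out. Muscle markers in *gro-RNAi* were -0.15 after centring and -0.14 with quantile normalization (from -0.11 to 0.40 with 1 library left out), and in *Notch-RNAi* -0.18 with quantile normalization. Enterocyte markers in *Notch-RNAi* were -0.025 and -0.018 (from -0.040 to 1.24 with 1 library left out), and *tio* with *tsh* in *Notch-RNAi* were -0.20 and -0.59 (from -0.079 to 0.39). For these the cause was not tested. Over the 76 named genes and marker sets, 53 values were weaker, 8 stronger and 659 unchanged in direction and call under the alternatives, and 49 were weaker and 6 stronger with 1 library left out.

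With a mean of at least 1 FPKM required, *Hey*, *vg*, *mδ*, *m4*, *m5*, *ase* and *tio* give no value. The set test without moderation was not run. Depth limits the low genes: *Hey*, *ase*, *m4* and *m5* rest on at most 8 reads per library in control. Some held more in the depletions. *ase* had 56, 41 and 49 reads in *Notch-RNAi*, and *ase*, *Hey* and *m4* had 33, 32 and 26 in *gro-RNAi* replicate 1.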

Differences from the paper's values

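The 17 values that could be set beside the paper's, 16 of them read by eye from figures, did not differ by the rule used, with ratios between 0.802 and 1.20. The rule asked for a gap beyond both the spread between libraries and a set fold. The gaps leaned 1 way, however. Every *gro-RNAi* mean was above the figure's value, and every control mean except that of *CycE* was below it. For *Dl* they were 42.0 against 37 and 5.86 against 6.5 FPKM. The source of this lean was not tested. The statements below differ in whether a gene passes the threshold.

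The paper describes *vg* as significantly upregulated in *gro-RNAi*. Here its log2 fold change was 1.41 with limma adjusted p = 0.0705. It passed with one prior variance for all genes (adjusted p = 0.0485) and under none of the other alternatives set before the data were examined that give it a value.

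The paper describes a number of *E(spl)-C* genes as significantly upregulated in *gro-RNAi*. Here 2 of 11 passed the threshold, *m7* and *m8*. *m3* (adjusted p = 0.0651) and *m2* (0.0961) passed in 1 fit each of those that left out a library (adjusted p = 0.0173 and 0.0451), and under none of the other alternatives. *mα*, *mβ*, *mγ*, *mδ*, *m4*, *m5* and *m6* passed under none. Adjusted over the 23 named genes alone, 16 passed in place of 7, which is a list adjustment and not one of the alternatives. Genes of this list were named in the paper from these same libraries, so this count is no independent support.

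The paper describes *CycE* as upregulated in *gro-RNAi*. Here its log2 fold change was 1.18 with limma adjusted p = 0.112, higher in 3 of 3 libraries, and none of the alternatives set before the data were examined brought it past the threshold (adjusted p between 0.104 and 0.28).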

Other observations

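The tests of scaling, of the genes that take most reads and of deeper libraries in this part were chosen only after the results were seen. The tests of *tio*, of enterocyte markers, of gene length and of other splits of the libraries were set before.

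More genes were higher than lower in both depletions. After the libraries were centred on the same median, 41.0% of the called genes were higher in *gro-RNAi* and 44.3% in *Notch-RNAi*, against 83.6% and 85.1% without centring. Centring itself moves the balance of higher and lower genes, so this comparison cannot decide whether scaling between the libraries is the source of the excess. The median gene moved by 0.27 in *gro-RNAi* and by 0.46 in *Notch-RNAi*. With the reads of the 10 genes that take most reads left out of the totals, the medians were still 0.234 and 0.371, so these genes do not account for most of the shift. Among genes with a mean of at least 1 FPKM, 84.8% of the genes called in *Notch-RNAi* were higher, so the deeper *Notch-RNAi* libraries do not account for it through low genes. A share of up or down among genes is therefore not interpreted.

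Gene length was tested by centring each library within 10 classes of genes by transcript length. Of the genes called after centring that have an annotated length, 89.0% in *gro-RNAi* and 90.1% in *Notch-RNAi* were still called, so length bias does not account for most calls.

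For the counts of called genes, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs, the real one, gave the full count for *gro-RNAi* against control (194 genes, other splits 0 to 6) and likewise for *Notch-RNAi* against control (3225 genes, other splits 0 to 5). The other 6 of the 10 splits part only 1 such pair. With 4 splits no small share can be reached, so this test cannot decide for or against an arbitrary grouping.

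*tio* lies next to a landing site of an RNAi library, where insertions can raise it. It was above all control and *Notch-RNAi* libraries in 2 of 3 *gro-RNAi* libraries, and the test had asked for all 3. A set of *tio* and *tsh* was higher in *gro-RNAi* (mean log2 fold change 1.10, limma fry, 0.0181 before adjustment and 0.0503 after centring) and did not pass the adjustment (adjusted p = 0.0544). The text does not state the line used for these libraries, so an effect of the landing site is not ruled out.

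Less enterocyte RNA was tested with 21 markers. They were not lower in *gro-RNAi* (limma fry, 0.483 before adjustment) or in *Notch-RNAi* (0.764 before adjustment). No change of muscle markers was detected in *gro-RNAi* (limma fry adjusted p = 0.777) or *Notch-RNAi* (limma fry adjusted p = 0.223). The 5 housekeeping genes were lower in *gro-RNAi* before adjustment (mean log2 fold change -0.32, limma fry, 0.0315) and did not pass after it (adjusted p = 0.0631). In *Notch-RNAi* their mean was -0.19 (limma fry, 0.063 before adjustment, adjusted p = 0.108). After centring the means were -0.69 and -0.70 (limma fry, 0.0125 and 0.00998 before adjustment), so their size depends on the scaling. With 1 library left out, the unadjusted values ran from 8.77e-05 to 0.118 in *gro-RNAi* and from 6.74e-05 to 0.189 in *Notch-RNAi*.

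Of the 861 genes called in *gro-RNAi*, 657 were also called in *Notch-RNAi*, 570 higher in both and 79 lower in both, with 6 and 2 in opposite directions. After centring 385 of 546 were shared. Both comparisons use the same control libraries, which alone makes calls overlap.

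The largest increases in *gro-RNAi* were in snRNA:U5:23D, snoRNA:Psi28S-1175b, asRNA:CR43767, Lime and snoRNA:Psi28S-2566, of which snRNA:U5:23D, snoRNA:Psi28S-1175b and snoRNA:Psi28S-2566 were listed at 0 in control. The largest decreases were in lcs (-6.84), CG16826 (-6.08), whe (-6.06), Cyp6a17 (-5.77) and CG43679 (-5.20). Of these changes in *gro-RNAi*, asRNA:CR43767 kept its call in 3 of 10 alternatives and in 1 of the 6 fits that left out 1 library. For snRNA:U5:23D these counts were 10 of 10 and 2 of 6. The calls of lcs, CG16826 and whe were kept in 7, 8 and 6 of 10 alternatives and in 3 of the 6 fits each. The other listed genes kept theirs in 8 or 9 of 10 and in all 6. In *Notch-RNAi* the largest increases were in the small RNA listed as FBgn0065084, mir-2493, mir-31b, snoRNA:Psi28S-1175b and snoRNA:Psi18S-1377d, and the largest decreases in whe (-10.95), CG16826 (-10.37), lcs (-9.73), CG34212 (-8.35) and CG33109 (-8.25). *gro* was higher in *Notch-RNAi* by 0.96 without passing the threshold (limma adjusted p = 0.13), and passed with only the 6 libraries compared (adjusted p = 0.0394, highest over the alternatives 0.559). Of the increases in *Notch-RNAi*, mir-2493, mir-31b and both small nucleolar RNAs were listed at 0 in control, and FBgn0065084 had 7.25e-06 FPKM in 1 control library.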
